# Quantitative analysis of transcriptome dynamics provides novel insights into developmental state transitions

**DOI:** 10.1186/s12864-022-08953-3

**Published:** 2022-10-23

**Authors:** Kristin Johnson, Simon Freedman, Rosemary Braun, Carole LaBonne

**Keywords:** Pluripotency, BMP, Activin, Smads, Neural, Epidermal, Mesendoderm, Neural default model, Xenopus

## Abstract

**Background:**

During embryogenesis, the developmental potential of initially pluripotent cells becomes progressively restricted as they transit to lineage restricted states. The pluripotent cells of *Xenopus* blastula-stage embryos are an ideal system in which to study cell state transitions during developmental decision-making, as gene expression dynamics can be followed at high temporal resolution.

**Results:**

Here we use transcriptomics to interrogate the process by which pluripotent cells transit to four different lineage-restricted states: neural progenitors, epidermis, endoderm and ventral mesoderm, providing quantitative insights into the dynamics of Waddington’s landscape. Our findings provide novel insights into why the neural progenitor state is the default lineage state for pluripotent cells and uncover novel components of lineage-specific gene regulation. These data reveal an unexpected overlap in the transcriptional responses to BMP4/7 and Activin signaling and provide mechanistic insight into how the timing of signaling inputs such as BMP are temporally controlled to ensure correct lineage decisions.

**Conclusions:**

Together these analyses provide quantitative insights into the logic and dynamics of developmental decision making in early embryos. They also provide valuable lineage-specific time series data following the acquisition of specific lineage states during development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08953-3.

## Introduction

How a single cell ultimately gives rise to a patterned, complex organism is a fundamental question in biology. Embryonic development can be generalized as a process of progressive restriction of cellular potential. In vertebrates, the zygote is totipotent, but by blastula stages the three primary germ layers, ectoderm, mesoderm and endoderm, have been specified. The fates of cells within these germ layers then become progressively restricted to single differentiated cell types characteristic of that germ layer. Conrad Waddington famously depicted this process as a topological landscape [1]. In his model, a ball positioned at the top of the landscape represents a cell with all developmental pathways open to it. As the ball progresses down the landscape, the paths it takes dictate which lineage states will remain accessible. Waddington noted that the valleys or channels of the landscape arise from the interactions between genes and from their interactions with the cell’s environment.

At blastula stages vertebrate embryos possess a transient population of pluripotent cells which, like the fertilized egg, occupy a position atop Waddington’s landscape. These cells- inner cell mass cells in mammals and naïve animal pole cells in amphibians- can give rise to the derivative cell types of all three germ layers and as such can recapitulate the path to different lineage states including the relevant gene regulatory network (GRN) topology and dynamics. Studies using explants of pluripotent cells from *Xenopus* blastulae (so called “animal caps”) have been central to our current understanding of the signals and transcriptional responses that direct these stem cells toward specific lineage states [2–6]. Some of these signals emanate from the blastopore lip, or the Spemann-Mangold organizer, and help to direct formation and patterning of the primary germ layers [7–9]. Exit from the pluripotent state also coincides with the loss of expression of many maternally provided pluripotency transcripts, such as *Pou5f3.3* and *Foxi2* [10–13]. As cells exit pluripotency, their potential becomes progressively restricted until their fate becomes specified and then determined.

Animal pole cells in *Xenopus* are fated to give rise to ectodermal derivatives. In situ these cells give rise to both epidermal and neural progenitor cells, as well as neural crest and cranial placodes, under the direction of signals from the organizer. Absent these signals, animal pole cells are directed by endogenous BMP signaling to become epidermis [14]. BMP2, 4, and 7 have all been shown to be potent epidermal inducers [15, 16] and BMP4/7 heterodimers have been identified as the most physiologically relevant ligands in early embryos [17]. The binding of these ligands to type I and II BMP receptors results in phosphorylation of Smad1/5/8 and the translocation of these phospho-Smads to the nucleus together with Smad4, resulting in transcription of target genes including *Epidermal Keratin* (*EpK*) and *Dlx3* [18–23].

Although isolated animal pole cells will transit to an epidermal state absent additional instructions, it has been proposed that the default state of these initially pluripotent cells is a neural progenitor state [24–26]. This model arose from the findings that neural “inducing” factors secreted by the organizer, including Noggin, Chordin, Follistatin and Cerberus, function as BMP antagonists [27–32], as well as from the observation that cells neuralize upon dissociation [33]. The “neural default” model has not been without controversy, however. In chick embryos the expression patterns of BMPs and their antagonists do not fully fit the neural default model, misexpression of BMP antagonists does not induce neural progenitors, and ectopic expression of BMP fails to inhibit neural plate formation [34–37]. There is also evidence in *Xenopus* that FGF signaling may be required for competence to respond to BMP antagonists [38–40], although the roles of FGF and BMP signaling in neural induction have shown to be separable [41]. By contrast, *Xenopus* animal pole explants exposed to BMP antagonists such as Noggin adopt a neural progenitor state and express neural genes including *Sox2/3* and *Otx1/2*. These transcription factors, and their homologs, play an important role in specification of the central nervous system (CNS) in vertebrates [42–48].

Explants of *Xenopus* pluripotent blastula cells have also played a central role in determining the signals that control formation of the other embryonic germ layers, mesoderm and endoderm [49–52]. Nodal, Activin, and Vg-1, ligands of the other branch of the TGF-beta family, have been shown to act as morphogens, with low levels of signaling inducing mesoderm and high levels inducing endoderm [52–61]. Treatment of these cells with exogenous Activin mimics the activity of Nodal/Vg-1 [62] promoting phosphorylation of receptor Smads 2/3 [63, 64]. High levels of Activin/Nodal signaling induce endoderm as evidenced by expression of key factors *Sox17* and *Endodermin* [65, 66] whereas lower doses induce both dorsal and ventral mesoderm [67, 68]. BMP4/7 heterodimers also possess mesoderm inducing activity, but it is limited to ventral, not dorsal mesoderm [69–71]. Much still remains to be learned about the signaling dynamics and outputs of BMP4/7 versus Activin-mediated regulation of cell state transitions during germ layer formation.

*Xenopus* animal pole explants are an ideal system to probe the dynamics of developmental decision-making during lineage restriction. These cells can be cultured in a simple salt solution and will undergo lineage restriction on the same time scale as if they had remained in vivo. Given appropriate signals, animal pole cells can be directed to any lineage progenitor state within a time frame of approximately seven hours. Analogous experiments in cultured mouse or human embryonic stem cells (ESCs) take more than a week in culture, and unlike ESCs *Xenopus* cells do not need to be artificially retained in a pluripotent state that may be distinct from the transient pluripotency that exists in vivo. The unique features of the *Xenopus* system allow initially pluripotent cells to be followed at high temporal resolution as they progress to lineage restriction, providing insights into the dynamics of developmental decision making in early vertebrate embryos. Here we develop an experimental platform and quantitative framework in which pluripotent cells explanted from blastula stage *Xenopus* embryos can be used to study the transit of these cells to four different lineage states—epidermis, neural progenitor, endoderm and ventral mesoderm—by following changes in the transcriptome at six time points during this seven-hour process. These data provide quantitative insights into the dynamics of Waddington’s landscape and complement previous data sets looking at transcriptome dynamics in *Xenopus* [72, 73] by providing lineage specific dynamics, as well as transcriptome dynamics in response to BMP/Activin signaling. Our findings shed light on why a neural progenitor state is the default lineage state for pluripotent cells, uncover novel components of lineage specific GRNs, and provide insights into essential control of the timing of signaling inputs such as BMP for proper lineage decisions. These time-resolved data sets will serve as an important resource for future studies of developmental decision making in early vertebrate embryos.

## Results

### Naïve animal pole cells from *Xenopus* blastula can be programmed to any lineage state

To allow interrogation of transcriptome changes at high temporal resolution as pluripotent cells become lineage restricted, we established a highly regimented protocol for collecting synchronous populations of blastula explants across six points on the path towards lineage restriction. Late blastula stage explants (Nieuwkoop and Faber stage 9) were designated time zero and represent the pluripotent state atop Waddington’s landscape (Fig. 1A). In addition, explants were collected at 75, 150, 225, 315 and 435 min after stage 9 (Nieuwkoop and Faber stages 10, 10.5, 11, 12, 13), confirmed by stages of sibling embryos [74]. Stage 10, the onset of gastrulation, is marked by presence of the dorsal blastopore lip (Fig. 1B); stages 11 and 12 are mid and late gastrulae respectively. At stage 13, the neural plate stage, the developmental potential of embryonic cells has been restricted to a single lineage state, with the notable exception of neural crest cells [75]. Explants cultured without additional instructive cues transit to an epidermal state (Fig. 1C). To follow cells as they transited to an endodermal state, explants were treated with Activin [57]. Titration experiments determined that treatment with 160 ng/uL of Activin at stage 9 was the minimum concentration of Activin able to robustly induce endoderm without expression mesodermal markers, as assayed by qPCR. To direct cells to a neural progenitor state explants were exposed to Noggin [27] 100 ng/uL of Noggin was used for these experiments as it was the lowest concentration that induced *Sox3* at stage 13 and effectively blocked BMP signaling as determined by qPCR and Western blot. Treatment with BMP 4/7 heterodimers was used to induce a ventral mesoderm state [69, 76]. 20 ng/uL of BMP 4/7 was found to induce pSmad 1/5/8 at near endogenous levels, as determined by western blot, shifting the timing but not amplitude of BMP signaling. Use of BMP4/7 heterodimers to induce ventral mesoderm allows the transcriptional responses to the two different branches of TGF-beta signaling to be compared. 

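Explants of the epidermal lineage were left untreated. Those of the neural, ventral mesoderm and endoderm lineages received 100 ng/uL Noggin, 20 ng/uL BMP4/7 or 160 ng/uL Activin. These doses are from the paper's Results and the sample labels. The paper's Methods instead give 100 ng/mL Noggin, 20 g/mL BMP4/7 and 160 ng/mL Activin. Each lineage was sampled at stages 9, 10, 10.5, 11, 12 and 13 with 3 replicates per group, apart from ventral mesoderm at stage 11, which has 5, so that 74 libraries were available. For each library the authors deposited the number of reads that STAR placed on each gene, without normalization, and RSEM's TPM values. The count table lists 45656 genes, and 27424 of them had at least 15 counts in at least 1 library and were analysed. Between 11938338 and 23215739 reads per library were counted on genes, with a median of 18703633 in the epidermal, 14735478 in the neural, 18852142 in the ventral mesoderm and 16728136 in the endoderm lineage. The ventral mesoderm libraries were run on another Illumina sequencer than the libraries of the other lineages, so that sequencer and lineage cannot be told apart there. X. laevis is allotetraploid, and many genes have an L and an S homeolog that the files list apart. Reads of near-identical homeologs can be split between them by the authors' counting, so values of named genes are sums over L and S unless a homeolog is named. Differential expression was tested with edgeR's quasi-likelihood test on the counts of the 2 groups compared, after TMM normalization, and genes with a Benjamini-Hochberg adjusted p of at most 0.05 were called differentially expressed. DESeq2's Wald test, which the paper used, was run on the same libraries and its values are given beside those of edgeR.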

RNA was isolated from explants at each time interval and used to generate illumina libraries for transcriptome analysis.

**Fig. 1:**
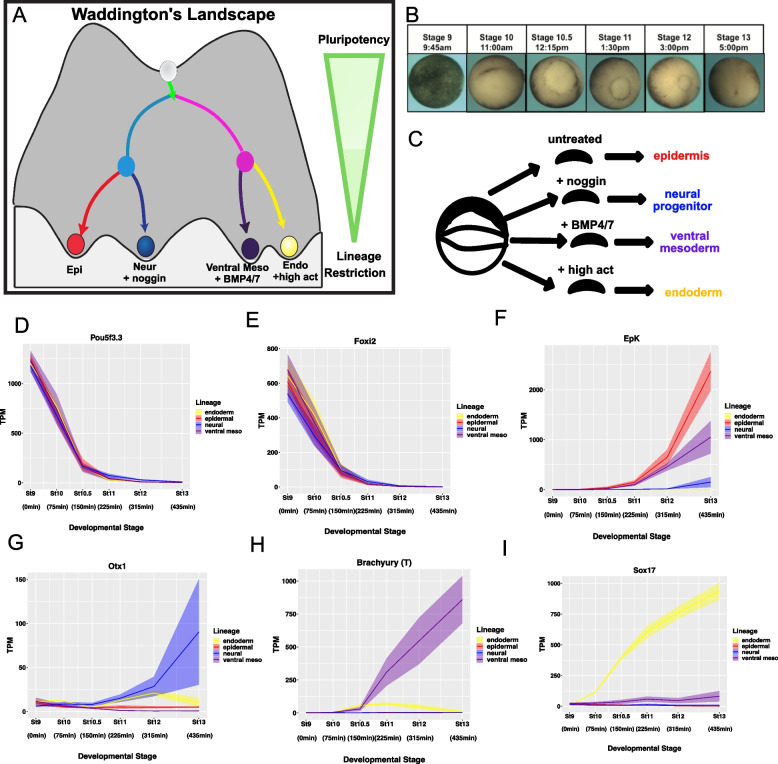
*Xenopus *blastula explants can be reprogrammed to adopt any lineage. **A** Schematic of Waddington’s Landscape portraying lineage specification process. **B** Embryos stage 9,10,10.5,11,12, and 13 used to confirm developmental stages of blastula explants. **C** Schematic showing signaling molecules used to generate all 4 lineages. **D-I** RNA Seq TPM expression over time of (**D**) maternally provided pluripotency marker *Pou5f3.3,* (**E**) maternally provided *Foxi2*, (**F**) epidermal marker *EpK*, (**G**) neural marker *Otx1,* (**H**) mesoderm marker *Brachyury(T)* (**I**) endoderm marker *Sox17.* **H** Graphs are sums of S + L allele. Width of lines represents SEM of three biological replicates

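Transcripts of the maternally provided gene pou5f3.3 were at 1272 ± 41.0, 1176 ± 52.2, 1230 ± 175 and 1203 ± 81.6 TPM (SD, n = 3 each) at stage 9 in the epidermal, neural, ventral mesoderm and endoderm lineages. By stage 10.5 pou5f3.3 was at 147 ± 54.7, 165 ± 20.9, 155 ± 74.3 and 160.1 ± 35.1 TPM (SD, n = 3 each), and at stage 13 at 3.47 ± 1.85, 8.80 ± 7.07, 2.06 ± 0.239 and 4.31 ± 2.13 TPM (SD, n = 3 each) in the same order. At stage 11 of the ventral mesoderm lineage it was at 43.3 ± 43.9 TPM (SD, n = 5), where replicate 3 alone stood above the other 4 libraries. foxi2 went from 608 ± 124, 539 ± 72.0, 676 ± 159 and 644 ± 99.6 TPM (SD, n = 3 each) at stage 9 to 0.623 ± 0.593, 1.58 ± 1.25, 0.850 ± 0.442 and 1.01 ± 0.845 TPM (SD, n = 3 each) at stage 13. At stage 9 the means of the 4 lineages differed by less than the largest SD between replicates for foxi2, and for pou5f3.3 as well.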

The transcript dynamics of maternally provided pluripotency factors *Pou5f3.3* and *Foxi2* across three biological replicates for all four lineage transitions (twelve independent experiments) demonstrates that this pipeline generated highly quantitative and highly reproducible data with minimal technical error (Fig. 1D, E). *Pou5f3.3* and *Foxi2* are representative of a class of 119 genes whose expression decreases monotonically by at least 25-fold between stage 9 and stage 13 (Fig. S1A, Supplementary Table S1) and includes maternal transcripts that characterize the pluripotent state [77, 78]. 

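The class was rebuilt from the TPM table as genes whose mean fell at every step from stage 9 to stage 13, by at least 25-fold overall, in all 4 lineages, with at most 20 TPM at stage 13. With these criteria 126 genes were found. Taking the mean over the 4 lineages instead of each lineage gave 503 genes. Of the 118 genes in Supplementary Table S1, 91 were found by symbol, and all of these met the criteria in the epidermal, ventral mesoderm and endoderm lineages, whereas 57 met them in the neural lineage. The median ratio of stage 9 to stage 13 TPM of the listed genes was 92.6 in the epidermal, 39.8 in the neural, 96.7 in the ventral mesoderm and 68.8 in the endoderm lineage.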

Normalized RNA read count data, quantified as transcripts per million (TPM), confirmed generation of each of the expected lineage states, with *EpK* and *Dlx3* validating establishment of the epidermal state (Figs. 1F and S1B), *Otx1* and *Otx2* validating transit to a neural state (Figs. 1G and S1C). 

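EpK, listed as krt12.4 in the TPM table and xk81a1 in the count table, reached 3295 ± 1993 TPM (SD, n = 3) in the epidermal lineage at stage 13, against 70.2 ± 28.3 TPM (SD, n = 3) in the neural lineage. The log2 fold change from epidermal to neural explants was -5.84 (standard error 0.55, edgeR adjusted p = 0.0012), and each of the 6 fits that left out 1 library kept the call. dlx3 was at 376 ± 34.6 TPM (SD, n = 3) in epidermal and 32.7 ± 30.6 TPM (SD, n = 3) in neural explants, a log2 fold change of -3.58 (standard error 0.70, edgeR adjusted p = 0.022), which held in 3 of 6 such fits. EpK was also at 1653 ± 606 TPM (SD, n = 3) in the ventral mesoderm lineage. otx1 was at 90.4 ± 104 TPM (SD, n = 3) in neural and 5.18 ± 0.520 TPM (SD, n = 3) in epidermal explants, a log2 fold change of 4.04 (standard error 0.98, edgeR adjusted p = 0.048). The neural SD of otx1 exceeded the mean, the call held in 2 of 6 fits that left out 1 library, and DESeq2's Wald test gave an adjusted p of 6e-05. otx2 reached 339 ± 389 TPM (SD, n = 3) in the neural lineage against 5.36 ± 2.91 TPM (SD, n = 3) in the epidermal lineage, a log2 fold change of 5.81 (standard error 1.08, edgeR adjusted p = 0.018), which held in 3 of 6 fits. otx2 was higher at stage 11 of the endoderm lineage, at 902 ± 40.2 TPM (SD, n = 3).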

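In the ventral mesoderm lineage brachyury, listed as tbxt in the TPM table and t in the count table, rose from 1.61 ± 1.25 TPM (SD, n = 3) at stage 9 to 664 ± 309 TPM (SD, n = 3) at stage 13. Untreated explants had 7.00 ± 7.05 TPM (SD, n = 3) of brachyury at stage 13, a log2 fold change of 6.67 (standard error 0.88, edgeR adjusted p = 0.031). evx1 was at 61.0 ± 35.5 TPM (SD, n = 3) in ventral mesoderm and 3.26 ± 2.32 TPM (SD, n = 3) in epidermal explants, a log2 fold change of 4.30 (standard error 0.70, edgeR adjusted p = 0.036). Leaving out 1 library kept 2 of 6 calls for brachyury and 1 of 6 for evx1, whereas DESeq2's Wald test gave adjusted p of 2e-22 and 3.7e-10. Endoderm explants reached 938 ± 117 TPM (SD, n = 3) of sox17a at stage 13 against 1.02 ± 0.680 TPM (SD, n = 3) in epidermal explants, a log2 fold change of 9.69 (standard error 0.51, edgeR adjusted p = 6.6e-06). Endodermin, listed as a2m.S, was at 2209 ± 289 TPM (SD, n = 3) in endoderm and 25.2 ± 8.49 TPM (SD, n = 3) in epidermal explants, a log2 fold change of 6.28 (standard error 0.28, edgeR adjusted p = 2.7e-06). Both endoderm calls held in every fit that left out 1 of the 6 libraries. Endodermin was also at 293 ± 167 TPM (SD, n = 3) in neural explants.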

*Brachyury(T)* and *Evx1* (Figs. 1H and S1D), and *Sox17* and *Endodermin* (Figs. 1I, S1E) validated the mesoderm and endoderm data sets respectively.

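Of the 771 transcription factors named in Supplemental Table 2, 749 were found in the TPM table, and a factor was counted as expressed in a lineage at a mean of at least 10 TPM. In at least 1 lineage 540, 523, 531, 569 and 610 factors were expressed at stages 10, 10.5, 11, 12 and 13. Of these, 376, 319, 274, 252 and 259 were expressed in all 4 lineages. The share expressed in all 4 lineages was 69.6% at stage 10, 51.6% at stage 11 and 42.5% at stage 13.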

Global analysis of transcription factors expressed at each stage revealed that the majority are expressed in all four lineages, although their expression levels or timing may vary between them. 

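At stage 10 otx1, with L and S summed, was at 12.2 ± 0.677 TPM (SD, n = 3) in the endoderm lineage. The epidermal, neural and ventral mesoderm lineages had 4.55 ± 1.72, 8.50 ± 4.42 and 6.31 ± 3.07 TPM (SD, n = 3 each) of otx1 at that stage, all under the 10 TPM taken as expressed. At stage 13 the endoderm lineage had 10.4 ± 7.93 TPM (SD, n = 3) of otx1 and the ventral mesoderm lineage 0.763 ± 0.851 TPM (SD, n = 3).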

For example, *Otx1* is unique to the endodermal lineage at stage 10 but to the neural lineage at stage 13 (Fig. S2A-E, Supplemental Table 2). This analysis also identified the transcription factors that at any given stage are expressed in only a single lineage and revealed that such genes are overrepresented in the endoderm lineage. 

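In the endoderm lineage 55, 65, 49, 73 and 66 factors reached 10 TPM there alone at stages 10, 10.5, 11, 12 and 13. Neural explants alone expressed 8, 20, 36, 48 and 49 factors at the same stages, epidermal explants 6, 3, 4, 19 and 26, and ventral mesoderm explants 5, 9, 15, 11 and 30. The endoderm lineage had the most such factors at each of these 5 stages.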

We performed weighted gene correlation network analysis (WGCNA) on transcription factors for each lineage independently and with time as a continuous variable in order to identify modules of genes with similar dynamics over time in each lineage. This analysis showed that many known Activin induced transcription factors cluster together in the same module not only in the endoderm lineage, but also in the mesoderm lineage, with about half of these also clustering together in the neural lineage. Similarly, many transcription factors known to be induced by BMP cluster together in both mesoderm and epidermis, and surprisingly a small subset of these also cluster in the neural lineage, suggesting that there are subsets of transcription factors that will cluster together (i.e., exhibit similar dynamics to one-another) even in response to distinct inductive signals (Supplemental Table 3). 

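WGCNA was not run again, and co-variation was measured instead as the mean Pearson correlation, over all pairs of factors, of log2(TPM + 1) across the 6 stage means of a lineage. Each mean was set against 10000 random sets of as many transcription factors matched on expression, which gives a permutation p, and Benjamini-Hochberg adjustment covered the 8 combinations of ligand and lineage. For the 19 Activin-responsive factors of Supplemental Table 3 the mean correlation in endoderm was 0.820, with a one-sided permutation p of 0.0001, the smallest these sets can give, and an adjusted p of 0.0008. In ventral mesoderm it was 0.229 (one-sided permutation p = 0.015, adjusted p = 0.06), in neural explants -0.0198 (one-sided permutation p = 0.64, adjusted p = 0.64) and in epidermal explants 0.00708 (one-sided permutation p = 0.37, adjusted p = 0.49). A correlation of at least 0.8 was reached by 64.9% of the 171 pairs in endoderm, 20.5% in ventral mesoderm and 18.1% in neural explants. Rank correlation moved the endoderm value most, to 0.548. The factor lists come from the supplement to the paper's WGCNA of these same libraries. A high value in a lineage where the paper has the factors cluster can therefore follow from their choice, and its p is no independent test.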

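The 23 BMP-responsive factors of Supplemental Table 3 had a mean correlation of 0.0213 (one-sided permutation p = 0.27, adjusted p = 0.49) in ventral mesoderm. In epidermal explants their mean correlation was 0.0173 (one-sided permutation p = 0.35, adjusted p = 0.49) and in neural explants -0.0178 (one-sided permutation p = 0.54, adjusted p = 0.62). Of their 253 pairs, 27.3% reached a correlation of 0.8 in ventral mesoderm, 22.1% in epidermal and 17.8% in neural explants. Endoderm, which the paper does not name here, had a mean correlation of 0.0595 (one-sided permutation p = 0.24, adjusted p = 0.49) for the BMP-responsive factors, with 15.4% of the pairs at 0.8 or more.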

Further study of these putative modular gene regulatory networks may provide novel insights into potential mechanisms of co-regulation of correlated factors.

### PCA and time series analysis reveal novel lineage-specific dynamics

Together the transcriptomes of the four state transitions each across six time points yield 72 observations in a 45,661-dimensional gene expression space. Global insights into such high dimensional data require methods for dimensionality reduction. Principal Component Analysis (PCA) can provide key insights into the genes contributing most significantly to the variance between lineage states and developmental stages. We first used PCA to analyze each lineage individually, plotting the first two principal components against developmental time (Fig. 2A). 

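PCA of each lineage was run on TMM-normalized counts, centred on each gene and not scaled or log-transformed. PC1 carried 85.1, 65.2, 80.8 and 80.9% of the variance in the epidermal, neural, ventral mesoderm and endoderm lineages. Across the libraries of each lineage (n = 18, 18, 20 and 18) Pearson's r of PC1 with minutes after stage 9 was 0.909, 0.877, 0.988 and 0.877, and Spearman's rho was 0.963, 0.919, 0.985 and 0.875. The two-sided permutation p of each r was 1e-05, the smallest that 100000 resamples give, before and after Benjamini-Hochberg adjustment over the 4 lineages. For rho the permutation p was 1e-05 in 3 lineages and 3e-05 in endoderm, with adjusted p of 1.3e-05 and 3e-05. Without the 2 libraries farthest from the median time, r was 0.914, 0.880, 0.985 and 0.814. The choice of these 2 was arbitrary, as libraries of the same stage tied as farthest. Each lineage was sequenced on a single instrument, so that these relations hold within sequencers.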

For all four lineages the primary principal component (PC1) was found to be largely monotonic over time, suggesting that the majority of the gene expression variance is contributed by genes changing unidirectionally, such as pluripotency genes being turned off or lineage-specific genes being activated. 

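A quadratic curve in time explained 0.579 of the variance of PC2 (as R2) in the epidermal lineage (n = 18, permutation p = 0.0015, adjusted p = 0.003), with stage means rising from -94342 at stage 9 to 97872 at stage 12 and falling to -65461 at stage 13. In ventral mesoderm R2 was 0.663 (n = 20, permutation p = 0.00011, adjusted p = 0.00044), with the highest mean of 60764 at stage 11. In endoderm R2 was 0.346 (n = 18, permutation p = 0.041, adjusted p over the 4 lineages 0.055), with the highest mean of 62408 also at stage 11. The replicate numbers carried 58.1% of the PC2 variance in endoderm, 34.9% in ventral mesoderm and 3.75% in epidermal explants. With the replicate number as a block and stages permuted within it, a test chosen after seeing the data, R2 was 0.601 (n = 18, permutation p = 0.0027, adjusted p = 0.0037) in epidermal, 0.734 (n = 18, permutation p = 0.0002, adjusted p = 0.0004) in ventral mesoderm and 0.824 (n = 18, permutation p = 0.00016, adjusted p = 0.0004) in endoderm explants, without replicates 4 and 5 of ventral mesoderm at stage 11. Without the 2 libraries farthest from the median of time, R2 was 0.850 in epidermal, 0.624 in ventral mesoderm and 0.460 in endoderm explants. Libraries of the same stage tied as farthest, so which 2 were left out was arbitrary.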

Interestingly, when PC2 was plotted for each of the lineages it was found to exhibit temporal dynamics in the epidermal, ventral mesodermal and endodermal lineages that suggested genes exhibiting expression peaks at intermediate time points make a significant contribution to the variance, and potentially to these state transitions. By contrast, PC2 of the neural lineage shows no association with time, suggesting that the temporal dynamics in the neural lineage are primarily linear in time. This raises the possibility that the transition to a neural progenitor state follows a simpler trajectory than that of the other three lineages (Fig. 2A).

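In the neural lineage the quadratic curve had an R2 of 0.196 with PC2 (n = 18, permutation p = 0.2, adjusted p = 0.2). Under the replicate block, chosen after seeing the data, it was 0.245 (n = 18, permutation p = 0.16, adjusted p = 0.16). Without a block and without the 2 libraries farthest from the median of time it was 0.647. The 3 stage 13 libraries tied as farthest, so which 2 were left out was arbitrary. Leaving out any single neural library gave an R2 from 0.178 to 0.299. The SD of PC2 between the 3 neural replicates of stage 13 was 171255, against stage means from -46539 to 40165. The difference between the neural and the other lineages in this R2 was not tested.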

**Fig. 2:**
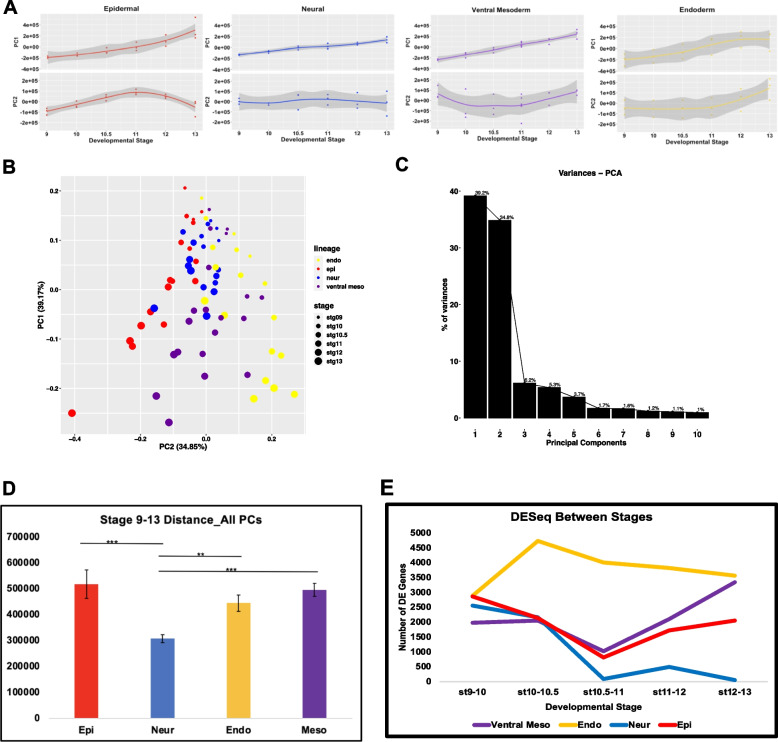
PCA and Time Series Analysis Reveal Novel Lineage-Specific Dynamics. **A** PCA for each individual lineage with the coordinates of PC1 and PC2 for each lineage plotted against developmental time. **B** PCA performed on all four lineages simultaneously, with plot showing clustering of all lineages for PC1 vs PC2. **C** Scree plot of the variance explained by the top10 principal components for PCA done on all lineages. **D** Distances from stage 9 to 13 for all 74 PCs for each lineage, error bars are SEM of all 9 stage 9–13 distances for each lineage, (***P < 0.005, **P < .01). **E** Number of genes differentially expressed between successive stages in each lineage, *p*_adj_ ≤ 0.05

To gain further insights into these state transitions, PCA was carried out on all four lineages in concert. In this analysis, PC1 and PC2 together explain 75% of the variance across these data. 

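On TMM-normalized counts of the 27424 analysed genes PC1 explained 52.1% and PC2 28.5% of the variance of the 74 libraries, 80.5% together. On log2 CPM the pair explained 51.2%, and on counts without normalization 74.0%. The 20 genes of highest variance carried 67.8% of that variance.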

(Fig. 2B, C). The distribution of these data across the PC1 axis corelates with developmental time, with the earliest (St.9) samples clustering at the top of the plot and the later samples progressively further down the y-axis (Fig. 2B). 

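Pearson's r of PC1 with minutes after stage 9 was 0.882 over the 74 libraries and Spearman's rho 0.906, each with a two-sided permutation p of 1e-05, the smallest that 100000 resamples give. Leaving out the 2 libraries farthest from the median time, an arbitrary choice among tied libraries of the same stage, gave an r of 0.876. Within the epidermal, neural, ventral mesoderm and endoderm lineages r was 0.944, 0.879, 0.982 and 0.901. The ventral mesoderm value is also the value within the sequencer used for that lineage alone.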

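Between stages 9 and 13 the mean of PC1 moved by 331778 units in the neural lineage, and by 578663, 596175 and 617654 units in the epidermal, ventral mesoderm and endoderm lineages. Neural explants were at -36019 ± 86945, 15694 ± 61961 and 116940 ± 115014 on PC1 (SD, n = 3 each) at stages 11, 12 and 13. At stage 10.5 the epidermal, ventral mesoderm and endoderm lineages were at -135164 ± 63239, -51046 ± 40904 and -60434 ± 105413 (SD, n = 3 each), and at stage 13 at 288343 ± 120871, 339795 ± 44701 and 397439 ± 152224 (SD, n = 3 each).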

When examined in this context, the neural trajectory is striking as it extends a shorter distance along this axis, with the neural replicates for stages 11, 12 and 13 clustering closer to the stage 10.5 replicates for the other lineages. To quantify this, the distance between stages 9 and 13 in the full gene expression space was calculated and here too the neural lineage was found to move the shortest distance (Fig. 2D). 

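The Euclidean distance between stage 9 and stage 13 libraries, over the TMM-normalized counts of all analysed genes, was 436469 ± 138507 (mean of 9 pairs of libraries, SD over the 3 stage 13 libraries, each taken as its mean distance to the stage 9 libraries) in the neural lineage. It was 698751 ± 216033 in the epidermal, 641497 ± 48823 in the ventral mesoderm and 706033 ± 142759 in the endoderm lineage (SD over 3 stage 13 libraries each). The mean neural distance was 0.640 of the mean of the other lineages (exact permutation test of the stage 13 libraries, two-sided p = 0.032, where the smallest possible is 0.0045). Against each lineage alone the exact permutation p was 0.3 for epidermal, 0.1 for ventral mesoderm and 0.2 for endoderm, with 0.1 the smallest that 3 libraries against 3 allow. With TPM in place of counts the neural distance was 1.37 times that of the other lineages, the reverse direction. It was then 39823 ± 19321 in the neural lineage (SD over 3 stage 13 libraries). The epidermal, ventral mesoderm and endoderm lineages had 27459 ± 4899, 28918 ± 753.8 and 30669 ± 4905 (SD over 3 stage 13 libraries each). The reversal therefore lay within the spread between neural libraries.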

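After stage 10.5, on the plane of PC1 and PC2, libraries of different lineages at the same stage lay 219965 units apart on average and libraries of the same lineage and stage 129046 units. The ratio of 1.71 had a one-sided permutation p of 1e-05, the smallest that 100000 resamples of the lineage labels within stages give. These resamples treat the stages as independent, although same-numbered replicates of successive stages deviated together, so that this p can be too small. Over the full gene expression space the ratio was 1.57.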

Whereas PC1 correlates with developmental time, PC2 appears to distinguish the different lineage states, which after stage 10.5 show very distinct trajectories. 

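On PC2 the epidermal lineage was at -400199 ± 182014, the ventral mesoderm lineage at -165196 ± 48733, the neural lineage at -66907 ± 121363 and the endoderm lineage at 258583 ± 144931 (SD, n = 3 each) at stage 13. At stage 9 the 4 lineages had PC2 means between -54581 and 54973.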

Interestingly, endoderm and epidermis lie furthest from each other along PC2 with mesoderm lying between those states. Thus, PC2 captures the intermediate nature of the ventral mesoderm state which shares GRN features with endoderm but, like epidermis, is BMP-driven (Fig. 2B).

As some maternally provided transcripts persist through stage 10.5 and could bias transcriptome changes, we also performed PCA on zygotic transcripts only, removing maternally provided genes [79] with no zygotic transcription through state 13 from the analysis (Fig. S2F). The PCA was largely unchanged using this gene set, indicating that the observed dynamics are driven primarily by zygotic transcripts.

We next used differential expression analysis (DESeq2) to gain insights into the dynamics of gene expression changes across the four state transitions. Plotting the number of genes differentially expressed between successive developmental stages revealed that the number of genes whose expression changes significantly during these state transitions is relatively modest (Fig. 2E, Supplemental Table 4). 

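Genes with an adjusted p of at most 0.05 were counted for each of the 20 comparisons of successive stages, with edgeR's quasi-likelihood test and with DESeq2's Wald test, both Benjamini-Hochberg adjusted. Over the 5 steps edgeR called between 1814 and 3320 genes in the endoderm lineage and at most 1053 genes in any other lineage. Replicates of successive stages that share a number deviated together from their group means, with a mean correlation of 0.673, 0.586, 0.542 and 0.649 in the epidermal, neural, ventral mesoderm and endoderm lineages, against -0.332, -0.292, -0.233 and -0.325 for replicates with other numbers. With the replicate number as a block edgeR called up to 10623 genes in a step, the largest shift of any alternative tried.

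**Figure D1:**
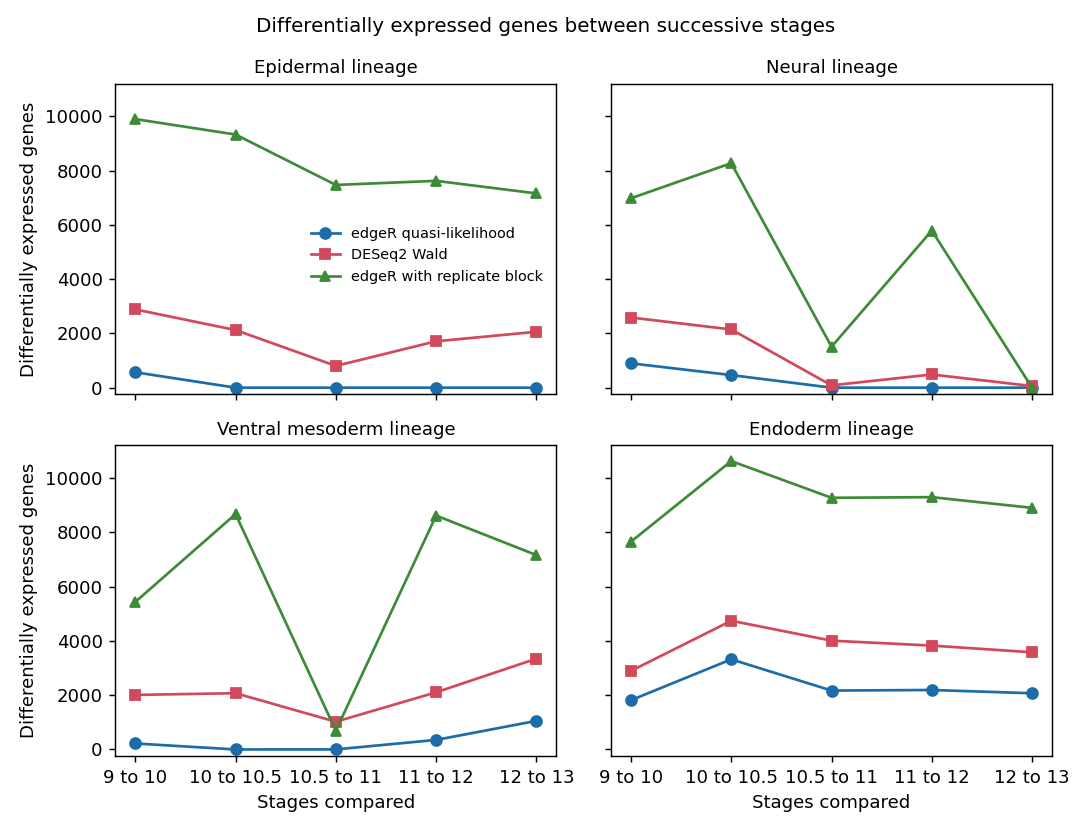
Number of genes differentially expressed between successive stages (vertical axis, genes with an adjusted p of at most 0.05) against the step (horizontal axis), with a panel for each lineage. Lines stand for edgeR without a block, DESeq2's Wald test and edgeR with the replicate number as a block. Without a block the endoderm line runs from 1814 at the earliest step to 2070 at the latest.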

For example, between two and three thousand genes are differentially expressed between stages 9 and 10 in each lineage, which represents four to six percent of the transcriptome. 

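Between stages 9 and 10 the number of differentially expressed genes was 567 with edgeR, 2883 with DESeq2's Wald test and 9894 with edgeR and the replicate number as a block in the epidermal lineage. In the neural lineage it was 896, 2584 and 6978 by the same 3 fits, in ventral mesoderm 220, 2009 and 5433, and in endoderm 1814, 2894 and 7654. The edgeR numbers were 1.24, 2.0, 0.482 and 3.97% of the genes in the count table in the epidermal, neural, ventral mesoderm and endoderm lineages, and those of DESeq2 6.32, 5.66, 4.40 and 6.34%. Same-numbered replicates had a mean correlation of deviations between 0.684 and 0.750 in these 4 comparisons.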

Between stages 10 and 10.5 the gene expression changes in the endodermal lineage are strikingly different from those of the other lineages. 

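In the endoderm lineage edgeR called 3320 genes between stages 10 and 10.5, so that their number rose by 83.0% from the step before. With DESeq2 4741 genes were called there and the number rose by 63.8%, and with the replicate block it was 10623 genes and the number rose by 38.8%. In the epidermal lineage edgeR called 0 genes, with 4400 at an unadjusted p under 0.05, and DESeq2 2123 genes, a number that fell by 26.4%. The neural lineage had 464 genes with edgeR and 2145 with DESeq2, numbers that fell by 48.2% and 17.0%. In ventral mesoderm edgeR called 0 genes, with 4278 at an unadjusted p under 0.05, and DESeq2 called 2072, a number that rose by 3.14%. With the replicate block the epidermal, neural and ventral mesoderm lineages had 9325, 8270 and 8671 genes, the epidermal number having fallen by 5.75% and the others having risen by 18.5% and 59.6%. Deviations of same-numbered replicates correlated at 0.742, 0.638, 0.702 and 0.692 in the epidermal, neural, ventral mesoderm and endoderm comparisons.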

The number of differentially expressed genes increases almost 60% between these stages in the endoderm, whereas there is a significant decrease in differentially expressed genes in the epidermal and neural lineages and little change in the mesoderm. While there is a gradual decrease in differentially expressed genes in the endodermal lineage between stages 10.5 and 13, this state transition continues to exhibit the most dynamic changes in gene expression compared to the other lineages. 

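In endoderm edgeR called 2169, 2190 and 2070 genes between stages 10.5 and 11, 11 and 12, and 12 and 13. At these steps DESeq2's Wald test called 4007, 3826 and 3579 genes and edgeR with the replicate block 9270, 9294 and 8900, with same-numbered replicates correlated at 0.630, 0.610 and 0.573. At each of these 3 steps the endoderm number was the highest of the 4 lineages with edgeR, with or without the block, and with DESeq2. In the single fit of all 74 libraries this held between stages 10.5 and 11, and at the 2 later steps endoderm had 1516 and 1507 genes, against 1786 and 3648 in the epidermal lineage and 1713 and 2800 in ventral mesoderm.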

After reaching a minimum between stages 10.5 and 11, both the epidermal and ventral mesodermal lineages exhibit increasing numbers of differentially expressed genes. 

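In the epidermal lineage DESeq2's Wald test called 801, 1709 and 2059 genes between stages 10.5 and 11, 11 and 12, and 12 and 13. EdgeR called 0 genes at each of these steps, with 3095, 4791 and 5178 genes at an unadjusted p under 0.05, and 7468, 7619 and 7156 with the replicate block. In ventral mesoderm DESeq2 called 1021, 2105 and 3343 genes, edgeR 2, 351 and 1053 and edgeR with the replicate block 689, 8615 and 7160. The 2 genes that edgeR called in ventral mesoderm between stages 10.5 and 11, named here after their values were seen, were dand5.S, whose log2 fold change was -2.16, and trim29.S, whose log2 fold change was 2.19 (edgeR adjusted p = 0.025 each). Same-numbered replicates correlated at 0.706, 0.606 and 0.559 in the 3 epidermal comparisons and at 0.207, 0.548 and 0.537 in those of ventral mesoderm. The low block count of ventral mesoderm between stages 10.5 and 11 rests on the deposited numbers, and with replicates 4 and 5 of stage 11 paired with replicates 2 and 3 of stage 10.5, a pairing chosen after seeing the data, it was 5664.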

By stages 12–13 the endoderm and ventral mesoderm exhibit comparable gene expression dynamics. Interestingly, almost a quarter of the genes changing in the endodermal and ventral mesodermal trajectories between stages 12 and 13 are shared between these lineages, likely reflecting the overlapping landscape of the combined mesendoderm GRN (Fig S3I-J). In contrast to the other three lineages, the neural trajectory exhibits very few differentially expressed genes after stage 11, providing additional evidence that this lineage reaches an early equilibrium (Figs. 2E, S3G-J, Supplemental Table 5).

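Between stages 12 and 13 edgeR called 309 genes in both ventral mesoderm and endoderm, 11.0% of the genes called in either. By DESeq2's Wald test there were 1185 in both, or 20.7%, and edgeR with the replicate block 4168, or 35.1%, at correlations of 0.537 and 0.573 between deviations of same-numbered replicates.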

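In the neural lineage edgeR called 0 genes between stages 10.5 and 11, 11 and 12, and 12 and 13, with 1512, 2537 and 1199 genes at an unadjusted p under 0.05. At the same steps DESeq2's Wald test called 85, 486 and 60 genes. With the replicate number as a block, where same-numbered replicates correlated at 0.577, 0.569 and 0.461, edgeR called 1508, 5786 and 0 genes, the last with 2766 at an unadjusted p under 0.05. In the 6 fits that each left out 1 of the libraries of stages 12 and 13 edgeR called 0 genes, with 538 to 2369 at an unadjusted p under 0.05.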

### Gene expression dynamics provide novel insights into the neural default state

The above analyses suggested that the neural progenitor state follows a simpler trajectory than that of the other three lineages. Comparison of gene expression dynamics during transit to an epidermal versus a neural state reveals that through stage 10.5 these two lineages share a remarkably similar trajectory (Fig. 3A). For each, the number of genes differentially expressed between successive stages decreases, the number of genes changing is highly similar, and there is significant overlap in the genes exhibiting differential expression. Between stages 9 and 10, for example, 60% of the genes differentially expressed in the neural linage are also differentially expressed in the epidermal lineage and that is true of 53% of genes differentially expressed between stages 10 and 10.5 (Fig. 3B, Supplemental Table 6). 

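EdgeR called 271 genes in both lineages between stages 9 and 10, 30.3% of those called in the neural lineage, where chance would give 2.11%. With DESeq2's Wald test 1550 genes were shared, 60.0% of the neural genes where chance would give 10.7%, and with the replicate block in edgeR 81.1% where chance would give 36.8%. Between stages 10 and 10.5 the absence of epidermal calls in edgeR left no shared gene, and DESeq2 gave 1125 shared genes, 52.5% of the neural genes against 7.83% by chance. With the replicate block 74.2% of the neural genes of that step were shared, against 34.4% by chance. Deviations of same-numbered replicates, which the block removes, correlated at 0.684 and 0.638 in the neural and 0.750 and 0.742 in the epidermal lineage.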

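Of the genes called by edgeR in both the epidermal and the neural lineage between stages 9 and 10, 170 decreased in both, 62.7% of the shared genes. With DESeq2's Wald test 957 shared genes decreased, or 61.7%, and between stages 10 and 10.5 it was 800 genes, or 71.1%. The replicate block gave 60.3% and 54.2% for the 2 steps.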

The majority of shared genes exhibit decreasing expression during these stages, in part reflecting the downregulation of pluripotency genes. Nevertheless, of the 1161 genes whose expression increases in the neural trajectory between stages 9 and 10, more than half also show increased expression in the epidermal trajectory.

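EdgeR called 420 genes as increasing in the neural lineage, and 101 of them, or 24.1%, as increasing in the epidermal lineage. Increasing genes by DESeq2's Wald test numbered 1194, of which 593, or 49.7%, also increased in the epidermal lineage. With the replicate block 73.1% of 3043 increasing genes were shared.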

**Fig. 3:**
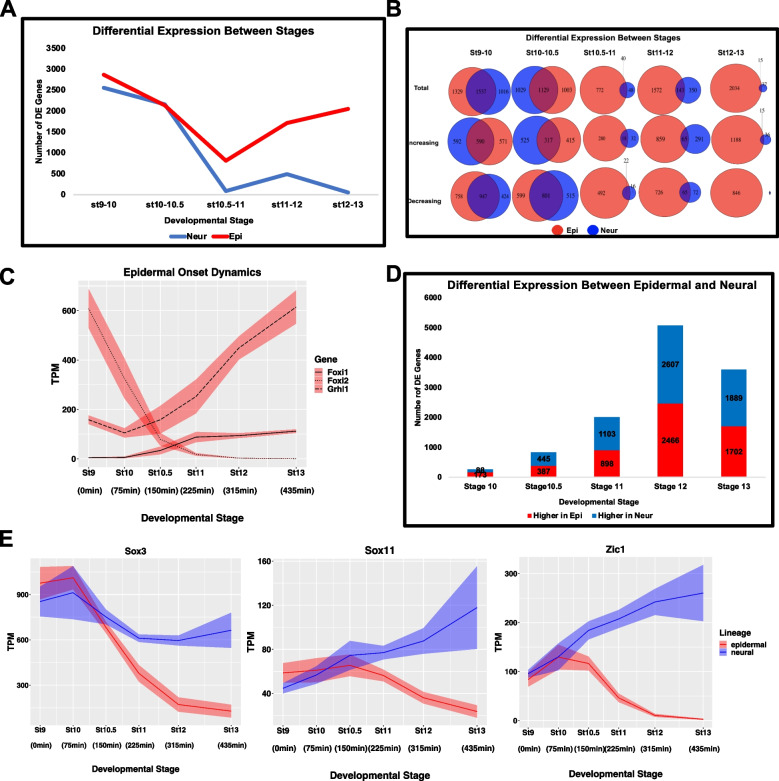
Gene Expression Dynamics Provide Novel Insights into the Neural Default State. **A** Number of differentially expressed genes between successive developmental stages of the epidermal and neural lineage, *p*_adj_ ≤ 0.05 **B** Venn Diagrams for the total number of DE genes between stages for the epidermal and neural lineages, as well as the number of genes increasing and decreasing over time. **C** TPM of *Foxi1*, *Foxi2* and G*rhl1*, revealing epidermal onset dynamics. Graph shows sum of S + L allele. Width of the line represents SEM of three biological replicates. **D** Number of differentially expressed genes between lineages at each developmental stage (*p*_adj_ ≤ 0.05). **E** Graphs of the TPM of three pluripotency markers maintained in the neural lineage (**E**) *Sox3*, *Sox11*, and *Zic1*. Graphs are sums of S + L allele. Width of the line represents SEM of three biological replicates

Between stages 10.5 and 11, which corresponds to early gastrulation, there is a striking divergence of the epidermal and neural lineages. During these stages, gene expression dynamics largely cease in the neural lineage; fewer than 100 genes are differentially expressed between stages 10.5 and 11, and only 52 genes are differentially expressed between stages 12 and 13. By contrast, in the epidermal lineage temporal changes in gene expression begins to sharply increase and the overlap of these genes with those changing in the neural lineage is minimal (Fig. 3A, B). 

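Between stages 10.5 and 11 DESeq2's Wald test called 40 genes in both lineages, 4.73% of those called in either, and between stages 11 and 12 141 genes, or 6.87%. EdgeR without a block called no gene in either lineage at these steps, and with the replicate block the shared genes were 13.9% and 32.8% of those called in either. Same-numbered replicates correlated at 0.577 and 0.569 in the neural and 0.706 and 0.606 in the epidermal comparisons.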

Of all genes differentially expressed between stages 12 and 13 in these two stage transitions, less than 1% are differentially expressed in both the neural and epidermal lineages, mainly because the neural lineage has ceased to change. 

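Between stages 12 and 13 DESeq2's Wald test called 18 genes in both lineages, 0.857% of those called in either. With edgeR neither lineage had a called gene at this step without a block, and with the replicate block the neural lineage had none.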

Interestingly, the increasing gene expression dynamics that characterizes the epidermal lineage at stage 11 coincides with a loss of enrichment for neural GO terms (Fig. S4A, Supplemental Table 7). This suggests that pluripotent blastula cells possess neural-like features that begin to be lost around the onset of gastrulation as cells transit to an epidermal state but are retained and reinforced in neural progenitor cells.

The observed gene expression dynamics and GO term enrichment together point to the onset of gastrulation as a critical point on the landscape topology of early developmental decision making. To further explore this, we examined the expression of *Foxi1* and *Grhl1* which are key upstream components of the GRN mediating the formation of epidermis [80, 81]. Expression of *Foxi1* has been shown to be activated by the pluripotency factor *Foxi2* [82]. Examining the expression dynamics of these three genes across the epidermal trajectory reveals a sharp increase in the expression of *Grhl1* that correlates with rapidly extinguishing expression of *Foxi2* and the onset of gastrulation (stage 10) (Fig. 3C). 

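grhl1 was at 158 ± 22.5, 105 ± 30.8, 158 ± 97.0, 252 ± 117, 449 ± 78.6 and 615 ± 113 TPM (SD, n = 3 each) over the 6 stages of the epidermal lineage. From stage 10 to 10.5 its log2 fold change was 0.75 (standard error 0.49, edgeR adjusted p = 0.53), within the spread between replicates. With the replicate number as a block, at a correlation of 0.742 between deviations of same-numbered replicates, the edgeR adjusted p was 0.4, and DESeq2's Wald test gave 0.35. foxi2 fell over the same lineage from 325 ± 136 TPM (SD, n = 3) at stage 10 to 79.0 ± 43.9, 17.7 ± 8.28 and 2.45 ± 1.15 TPM (SD, n = 3 each) at stages 10.5, 11 and 12. foxi1 rose from 4.28 ± 2.70 and 5.42 ± 5.17 TPM at stages 9 and 10 to 33.6 ± 27.0 at stage 10.5 and 112 ± 12.1 TPM (SD, n = 3 each) at stage 13.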

As early gastrulation is also when gene expression dynamics virtually cease in the neural trajectory, this suggests systems dynamics that favor a neural progenitor state over that of other lineages and a network structure that requires cells to be actively propelled toward an alternative, in this case epidermal, state.

To further examine the genes that distinguish the neural and epidermal states we analyzed the genes differentially expressed between these states at each time point on their trajectories. 

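At stage 10 edgeR called 10 genes as differentially expressed between the epidermal and neural lineages, all of them higher in neural explants, and DESeq2's Wald test called 277. At stage 9 edgeR called 1 gene and DESeq2 308. The gene called at stage 9, named after its values were seen, was strip2.L, with a log2 fold change of 6.15 (standard error 0.50, edgeR adjusted p = 0.048). Leaving out 1 of the 6 libraries of stage 10 gave from 6 to 19 genes.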

At stage 10 the two lineages remain strikingly similar, with only 261 genes differentially expressed (Fig. 3D, Supplemental Table 8). 

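Between the epidermal and neural lineages edgeR called 64, 733, 3596 and 1325 genes at stages 10.5, 11, 12 and 13, and DESeq2's Wald test 838, 2037, 5105 and 3615. The rise from stage 10.5 to 12 was 5519% with edgeR and 509% with DESeq2. In the 6 fits that each left out 1 library of stage 13, edgeR called from 346 to 6376 genes. At stage 13 neural replicate 1 stood apart from the other neural libraries. It differed 2-fold or more from replicates 2 and 3 in 6936 and 5646 genes, and those replicates from each other in 1801. No other pair of replicates of the same group exceeded 3359. Of the genes called by edgeR at stage 12, 2212 (61.5%) had changed more since stage 10.5 in the epidermal than in the neural lineage, with a median absolute log2 change of 0.72 in epidermal and 0.49 in neural explants. The gene with the largest log2 fold change at stage 12 among those higher in epidermal explants was szl.L, at 346 ± 28.9 TPM (SD, n = 3) in epidermal and 0.227 ± 0.203 TPM (SD, n = 3) in neural explants, a log2 fold change of -10.33 (standard error 0.33, edgeR adjusted p = 1.6e-07). Among those higher in neural explants it was foxd4l1.1.L, at 71.2 ± 27.0 TPM (SD, n = 3) in neural and 0.260 ± 0.131 TPM (SD, n = 3) in epidermal explants, a log2 fold change of 8.08 (standard error 0.42, edgeR adjusted p = 5.3e-06).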

The number of differentially expressed genes increases by more than 500% between stages 10.5 and 12, driven almost entirely by gene expression dynamics in the epidermal lineage. 

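At stage 10.5, with at least 10 TPM in the lineage of higher expression, 50 genes were differentially expressed between epidermal and neural explants with edgeR and 492 with DESeq2's Wald test. Among the 20 with the largest absolute log2 fold change, 15 were higher in epidermal explants with edgeR and 13 with DESeq2. Jun.L was at rank 9 with a log2 fold change of 4.20 (standard error 0.34, edgeR adjusted p = 0.0016) and jun.S at rank 12 with 3.89 (standard error 0.37, edgeR adjusted p = 0.0039), both higher in neural explants. Actc1.S had a log2 fold change of 3.86 (standard error 0.72, edgeR adjusted p = 0.085) and 7.05 ± 4.51 TPM (SD, n = 3) in neural explants, outside both criteria. Of the ventx genes, ventx1.1.L was at 57.9 ± 25.1 TPM (SD, n = 3) in epidermal and 4.49 ± 0.325 TPM (SD, n = 3) in neural explants. Its log2 fold change from counts was -8.02 (standard error 0.92, edgeR adjusted p = 0.025). That is a far larger difference than its TPM show, and the cause was not examined. Ventx2.1.L was at 377 ± 139.6 TPM (SD, n = 3) in epidermal and 1.98 ± 0.522 TPM (SD, n = 3) in neural explants, a log2 fold change of -7.69 (standard error 0.39, edgeR adjusted p = 0.00015).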

Interestingly, 13 of the top 20 most differentially expressed genes at stage 10.5 are known BMP responsive genes and all but three, *Jun.L/S* and *Actc1.S,* are more highly expressed in the epidermal lineage (Fig. S4B). Consistent with this, beginning at stage 10.5 genes associated with the TGF-beta pathway in the KEGG database show enrichment in the epidermal lineage (Fig. S4C). As stage 10.5 represents the time when the trajectories of the neural and epidermal lineages diverge after neural reaches early equilibrium, this enrichment is consistent with a model where BMP signals actively propel cells away from a neural well, the state favored by the systems dynamics absent perturbation of the landscape, and onto the path toward an epidermal state. Together, the early equilibrium reached by the neural lineage, combined with the neural features of the pluripotent state provide new context for the neural default hypothesis. Complementing prior experimental studies, our transcriptome data suggests that neural is the default state following exit from pluripotency because of the shorter and more linear path from the pluripotent state to the neural progenitor state. This is further evidenced by the expression dynamics of genes that play important roles in both pluripotent cells and neural progenitors such as *Sox3, Sox11* and *Zic1* [43, 44, 83, 84]. All three of these genes retain or increase their expression in the neural lineage but are rapidly down-regulated in the epidermal lineage after stage 10.5 (Fig. 3E).

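sox3 was at 854 ± 170.3, 912 ± 303, 752 ± 80.2, 611 ± 28.6, 596 ± 56.5 and 663 ± 201 TPM (SD, n = 3 each) over the 6 stages of the neural lineage, and at 976 ± 184, 1011 ± 132, 682 ± 58.4, 378 ± 88.5, 172 ± 81.9 and 128 ± 73.1 TPM (SD, n = 3 each) in the epidermal lineage. The log2 fold change of sox3 from epidermal to neural explants at stage 12 was 1.70 (standard error 0.32, edgeR adjusted p = 0.011). sox11 went from 74.5 ± 22.7 TPM at stage 10.5 to 87.6 ± 19.9 TPM (SD, n = 3 each) at stage 12 in neural and from 65.5 ± 16.5 to 36.1 ± 8.79 TPM (SD, n = 3 each) in epidermal explants, with a log2 fold change at stage 12 of 1.23 (standard error 0.23, edgeR adjusted p = 0.0085). zic1, of which the count table holds the L homeolog alone, went from 184 ± 31.3 to 242 ± 42.4 TPM in neural and from 117 ± 17.7 to 10.6 ± 5.28 TPM (SD, n = 3 each) in epidermal explants, with a log2 fold change at stage 12 of 4.48 (standard error 0.38, edgeR adjusted p = 0.00025). All 3 calls held in each of the 6 fits that left out 1 library. The paper takes the dynamics of these genes as further evidence for its explanation of the neural default, a model from earlier work, by a shorter and more linear path.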

### Robust BMP signaling is initiated in explants around the onset of gastrulation

Consistent with a model where BMP signals actively propel cells away from the neural state, phosphorylation of BMP R-Smads is first detected in animal pole explants at stage 10.5 (Fig. 4A). Translocation of pSmad1/5/8 to the nucleus drives expression of BMP responsive genes, and its timing correlates with the divergence of the epidermal lineage from neural lineage. To gain further insights into the timing of BMP responsiveness we examined whether genes differentially expressed at successive developmental stages displayed over-representation of genes associated with BMP signaling [85] using the DESeq2 Wald test. We computed the significance at which these BMP associated genes comprised a larger fraction than would be expected by random chance via the hypergeometric *p*-value [86]. The greatest divergence in overrepresentation between the epidermal and neural lineages was seen between stages 10.5 and 11, which was also the maxima for overrepresentation in the epidermal data (Fig. 4B). Consistent with this finding, *Ventx2.1* and *Id3*, which are both BMP targets genes, exhibit expression maxima in the epidermal lineage and minima in the neural lineages at these stages (Fig. 4C, D) [87, 88]. 

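ventx2.1 was highest in epidermal explants at stage 10.5, at 828 ± 173 TPM (SD, n = 3), where neural explants had 22.9 ± 3.42 TPM (SD, n = 3). From epidermal to neural explants its log2 fold change was -5.43 (standard error 0.23, edgeR adjusted p = 2.6e-05). In neural explants ventx2.1 was lowest at stage 11, at 19.6 ± 10.5 TPM (SD, n = 3), and at stage 13 it was at 218 ± 181 TPM (SD, n = 3). id3 was highest in epidermal explants at stage 11, at 1306 ± 147 TPM (SD, n = 3), where neural explants were at their lowest, 103 ± 44.2 TPM (SD, n = 3), with a log2 fold change of -3.89 (standard error 0.29, edgeR adjusted p = 0.0003).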

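At stage 9 id3 was at 311 ± 264 TPM in epidermal and 322 ± 47.6 TPM in neural explants (SD, n = 3 each). At stage 10.5 the values for id3 were 1194 ± 224 and 108 ± 10.7 TPM and at stage 13 1055 ± 17.7 and 915 ± 345 TPM (SD, n = 3 each). For id3 the log2 fold change at stage 13 was -0.27 (standard error 0.36, edgeR adjusted p = 0.67), and over the fits that left out 1 library it lay between -0.72 and 0.02.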

The expression of *Id3* across these two state transitions is particularly noteworthy for its opposite intermediate non-monotonic dynamics at successive developmental stages despite comparable expression at the start and end of these lineage trajectories.

**Fig. 4:**
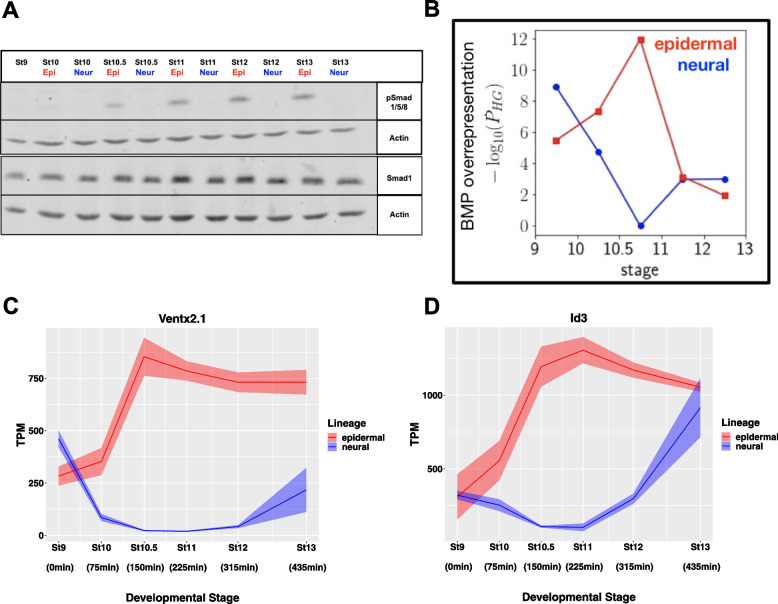
Robust BMP Signaling is initiated in Explants Around the Onset of Gastrulation. **A** Western blot analysis of lysates of developing epidermal (WT) and neural (20uM K02288) explants for pSmad1/5/8 and Smad1 with Actin loading control. Gel was cropped to minimize empty space, uncropped gel is Supplemental Fig. 8A. **B** Significance of BMP overrepresentation (hypergeometric *p*-value) in temporally differentially expressed genes. **C-D** Graphs of BMP responsive genes in epidermal and neural lineages (**C**) *Ventx2.1* (**D**) *Id3*. Graphs are sums of S + L allele. Width of the line represents SEM of three biological replicates

### Early response to Activin and BMP4/7 reveals unexpected overlap

While BMP signaling plays a central role in instructing pluripotent cells to form epidermis, it is the other branch of the TGF-beta that directs mesendodermal fates. Members of the Activin/ Nodal/Vg1/GDF1/TGF-beta subfamily act via pSmad2/3 to activate mesodermal and endodermal target genes including *Foxh1*, *Eomes*, *Mixer*, *Tcf3* (also known as *E2a*) and *Tp53* [89–94]. While recent work has suggested that Vg1-Nodal heterodimers mediate this process endogenously [95], Activin has long been used for efficient mesendoderm induction in ex-vivo assays [52, 53, 68]. Like Activin, BMP4/7 heterodimers have been shown to be potent mesoderm inducers at physiological concentrations. However, BMP4/7 has been reported to induce only ventral mesoderm [69, 96], unlike Activin and Nodal which are able to induce both ventral and dorsal mesoderm at low concentrations, as well as endoderm at high concentrations. We focused on BMP4/7-mediated mesoderm induction for this analysis because the response to Activin/Nodal is a spectrum with no clear threshold cleanly distinguishing an endodermal versus mesodermal response. An additional advantage of focusing on BMP4/7-mediated mesoderm induction is that it provides an opportunity to directly compare the signaling dynamics and transcriptional responses to the two branches of TGF-beta signaling in the same quantitative framework.

Treatment with Activin at stage 9 leads to robust signaling at stage 10 as evidenced by Western detection of phosphorylated Smad2 (p-Smad2) (Fig. S5A) and robust induction of *Sox17* beginning at stage 10 (Fig. 1I). Interestingly, transit to an endodermal state is distinguished from the other lineage transitions by its unique transcriptome dynamics. It is the only lineage in which there is a large increase in differentially expressed genes between stage 9 and stage 10.5, early gastrulation, after which the number of differentially expressed genes decreases (Figs. 2E, 5A). By contrast, treatment of stage 9 explants with BMP4/7 does not elicit an immediate increase in differentially expressed genes, distinguishing the responses to the two different arms of TGF-beta signaling between successive developmental stages (Fig. 5A). Instead, the number of genes that are differentially expressed between stages 9–10 and 10–10.5 following BMP4/7 treatment remains fairly constant, before decreasing between stages 10.5 and 11. Intriguingly, however, the genes that are differentially expressed between these early stages in response to Activin or BMP4/7 show significant overlap. 

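Between stages 9 and 10 edgeR called 137 genes in both ventral mesoderm and endoderm, 62.3% of those called in ventral mesoderm, where chance would give 6.81%. Under DESeq2's Wald test the lineages shared 1306 genes, 65.0% of those of ventral mesoderm against 10.9% by chance, and with the replicate block in edgeR the share was 79.8% against 28.7%. Between stages 10 and 10.5, where edgeR without a block called no gene in ventral mesoderm, DESeq2 shared 1481 genes, or 71.5%, and the replicate block 75.6%, where chance would give 17.6% and 39.4%. Deviations of same-numbered replicates correlated at 0.715 and 0.702 in ventral mesoderm and 0.742 and 0.692 in endoderm. Untreated explants shared 28.6% of the ventral mesoderm genes between stages 9 and 10 with edgeR, 58.6% with DESeq2 and 84.9% with the replicate block. Between stages 10 and 10.5 they shared 51.9% with DESeq2 and 79.3% with the block. Part of the overlap with endoderm can therefore be change that explants undergo without an added ligand.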

For example, approximately 48% of genes differentially expressed between stages 9 and 10 in response to BMP4/7 are also differentially expressed between those stages in response to Activin, as are 71% of genes differentially expressed in response to BMP4/7 between stages 10 and 10.5 (Fig. 5B, Supplemental Table 9). These findings were unexpected as Smad1/5/8 and Smad2/3 generally regulate distinct target genes [97, 98].

**Fig. 5:**
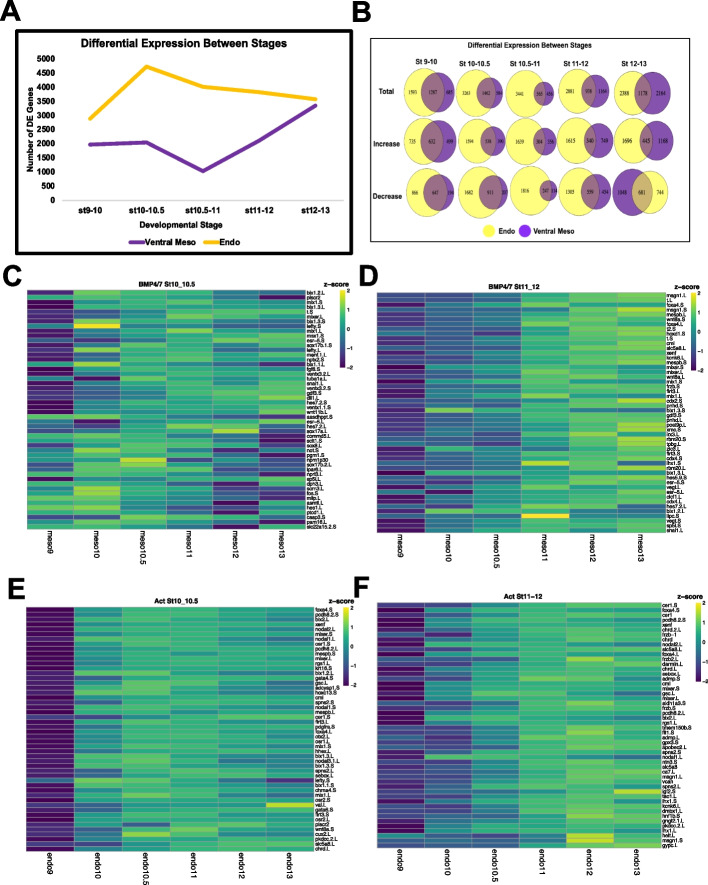
Early Response to Activin and BMP4/7 Reveals Unexpected Overlap. **A** Number of differentially expressed genes between successive developmental stages of the endoderm and ventral mesoderm lineage, *p*_adj_ ≤ 0.05. **B** Venn Diagrams for the total number of DE genes between stages for the epidermal and neural lineages, as well as the number of genes increasing and decreasing over time. **C**-**F** Heatmaps of the top 50 genes differentially increased in response to (**C**) BMP4/7 at stage 10 and/or 10.5 (**D**) BMP4/7 at stage 11 and/or 12. (**E**) Activin at stage 10 and/or 10.5 (**F**) Activin at stage 11 and/or 12. All genes in heatmaps are ranked by Log2FC of differential expression of either mesoderm (BMP4/7) or endoderm (Activin) compared to the wildtype epidermal lineage. Only genes increasing in response to BMP4/7 or Activin with a minimum expression of 10TPM at the relevant stages and higher expression at the relevant stage than at stage 9 were included in the heatmap. Colors represent z-scores of TPM

To further explore the unexpected overlap in transcriptional responses to the two different classes of TGF-beta ligands we used DESeq2 to examine the genes that exhibit the largest log2 fold change compared to untreated explants in response to BMP4/7 treatment. 

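Genes higher at stage 10 or 10.5 in BMP4/7-treated than in untreated explants were ranked by log2 fold change, keeping those with an adjusted p of at most 0.05, at least 10 TPM and more TPM than at stage 9. With edgeR 0 genes passed, and with DESeq2's Wald test 49. At an unadjusted p under 0.05 edgeR had 2418 genes, in either direction, at stage 10 and 2115 at stage 10.5.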

Figure 5C shows the top 50 genes exhibiting the largest expression increase at stages 10 or 10.5 in response to BMP4/7 treatment relative to untreated explants. This gene set, which captures the immediate response to this ligand, includes previously characterized BMP target genes such as *Msx1* and *Ventx1* [99, 100], as well as the pan-mesodermal gene *Brachyury(T)* [101]. 

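msx1 was at 25.0 ± 14.0 TPM at stage 10 in BMP4/7-treated and 12.2 ± 7.90 TPM in untreated explants (SD, n = 3 each), a log2 fold change of 1.08 (standard error 0.55, edgeR adjusted p = 0.58), and DESeq2's Wald test gave an adjusted p of 0.39. ventx1.1 was at 101 ± 87.6 and 19.5 ± 10.4 TPM (SD, n = 3 each), a log2 fold change of 2.50 (standard error 1.09, edgeR adjusted p = 0.55), and its homeolog ventx1.1.S was at rank 21 of the list from DESeq2's Wald test. At stage 10.5 brachyury was at 29.3 ± 26.7 TPM in treated and 0.560 ± 0.312 TPM in untreated explants (SD, n = 3 each), a log2 fold change of 5.72 (standard error 1.55, edgeR adjusted p = 0.53), and DESeq2's Wald test gave an adjusted p of 0.0066.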

Unexpectedly, it also includes a number of dorsal mesoderm/endoderm genes that have been characterized as targets of Activin/Nodal signaling including *Bix1, Mix1, Mixer* and *Sox17* [65, 89, 102, 103]. 

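bix1.2 was at 52.7 ± 57.0 TPM at stage 10 in BMP4/7-treated and 0.557 ± 0.376 TPM in untreated explants (SD, n = 3 each), where each untreated library had at most 3 counts and no fold is given (edgeR adjusted p = 0.22), and DESeq2's Wald test gave an adjusted p of 1.8e-10. mixer had a log2 fold change of 5.99 (standard error 1.59, edgeR adjusted p = 0.52) at stage 10.5, from 18.8 ± 17.6 against 0.493 ± 0.106 TPM (SD, n = 3 each), and DESeq2's Wald test gave an adjusted p of 0.0058. mix1 was at 111 ± 105 against 3.12 ± 2.27 TPM (SD, n = 3 each) at stage 10.5, with a log2 fold change of 5.57 (standard error 1.64, edgeR adjusted p = 0.55), and DESeq2's Wald test gave an adjusted p of 0.022. sox17b was at 82.8 ± 31.7 against 24.3 ± 4.04 TPM (SD, n = 3 each) at stage 10, with a log2 fold change of 1.80 (standard error 0.33, edgeR adjusted p = 0.21), and DESeq2's Wald test gave an adjusted p of 0.00011. In the DESeq2 ranking bix1.2.L was at rank 1, mix1.S at 3, bix1.3.L at 4, mixer.L at 5, sox17b.1.S at 10 and sox17a.L at 29. For bix1.2, mixer and mix1 the SD between treated replicates was close to or above the mean, and the bix1 copies can share reads with one another.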

Notably, activation of these genes occurs absent activation of pSmad2/3 (Fig. S5A). Using *z*-score scaling to visualize the expression dynamics of early responding genes across the time series revealed that genes generally associated with Activin/Nodal expression, including *Bix1* and *Mix1*, displayed non-monotonic dynamics with expression peaks at intermediate stages, whereas the expression of ventral and pan-mesodermal genes increased monotonically (Fig. 5C). 

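Of the 49 genes in the DESeq2 list, 41 had their highest mean TPM between stages 10 and 12 of the ventral mesoderm lineage and 8 at stage 13. bix1.2 fell from its maximum at stage 10 to 16.9 ± 8.67 TPM (SD, n = 3) at stage 13, and mix1 from 204 ± 156 TPM (SD, n = 5) at stage 11 to 58.3 ± 47.6 TPM (SD, n = 3) at stage 13. msx1 rose at every step, to 353 ± 91.1 TPM (SD, n = 3), and brachyury rose at every step as well.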

After reaching a minima between stages 10.5 and 11, the number of genes displaying dynamic expression changes in response to BMP4/7 greatly increased (Fig. 5A). The genes exhibiting the largest log2 fold change at stages 11 or 12 were therefore similarly examined. This gene set is more enriched for ventral mesoderm associated genes than the initially responding genes, suggesting that the Activin-like response to BMP4/7 is transitory and that ventral mesoderm character is stabilized secondarily (Fig. 5D). This is consistent with a role for BMP signaling in actively ventralizing mesoderm and other tissues [104]. 

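At stages 11 or 12 53 genes passed the same criteria with edgeR and 211 with DESeq2's Wald test. The first 10 by edgeR's log2 fold change were wnt8a.S, foxa4.L, t2.S, hoxd1.S, slc5a8.L, kcnk6.L, mix1.S, mix1.L, mespb.S and Xelaev18029191m. Of the first 50, 36 had their highest mean TPM at stage 13 and 14 between stages 10 and 12. In the list of as many genes from DESeq2 29 peaked at stage 13.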

We compared our endoderm and ventral mesoderm trajectories to a recently published Activin-induced mesoderm time series [6] and found that the Activin treated samples cluster more closely relative to BMP4/7 treated samples (Fig. S5B). To ask if this is due to a greater enrichment of dorsal genes, we used a previously curated set of dorsally and ventrally induced genes [105]. 31.0% of dorsally enriched genes were upregulated in the Activin-induced mesoderm samples as compared to 11.7% of ventrally enriched genes. By contrast, BMP4/7 treatment led to upregulation of 18.7% of dorsally enriched genes and 12.6% of ventrally enriched genes. Hierarchical clustering of stage 11 and 13 samples z-scored for dorsal and ventral genes identified by Ding et al. further highlights the more ventral character of BMP4/7-induced mesoderm (Fig. S5C).

While treatment with both Activin and BMP4/7 was initiated at stage 9, Activin-mediated phosphorylation of Smad2 was transient (Fig. S5A) whereas BMP4/7-mediated phosphorylation of Smad1/5/8 persisted through stage 13 (Fig. 7A), likely contributing to the distinct gene expression dynamics in these two lineages. For example, the genes exhibiting the largest log2 fold change compared to untreated explants at stages 10, 10.5 or 11, 12 in response to Activin treatment are enriched for those whose maximal expression occurs at intermediate stages of the lineage trajectory (Fig. 5E, F). 

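In response to Activin 419 genes passed at stages 10 or 10.5 with edgeR and 548 with DESeq2's Wald test, and 977 and 1082 at stages 11 or 12. Of the 50 genes with the largest edgeR log2 fold change, 49 of the early and 42 of the later list had their highest mean TPM between stages 10 and 12 of the endoderm lineage. At stages 11 or 12 41 of the 53 genes that passed for BMP4/7 also passed for Activin, 77.4%. With DESeq2 it was 71.6% at stages 11 or 12 and 51.0% at stages 10 or 10.5. Both ligands were compared with the same untreated libraries, which can by itself add to the overlap. No share expected without a common response was computed. Differences from untreated explants were present at stage 9, the time at which treatment starts. DESeq2 called 2336 genes there for endoderm and 398 for ventral mesoderm, and edgeR 4 and 0. Of these DESeq2 genes 1690 and 160 were called again in the same direction at stage 10. Part of what is given as a response can therefore predate the ligand.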

Importantly, while the genes activated as an early response to Activin or BMP4/7 show significant overlap (Fig. 5B, Supplemental Table 9), the genes activated by these two classes of TGF-beta ligands nevertheless show significant differential expression with respect to one another (Fig. S6A, Supplemental Table 8). Over 1000 genes are differentially expressed between these trajectories as early as stage 10.5, and the number of genes differentially expressed between these lineages continues to increase over developmental time. 

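Between endoderm and ventral mesoderm edgeR called 2, 190, 1426, 3081, 6076 and 8127 genes over the 6 stages, and DESeq2's Wald test 487, 982, 2729, 4020, 6952 and 9141. At stage 10.5 615 of the genes called by edgeR were higher in ventral mesoderm and 811 in endoderm. The 2 genes called at stage 9, named after their values were seen, were LOC108717259, with a log2 fold change of 6.20, and fads2.L, with -6.22 (edgeR adjusted p = 0.0015 and 0.01). At stage 10.5 the largest log2 fold change among genes higher in endoderm was that of pcdh8.2.L, at 291 ± 83.8 TPM (SD, n = 3) in endoderm and 0.110 ± 0.0361 TPM (SD, n = 3) in ventral mesoderm explants, a log2 fold change of -11.78 (standard error 0.62, edgeR adjusted p = 0.00012). The largest among genes higher in ventral mesoderm was that of s1pr5.L, at 54.6 ± 42.2 TPM (SD, n = 3) in ventral mesoderm and 0.157 ± 0.0902 TPM (SD, n = 3) in endoderm explants, a log2 fold change of 8.68 (standard error 0.77, edgeR adjusted p = 0.0012).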

Interestingly, analysis of KEGG pathway enrichment in these differentially expressed genes reveals that genes that are significantly higher in the endoderm lineage show enrichment for the TGF-beta pathway at stages 10 and 10.5, whereas genes that are significantly higher in the ventral mesoderm lineage are enriched for the TGF-beta pathway at stages 11 and 12 (Fig. S6B).

### Time series data provides novel insights into mesendoderm GRN

The mesendoderm gene regulatory network (GRN) has been extensively studied and has yielded a significant “parts list” of genes that make significant contributions to the formation of these lineages [106, 107], however the ordering of the GRN components has lacked the temporal resolution that our time series data can provide. Accordingly, we examined the expression of forty-one validated mesendoderm GRN components across both the endoderm and ventral mesoderm lineage trajectories (Fig. 6A, B). Interestingly, many of these genes display non-monotonic expression, with their expression peaking at early time points before decreasing. These dynamics are particularly striking in the endoderm, and demonstrate that many of these GRN components respond to Activin rapidly and robustly, but transiently. Indeed, expression of twenty-one of these genes is induced in the endoderm by stage 10, which is 75 min after ligand exposure (Fig. 6A, B). 

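Of the 41 GRN genes, with homeologs summed, 39 reached a mean of 30 TPM at some stage of the endoderm lineage and 25 in ventral mesoderm. In endoderm 0, 2, 11, 9, 6 and 11 of them had their highest mean at stages 9, 10, 10.5, 11, 12 and 13, and in ventral mesoderm 1, 3, 3, 4, 2 and 12. A peak between stages 10 and 12 followed by a fall to under 50% of it at stage 13 was seen for 18 genes in endoderm and 8 in ventral mesoderm.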

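At stage 10 25 of the 41 genes were at or above 30 TPM in endoderm, the level used in Fig. 6B, against 4 at stage 9. When a higher value than at stage 9 was required too, 24 genes remained. At stages 10.5, 11, 12 and 13 the number was 31, 33, 36 and 33.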

Interestingly, sixteen of these genes are also activated by BMP4/7 by stage10, albeit less robustly, indicating that they are immediate responders to both classes of TGF-beta ligands. 

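In ventral mesoderm 13 of the 41 genes were at or above 30 TPM at stage 10, 5 at stage 9 and 16, 20, 19 and 18 at stages 10.5, 11, 12 and 13. nodal1 and nodal2 were at 2.01 ± 3.09 and 1.18 ± 1.91 TPM at stage 10 in ventral mesoderm, against 133 ± 11.2 and 121 ± 19.8 TPM (SD, n = 3 each) in endoderm.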

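In endoderm bix1.2 was at 726 ± 137, 862 ± 67.2 and 66.0 ± 33.6 TPM (SD, n = 3 each) at stages 10, 10.5 and 13, and nodal1, highest at stage 10, fell to 2.84 ± 1.79 TPM (SD, n = 3) at stage 13. vegt, eomes and snai1 were highest at stage 10.5, at 2234 ± 197, 985 ± 43.6 and 478 ± 29.1 TPM (SD, n = 3 each). At stage 13 vegt, eomes and snai1 had fallen to 195 ± 13.5, 185 ± 30.9 and 73.8 ± 4.07 TPM (SD, n = 3 each). mix1 was highest at stage 10.5, at 1670 ± 131 TPM, and had fallen to 110.1 ± 29.6 TPM (SD, n = 3 each) at stage 13.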

The Activin-induced expression of several GRN components, including Bix and Nodal family genes, *Vegt, Eomes*, *Mix1* and *Snai1*, peaks by stage 10.5 and then declines. By contrast, a second group of GRN factors, including *Sox17* and Gata2/6-related genes, *Osr2* and *Pitx2* exhibit sustained expression through stage 13. 

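sox17a rose at every step, from 9.56 ± 1.34, 115 ± 10.8 and 393 ± 14.0 TPM at stages 9, 10 and 10.5 to 762 ± 87.4 TPM (SD, n = 3 each) at stage 12. gata6 was at 1.74 ± 0.730, 69.8 ± 3.29 and 474 ± 92.7 TPM and gata2 at 103 ± 12.2, 121 ± 19.3 and 385 ± 85.4 TPM (SD, n = 3 each) at stages 10, 10.5 and 13. osr2 was at 106 ± 11.5, 244 ± 19.7 and 123 ± 5.01 TPM (SD, n = 3 each) at the same stages.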

A third group of GRN components, including *Hnf1b*, *Foxa2* and *Gata5*, are not robustly turned on until mid- to late-gastrula stages (Fig. 6A, B). 

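foxa2 was at 5.55 ± 3.69, 15.1 ± 6.15, 78.5 ± 31.5 and 208 ± 25.9 TPM and gata5 at 3.63 ± 2.21, 11.5 ± 3.36, 98.1 ± 33.3 and 136 ± 12.3 TPM (SD, n = 3 each) at stages 10.5, 11, 12 and 13 of the endoderm lineage.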

The expression of *Ventx* genes, known for their strong ventralizing activity, in response to high levels of Activin signaling was unexpected, and correlates with the downregulation of Nodal and Bix family factors. 

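ventx2.1 was at 169.5 ± 33.0, 352 ± 67.6, 649 ± 65.9, 436 ± 87.5, 1072 ± 147 and 703 ± 117 TPM (SD, n = 3 each) over the 6 stages of the Activin-treated explants, and ventx2.2 at 223 ± 36.4, 226 ± 29.0, 697 ± 103, 605 ± 109, 1358 ± 199 and 681 ± 155 TPM (SD, n = 3 each). At stage 12, where ventx2.1 and ventx2.2 were highest in these explants, BMP4/7-treated explants had 850.4 ± 114 and 668 ± 317 TPM (SD, n = 3 each). Against untreated explants the log2 fold change at stage 12 was 0.53 (standard error 0.18, edgeR adjusted p = 0.054) for ventx2.1 and 2.59 (standard error 0.28, edgeR adjusted p = 0.00019) for ventx2.2, of which the count table holds the L homeolog alone.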

Surprisingly, *Ventx2.1* and *Ventx2.2*, which are among the first genes to respond robustly to BMP4/7, were induced as or more strongly by Activin, albeit with different temporal dynamics. 

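evx1 was at 30.8 ± 17.6 TPM at stage 12 in ventral mesoderm and 5.06 ± 0.869 TPM in endoderm (SD, n = 3 each), a log2 fold change from endoderm to ventral mesoderm of 2.27 (standard error 0.50, edgeR adjusted p = 0.015). bix1.3 was at 29.7 ± 9.98 TPM in ventral mesoderm and 96.2 ± 35.3 TPM in endoderm (SD, n = 3 each) at stage 13, a log2 fold change of -1.38 (standard error 0.33, edgeR adjusted p = 0.016). mix1 had a log2 fold change of -0.72 (standard error 0.62, edgeR adjusted p = 0.42) at stage 13, within the spread between replicates.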

Subsequently GRN factors expressed highly in mesoderm, including *Bix1.3*, *Mix1* and *Evx1,* distinguish the BMP4/7 response from the Activin response. As with the Activin response, these BMP4/7 responding genes show distinct patterns of temporal dynamics (Fig. 6C).

**Fig. 6:**
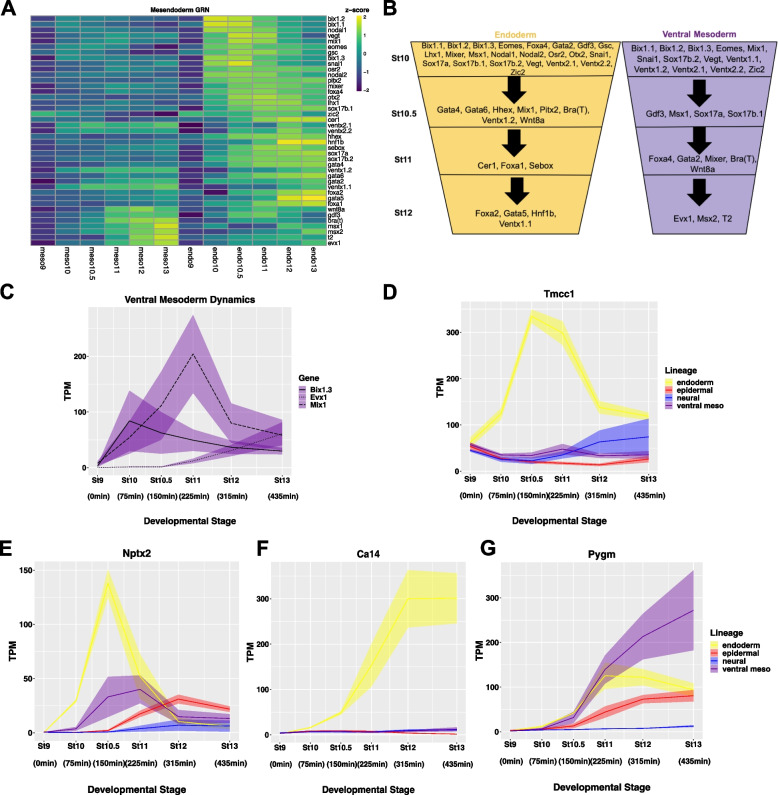
Time Series Data Provides Novel Insights into Mesendoderm GRN. **A** Heatmaps of genes in the published mesendoderm GRN across time in the endoderm and ventral mesoderm lineage with colors representing z-score of TPM expression in both lineages [106]. (**B**) Schematic of the timing of genes from published Mesendoderm GRN in both the endoderm and ventral mesoderm lineage, as defined by expression of at least 30 TPM in the L and S allele combined for the average of three biological replicates. **C** TPM of B*ix1.3*, *Evx1*, and *Mix1* revealing mesoderm onset dynamics. **D-G** TPM of genes proposed as novel mesendoderm GRN members based on DESeq2 and Limma analysis (**D**) *Tmcc1* (**E**) *Nptx2* (**F**) *Ca14* (**G**) *Pygm*. Graphs are sums of S + L allele. Width of the line represents SEM of three biological replicates

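Counts summed over L and S were fitted in limma-voom with a linear and a quadratic term in the stage order and their interactions with the lineage, endoderm against ventral mesoderm. Of 21130 genes tested, 6132 had a different linear term (limma adjusted p of at most 0.05), 2802 of them higher in endoderm, and 1130 a different quadratic term, 6541 genes in all. In fits that left out 1 library the share of linear terms higher in endoderm ran from 44.5% to 54.0%, so that the prevailing direction changed with the library left out. With the replicate number as a block 7593 genes were found, and with the numbers as blocks within each lineage, chosen after seeing the data, 8973. Comparing ventral mesoderm with epidermal explants instead moved the number most, to 963 genes. Of the 39 GRN genes tested 23 had a different linear or quadratic term, 21 the linear and 9 the quadratic term. The ventral mesoderm libraries were all run on a sequencer of their own, and the others on another.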

Given the distinct dynamics displayed by known mesendoderm GRN factors, we tested for differential linear and quadratic dynamics in the BMP4/7 and Activin responses using the R package limma [108]. This analysis identified genes displaying expression dynamics that position them as candidates for novel components the mesendoderm GRN. For example, one noted pattern was genes expressed rapidly and robustly in response to Activin but not BMP4/7, and downregulated after an early peak in expression. This pattern is exemplified by *Tmcc1* in which is expressed non-monotonically in the endoderm trajectory (Fig. 6D). 

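tmcc1 was at 62.3 ± 16.3, 124 ± 9.82, 335 ± 14.6, 299 ± 42.9, 138 ± 18.4 and 119 ± 10.7 TPM (SD, n = 3 each) over the 6 stages of the endoderm lineage and at 34.1 ± 10.9 TPM (SD, n = 3) at stage 10.5 of ventral mesoderm. At stage 10.5 the log2 fold change from endoderm to ventral mesoderm was -3.17 (standard error 0.37, edgeR adjusted p = 0.0029), a call that held in 6 of 6 fits that left out 1 library. Its quadratic term differed between the lineages by -0.34 (standard error 0.07, limma adjusted p = 0.0011) and its linear term by 0.18 (standard error 0.10, limma adjusted p = 0.18).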

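nptx2 was at 29.3 ± 2.12, 138 ± 21.9, 51.8 ± 35.5 and 10.1 ± 5.56 TPM (SD, n = 3 each) at stages 10, 10.5, 11 and 12 of the endoderm lineage. In ventral mesoderm nptx2 was highest at stage 11, at 40.0 ± 28.6 TPM (SD, n = 5), and had fallen to 14.6 ± 10.7 TPM (SD, n = 3) at stage 12. At stage 10.5 the log2 fold change of nptx2 from endoderm to ventral mesoderm was -1.80 (standard error 1.19, edgeR adjusted p = 0.46). Its linear term differed between these lineages by -1.19 (standard error 0.40, limma adjusted p = 0.021) and its quadratic term by -0.35 (standard error 0.25, limma adjusted p = 0.54). Untreated explants had 31.0 ± 6.89 TPM (SD, n = 3) of nptx2 at stage 12.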

A second pattern described genes that respond to both Activin and BMP4/7 with transient non-monotonic expression, such as *Nptx2* (Fig. 6E). 

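ca14 rose in the endoderm lineage through 16.0 ± 2.67, 48.3 ± 9.90, 153 ± 84.1, 299.8 ± 112 and 301 ± 98.9 TPM (SD, n = 3 each) from stage 10 to 13, the last step within the spread between replicates. At stage 13 ventral mesoderm had 12.1 ± 7.78 TPM of ca14 and untreated explants 1.56 ± 0.629 TPM (SD, n = 3 each). For ca14 the log2 fold change from endoderm to ventral mesoderm at stage 13 was -4.37 (standard error 0.74, edgeR adjusted p = 0.0076), and its linear term differed by 1.08 (standard error 0.17, limma adjusted p = 6.7e-06).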

A third pattern that emerged from this analysis was genes displaying a monotonic increase in expression only to Activin, such as *Ca14,* suggesting a role in the endoderm lineage specifically (Fig. 6F). Similarly, genes with monotonic and sustained expression in response to BMP4/7, such as *Pygm* may be novel mesoderm regulatory factors (Fig. 6G). 

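pygm rose in ventral mesoderm through 6.38 ± 4.03, 31.9 ± 21.7, 213 ± 84.3 and 272 ± 149 TPM (SD, n = 3 each) at stages 10, 10.5, 12 and 13, and was at 139.5 ± 70.3 TPM (SD, n = 5) at stage 11. At stage 13 endoderm had 93.8 ± 25.2 TPM and untreated explants 80.7 ± 22.2 TPM (SD, n = 3 each). The log2 fold change from endoderm to ventral mesoderm at stage 13 was 1.80 (standard error 0.46, edgeR adjusted p = 0.029), which held in 1 of 6 fits that left out 1 library, and DESeq2's Wald test gave an adjusted p of 0.00021. The linear term of pygm differed between the lineages by -0.71 (standard error 0.21, limma adjusted p = 0.011). In the fit of ventral mesoderm against epidermal explants it differed by 0.66, with the higher slope in ventral mesoderm.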

While these genes are largely unstudied in mesendoderm formation, published transcriptome data sets provide further support for their involvement in mesendoderm formation. For example, *Ca14*, *Pygm* and *Tmcc1* were among genes upregulated in stage 12 animal caps in response to *Wnt* and *Nodal2* [109] and *Ca14*, *Tmcc1*, and *Nptx2* were upregulated in stage 11 embryos in response to somatic cell nuclear transfer from an endoderm cell [110]. Similarly, P*ygm* has been identified as a target of *Myod* [111]. Thus, using *limma* analysis as an unbiased approach for detecting genes sets that share expression pattern dynamics allows identification of potential new members of developmental GRNs using our data sets.

To further examine the transition from a pluripotent state to endoderm versus mesoderm we performed WGCNA on these lineages using data from stages 10, 10.5 and 11 when these state transitions display very distinct dynamics. Two notable gene clusters emerged from WGCNA (blue and brown modules, Fig. S6C). These modules revealed correlations that increased over developmental time in either the endoderm (blue) or mesoderm (brown). 

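The modules were taken as the gene lists of Supplemental Table 10, and the mean z-score of their genes over the libraries of both lineages was followed at stages 10, 10.5 and 11. For the 860 genes of the blue module it was -0.0241 ± 0.0568, 0.314 ± 0.0699 and 0.340 ± 0.100 (SD, n = 3 each) in endoderm. In ventral mesoderm the blue module was at -0.174 ± 0.0648 and -0.137 ± 0.106 (SD, n = 3 each) and -0.192 ± 0.174 (SD, n = 5). The 543 genes of the brown module were at -0.0425 ± 0.124 and 0.144 ± 0.0876 (SD, n = 3 each) and 0.184 ± 0.0568 (SD, n = 5) in ventral mesoderm. In endoderm the brown module was at -0.135 ± 0.0492, -0.116 ± 0.112 and -0.158 ± 0.116 (SD, n = 3 each). The modules were chosen on these libraries, so that the values describe the lists and are no test of them.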

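Of the 41 mesendoderm GRN genes, 25 had a homeolog in the list of the blue module and 6 in that of the brown module. otx2 had a homeolog in each of the 2 lists.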

Of the forty-one established mesendoderm GRN members, thirty were included in one of these two modules. Moreover, three of the novel GRN candidates identified by limma analysis were also found in one of these two clusters. 

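tmcc1 and nptx2 had a homeolog in the list of the blue module, and ca14 had a homeolog in each of the blue and the brown list. The list of the turquoise module, with 1998 genes, held 0 of the mesendoderm GRN genes and none of the candidates.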

The fourth of these was contained in a different module that also contained mesendoderm genes but had lower correlation values (turquoise). Identification by WGCNA analysis of a cohort of genes significantly correlated with known mesendoderm GRN members provides candidate genes that may also play important roles in these two lineages (Supplemental Table 10).

### Early BMP signaling drives ventral mesoderm rather than early epidermal divergence

As discussed above, endogenous BMP4/7 signaling within animal pole cells will direct these cells to give rise to epidermis in the absence of BMP inhibitors, which in vivo are secreted by the organizer. BMP signaling is detectable in these cells by stage 10.5, as evidenced by detection of pSmad1/5/8 (Fig. 4A). When explants are treated with exogenous BMP4/7 at stage 9, pSmad1/5/8 is detected at stage 10 at levels comparable to those seen at stage 10.5 in untreated explants (Fig. 7A). This allows a quantitative comparison of the transcriptional responses to the same signal when presented with shifted developmental timing – a tilting of the landscape topology. One predicted outcome of such a heterochronic shift might have been an accelerated transit to the epidermal state rather than formation of ventral mesoderm. To examine how shifting the timing of BMP activity alters the transcriptional response we first compared the transcriptome dynamics. 

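Setting the ventral mesoderm against the epidermal lineage, the number of genes that edgeR called between stages 9 and 10 was lower by 61.2%, with DESeq2's Wald test by 30.3% and with the replicate block in edgeR by 45.1%. When all 74 libraries shared a fit the number was instead higher in ventral mesoderm by 52.1%. The percent reduction in differentially expressed genes, ventral mesoderm against epidermal lineage, stages 9 to 10, ran from -2100 to 100% over the 12 fits that left out 1 library, and its direction reversed in 5 of them.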

In this context it is interesting to note that premature BMP signaling actually dampened early gene expression changes – there is an ~ 32% reduction in the number of genes whose expression significantly changes between stages 9 and 10 (Fig. 7B). This is driven almost entirely by a reduction in the number of genes whose expression decreases during those initial stages (Fig. 7C, Supplemental Table 11). 

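Among genes that decreased, edgeR called 370 in the epidermal and 43 in the ventral mesoderm lineage, a reduction of 88.4%, and among genes that increased 197 and 177, a reduction of 10.2%. With DESeq2's Wald test the reductions were 49.6% and 1.89%, and with the replicate block 37.4% and 53.0%. Deviations of same-numbered replicates correlated at 0.750 in the epidermal and 0.715 in the ventral mesoderm comparison of these stages.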

Between stages 10 and 11, the transcriptome dynamics are comparable in the two conditions (Fig. 7B, C). However, the number of genes displaying temporal differential expression that are shared by these two trajectories but not by the neural and endodermal state transitions (making them a general response) is remarkably low, ranging from 97 between stages 10 and 10.5, to 55 from stages 10.5 to 11 (Fig. S3C-F, Supplemental Table 5).

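Genes called in the epidermal and ventral mesoderm lineages but in neither of the other lineages numbered 8, 0 and 0 with edgeR between stages 9 and 10, 10 and 10.5, and 10.5 and 11. With DESeq2's Wald test they numbered 125, 95 and 53, with the replicate block 314, 514 and 103 and with all libraries in a single fit 189, 65 and 19. A gene missing from 1 of these lists can still have changed there, as each list depends on the spread between 3 replicates.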

**Fig. 7:**
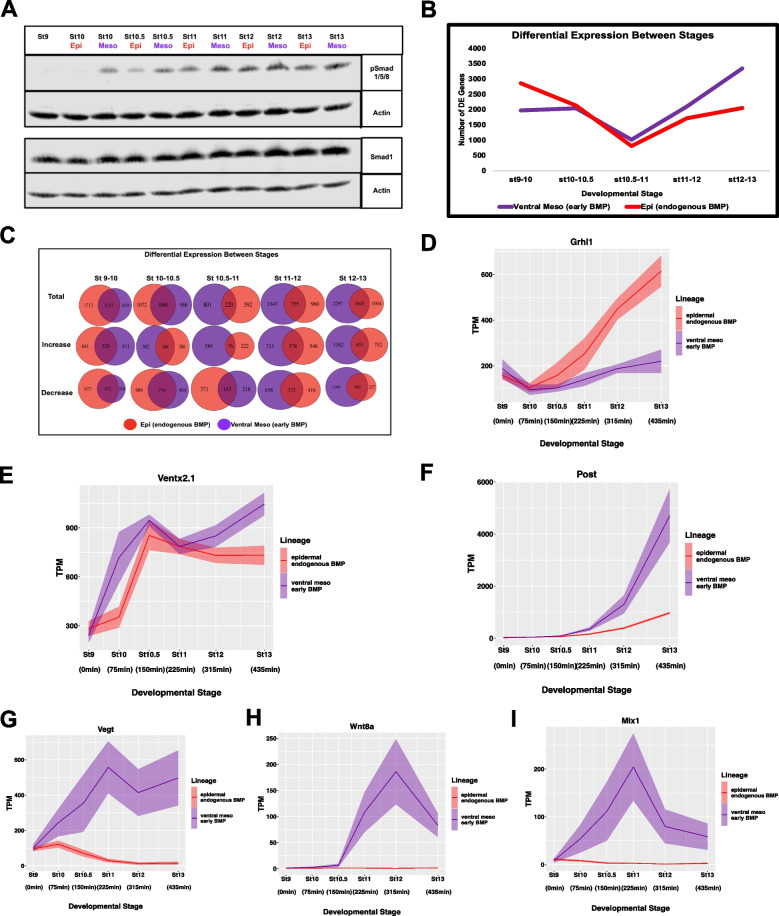
Early BMP signaling drives ventral mesoderm rather than early epidermal divergence. **A** Western Blot Analysis of lysates for developing epidermal (WT) and ventral mesoderm (BMP4/7 20 ng/uL) explants for pSmad1/5/8 and Smad1 with Actin loading control. Gel was cropped to minimize empty space, uncropped gel is Supplemental Fig. 8B. **B** Number of differentially expressed genes between successive developmental stages of the epidermal and ventral mesoderm lineage, *p*_adj_ ≤ 0.05. **C** Venn Diagrams for the total number of DE genes between stages for the epidermal and ventral mesoderm lineages, as well as the number of genes increasing and decreasing over time. **D**-**I** TPM of genes representative of different expression dynamics in response to early BMP (**D**) *Grhl1* (**E**) *Ventx2.1* (**F**) *Post* (**G**) *Vegt* (H) *Wnt8a* (**I**) *Mix1*. Graphs are sums of S + L allele. Width of the line represents SEM of three biological replicates

We next used DESeq2 to compare the genes differentially expressed in response to early BMP signaling. 

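At stage 10 edgeR called 0 genes between untreated and BMP4/7-treated explants, and DESeq2's Wald test called 343. At stage 9 the numbers were 0, with 2475 genes at an unadjusted p under 0.05, and 398. Over the fits that left out 1 of the 6 libraries of stage 10 edgeR called from 0 to 10 genes. The sequencer of these 2 lineages differs, and a difference between instruments would add to these numbers at every stage.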

At stage 10 there are only 332 genes differentially expressed between these two conditions. 

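Between untreated and BMP4/7-treated explants edgeR called 2, 30, 232 and 509 genes at stages 10.5, 11, 12 and 13, and DESeq2's Wald test 284, 624, 1191 and 2520. The 2 genes called at stage 10.5, named after their values were seen, were cbr1.1.L with a log2 fold change of -3.49 and strip2.L with 5.87 (edgeR adjusted p = 0.028 and 0.02).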

The number of differentially expressed genes remains relatively low until stage 11, when it begins to increase over time (Fig. S7A, Supplemental Table 8). However, beginning at stage 10 the genes whose expression is higher in response to early BMP are enriched for mesoderm GO terms (Fig. S7B, Supplemental Table 12). Because expression of *Grhl1* is a key early driver of transit to the epidermal state (Tao et al. 2005), we examined its response to early BMP signaling. Strikingly, its expression fails to be robustly activated under this condition and the differential response is seen as early as stage 10.5 (Fig. 7D). 

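In BMP4/7-treated explants grhl1 was at 95.5 ± 39.6 and 103 ± 27.1 TPM (SD, n = 3 each) at stages 10 and 10.5 and at 139.7 ± 57.1 TPM (SD, n = 5) at stage 11. At stages 12 and 13 it was at 188 ± 19.0 and 219.9 ± 87.8 TPM (SD, n = 3 each). The log2 fold change of grhl1 from untreated to treated explants was -0.08 (standard error 0.52, edgeR adjusted p = 0.98) at stage 10.5 and -1.01 (standard error 0.31, edgeR adjusted p = 0.13) at stage 13. By DESeq2's Wald test the adjusted p were 0.99 and 0.046, and the stage 10.5 fold change ran from -0.41 to 0.75 when 1 library was left out.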

Given this surprising finding we examined the expression of *Ventx2.1*, which is a direct target of BMP signaling [87]. Here there was a shift in transcription dynamics that reflected the earlier onset of BMP signaling; *Ventx2.1* transcripts reach levels at stage 10 that would not be achieved until state 10.5 in response to endogenous BMP signals (Fig. 7E). 

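ventx2.1 was at 241 ± 71.5, 717 ± 268 and 945 ± 22.8 TPM (SD, n = 3 each) at stages 9, 10 and 10.5 of BMP4/7-treated explants, and at 326 ± 135, 370.3 ± 219 and 828 ± 173 TPM (SD, n = 3 each) at these stages of untreated explants. At stage 10 the log2 fold change was 0.85 (standard error 0.51, edgeR adjusted p = 0.62), and DESeq2's Wald test gave an adjusted p of 0.48.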

Importantly, this demonstrates that BMP signaling is able to immediately elicit changes in gene expression when activated prematurely, and that this drives a heterochronic response in expression of some BMP target genes. 

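Post was at 89.2 ± 20.2, 1296 ± 591 and 4703 ± 1703 TPM (SD, n = 3 each) at stages 10.5, 12 and 13 of BMP4/7-treated explants and at 63.1 ± 22.3, 388 ± 57.8 and 971 ± 54.2 TPM (SD, n = 3 each) in untreated explants. At stage 13 the log2 fold change of post was 1.69 (standard error 0.28, edgeR adjusted p = 0.036), and DESeq2's Wald test gave an adjusted p of 5.1e-05. The edgeR call of post held in 1 of 6 fits that left out 1 library.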

Another BMP responsive gene, *Post*, which plays a role in conferring posterior/ventral attributes to both ectoderm and mesoderm [112], did not show a premature onset of expression, but instead displayed a significant increase in its amplitude of expression (Fig. 7F). Most striking, however, was the activation of genes categorized as Activin/Nodal target genes including *Vegt*, *Wnt8a*, and *Mix1* (Fig. 7G-I) [103, 113, 114] Importantly, activation of these genes in response to early BMP is not due to the inappropriate activation of pSmad2/3 (Fig. S5A). 

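wnt8a was at 6.06 ± 4.88, 186 ± 108 and 83.3 ± 38.7 TPM at stages 10.5, 12 and 13 of treated and 1.09 ± 0.535, 1.14 ± 1.42 and 2.03 ± 1.58 TPM of untreated explants (SD, n = 3 each), with a log2 fold change at stage 12 of 7.89 (standard error 1.27, edgeR adjusted p = 0.084). vegt was at 353 ± 278 TPM (SD, n = 3) at stage 10.5 and 557 ± 324 TPM (SD, n = 5) at stage 11 of treated explants, against 66.5 ± 43.6 and 36.3 ± 20.0 TPM (SD, n = 3 each) in untreated explants, with a log2 fold change at stage 11 of 4.01 (standard error 0.74, edgeR adjusted p = 0.12). The adjusted p of DESeq2's Wald test were 1e-06 for wnt8a and 5.6e-11 for vegt. mix1 was at 79.9 ± 60.9 TPM at stage 12 of treated and 0.963 ± 0.740 TPM of untreated explants (SD, n = 3 each), a log2 fold change of 7.01 (standard error 0.89, edgeR adjusted p = 0.036). The edgeR call of mix1 held in 2 of 6 fits that left out 1 library.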

We also confirmed that is the early timing and not the exogenous nature of BMP4/7 exposure that drives ventral mesoderm formation. While treatment of stage 10.5 explants with BMP4/7 leads to increased pSmad1/5/8 (Fig. S7C), it does not lead to expression of mesodermal genes (Fig. S7D).

### BMP signaling is restrained until stage 10.5 by Dand5 activity

The striking finding that shifting the timing of BMP signaling leads to activation of Activin/Nodal-responsive genes, and the formation of mesoderm instead of epidermis, indicates that it is essential to tightly control when cells receive this signal endogenously. 

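In untreated explants bmp2, bmp4 and bmp7.2 were at 53.8 ± 11.3, 40.2 ± 21.3 and 345 ± 172 TPM (SD, n = 3 each) at stage 9. At stage 10 bmp2, bmp4 and bmp7.2 were at 19.8 ± 6.47, 68.3 ± 40.6 and 521 ± 280.3 TPM (SD, n = 3 each). smad1 was at 207 ± 39.7 and 160.1 ± 42.0 TPM (SD, n = 3 each) at these stages.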

*BMP2,4* and *7* ligands, as well as the receptor S*mad1* are expressed at stage 9 and 10 (Fig. 8A) and cells are clearly competent to respond to early BMP signals as evidenced by the shifted activation of *Ventx2.1* (Fig. 7E). Despite this, however, pSmad1/5/8 is not robustly detected in control explants until stage 10.5. We therefore investigated how BMP signaling is restrained in animal pole cells until the onset of gastrulation. We asked if there were BMP signaling antagonists expressed in blastula animal pole cells that were downregulated with dynamics consistent with the observed timing of pSmad1/5/8 accumulation. 

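dand5 was at 877 ± 108, 513 ± 142 and 186 ± 76.0 TPM and gtpbp2 at 66.5 ± 13.7, 42.0 ± 7.51 and 20.0 ± 4.90 TPM (SD, n = 3 each) at stages 9, 10 and 10.5 of untreated explants. From stage 9 to 10.5, a comparison chosen after seeing the data, the log2 fold change was -2.04 (standard error 0.29, edgeR adjusted p = 0.0038) for dand5 and -1.36 (standard error 0.17, edgeR adjusted p = 0.0022) for gtpbp2, with adjusted p of 9.7e-10 and 1.4e-09 by DESeq2's Wald test. Both calls held in each of the 6 fits that left out 1 library. Between stages 10 and 10.5 alone it was -1.32 (standard error 0.33, edgeR adjusted p = 0.13) for dand5 and -0.83 (standard error 0.16, edgeR adjusted p = 0.082) for gtpbp2, with adjusted p of 0.0027 and 0.00035 by DESeq2's Wald test. Same-numbered replicates of stages 10 and 10.5 correlated in their deviations (0.742), and with the replicate block the edgeR adjusted p was 2.4e-07 for dand5 and 6.3e-08 for gtpbp2.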

We identified two maternally provided BMP antagonists, *Dand5* and *Gtpbp2* [115–119], that are expressed at stage 9 but downregulated to significantly lower levels by stage 10.5, when BMP activity is observed (Fig. 8B). *Dand5*, in particular, is robustly expressed at stages 9 and 10 in animal pole cells. To determine if Dand5 plays a role in preventing premature BMP signaling we used a translation blocking morpholino to deplete it from early blastulae. We found that Dand5-depletion led to premature phosphorylation of Smad1/5/8, indicative of early BMP signaling (Fig. 8C), as well as expression of mesodermal marker *Bra (T)* at stage 13 (Fig. 8D). This suggests that a key role for *Dand5* at these stages is preventing premature BMP signaling that would generate a mesodermal rather than ectodermal state transition. As *Dand5* depletion does not increase pSmad1/5/8 or *Brachyury* levels to the same degree as BMP4/7 treatment, other BMP antagonists including *Gtpbp2,* likely cooperate in temporally constraining BMP signaling.

**Fig. 8:**
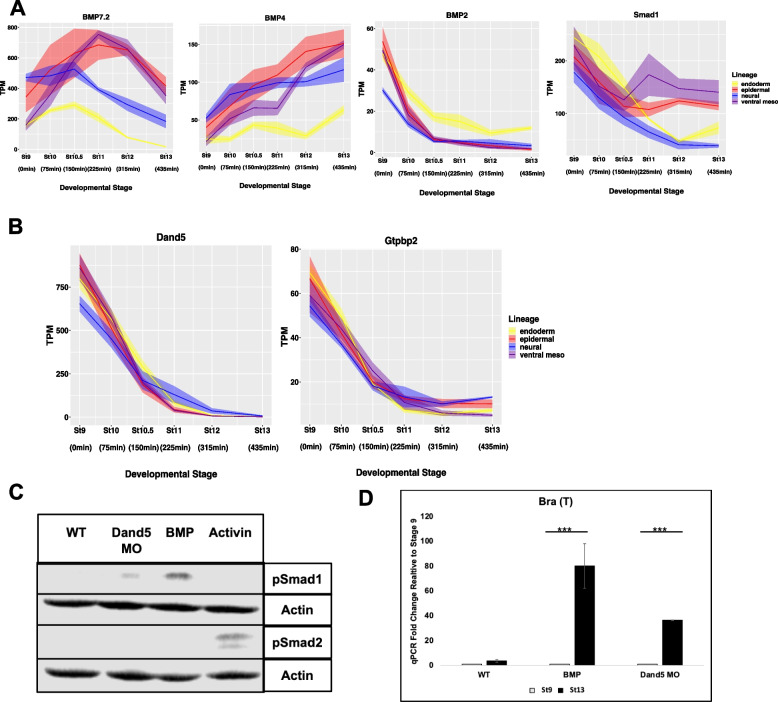
BMP Signaling is Restrained Until stage 10.5 by Dand5 Activity. **A-B** TPM of genes involved in BMP signaling (**A**) BMP heterodimer ligands *BMP7.2, BMP4, BMP2* and primary BMP target Smad, *Smad1* (**B**) maternally provided BMP antagonists *Dand5* and *Gtpbp2*. Graphs are sums of S + L allele. Width of the line represents SEM of three biological replicates. **C** Western Blot Analysis of lysates for stage 10 epidermal (WT), *Dand5 MO* injected (40 pmol/embryo), ventral mesoderm (BMP4/7 20 ng/uL), and endoderm (160 ng/uL Activin) explants for pSmad1/5/8 and pSmad2 with Actin loading control. Gels were cropped to minimize empty space, uncropped gel is Supplemental Fig. 8C. **D** qRT-PCR of animal pole explants examining the fold change from stage 9 to 13 of expression of mesodermal marker *Bra(T)* for epidermis(WT), ventral mesoderm(BMP4/7 20 ng/uL) and *Dand5*MO(300pmo/embryo) injected(***P < 0.005)

## Discussion

How progenitor cells decide their fate is a fundamental question central to all of developmental biology. While in many cases the inductive cues that drive these decisions have been identified, less is understood about how the timing of these signals is controlled and the dynamics of the transcriptional circuitry they activate. A related and fascinating question is how a large and complex set of transcriptional responses is canalized into a discrete set of lineage trajectories.

Decades of research in *Xenopus* and other systems has shed important light not only on the signaling pathways driving lineage formation in early embryos, but also on many of the key transcriptional targets of these signals. Combined with gain and loss of function studies for individual factors, this work has allowed the construction of putative gene regulatory networks (GRNs) depicting how different lineage states are adopted. A powerful strength of the *Xenopus* system is the ability to easily isolate pluripotent cells from blastula embryos and culture them in simple saline with or without added inductive cues, and that these cells become lineage restricted over a period of approximately seven hours. This allows the transcriptional responses to inductive cues to be quantified with high temporal resolution, enabling the dynamics of individual genes as well as entire lineages to be followed. We used the pipeline we established here to study the transit of initially pluripotent cells to four distinct lineage states using bulk transcriptomics. However, this pipeline can be built upon to layer on additional analyses including ATAC to follow changes in chromatin accessibility and ChIP-Seq to follow changes in epigenetic marks dynamically during lineage restriction.

### Neural as the default state

Our analysis of four different state transitions lends unexpected support for the neural default model and provides novel insights into *why* neural is the default state for pluripotent cells. Two types of analysis immediately distinguished the neural lineage from the other three state transitions. First, temporal DESeq reveals that this lineage reaches a steady state in gene expression dynamics by stage 10.5; after this time point the number of genes exhibiting differential expression is quite small (Fig. 2E). This is in marked contrast to the epidermal and mesodermal state transitions which become increasingly dynamic after stage 10.5. Similarly, principal component analysis reveals that the neural state lies closer to the pluripotent state than the other three lineages (Fig. 2B). This is true for both the PC1 and PC2 axes, which together explain 75% of the variation in gene expression. Since developmental times correlate along the PC1 manifold while state identities correlate along the PC2 manifold, this confirms that the time taken to transit from pluripotent to neural state is shorter than for the other lineage trajectories. Measuring the distance between stages 9 and 13 across all 74 principal components also indicates that the neural lineage is most positively correlated with pluripotency (Fig. 2D). Thus, neural progenitor cells occupy a position closest in state space to pluripotent cells relative to the other lineages.

The neural default model has not been without controversy. Studies in avian embryos have suggested that BMP inhibition may not be sufficient for transit to a neural progenitor state [38, 120]. While work in mESCs and hESCs provided additional support for the neural default model [121, 122], these cells do not necessarily recapitulate the in vivo state of inner cell mass cells. Our findings thus provide important validation of this model. Interestingly, when the neural lineage trajectory is compared to that of the epidermal trajectory they are highly correlated through stage 10.5, early gastrulation. This is true with respect to their dynamics, as evidenced by temporal DESeq (Fig. 3A), and also supported by the very small number of genes that exhibit differential expression between these states until stage 10.5 (Fig. 3D). The onset of gastrulation can thus be considered a point in time when a group of equipotent cells (neural/epidermal) diverge and either continue changing state to become epidermal or do not continue changing state and become neural. Indeed, individual cells at blastula stages and early gastrulation have been found to display multilineage gene expression [123].

Significantly, stage 10.5 is when robust BMP signaling is first detected in animal pole cells, as evidenced by pSmad1/5/8 detection (Fig. 4A), and this correlates with when the trajectory of the epidermal lineage diverges from that of neural (Fig. 3A). It is also the time when we observe a sharp increase in expression of *Grhl1*, a key upstream component of the epidermal GRN [81], significant down-regulation of the pluripotency factor *Foxi2* [82](Fig. 3C) and a loss of enrichment for neural GO terms in the epidermal lineage (Fig. S4A). Neural features are retained and enhanced in the Noggin-treated explants, as exemplified by the expression dynamics of transcription factors *Sox3*, *Sox11* and *Zic1* (Fig. 3E). By contrast the BMP target genes *Ventx2.1* and *Id3* exhibit expression maxima in the epidermal lineage and minima in the neural lineages around stage 10.5 (Fig. 4 C, D). Given the distinct non-monotonic dynamics of *Id3* in the epidermal and neural lineages it is tempting to speculate that this inhibitory bHLH factor may be playing a role in suppressing the function of neuralizing factors in the prospective epidermis thus helping to canalize this state transition.

### Surprising overlap in transcription response to BMP4/7 and Activin

Our data sets allow direct comparison of the transcriptome changes driven by the two different branches of the TGF-beta superfamily, BMP and Activin. A striking feature of the Activin-driven endoderm trajectory is its distinct dynamics, characterized by a large increase in differentially expressed genes between stage 9 and stage 10.5, early gastrulation (Fig. 5A). This is not seen following treatment with BMP4/7. As expected, the characterized members of the mesendoderm GRN are induced in response to Activin and many of these respond rapidly and robustly, but transiently. Indeed, twenty-one of forty-one GRN factors examined are induced by stage 10, only 75 min after ligand exposure (Fig. 6A,B). PSmad2/3 is also robustly detected at this time, but is no longer detected by stage 13 indicating that the signaling response to Activin is transient (Fig. S5A). Distinct signaling dynamics for this branch of TGF-beta signaling may contribute to the markedly different transcriptome dynamics observed in the endodermal lineage as compared to the BMP-driven epidermal and mesodermal lineages (Fig. 2E). Among the genes that respond immediately to Activin are several members of the Bix/Mix family of transcription factors [124]. Somewhat unexpectedly, genes generally associated with ventral fates, including *Ventx2.1*, *Ventx2.2* and *Wnt8,* were also induced by high levels of Activin. Induction of these factors occurred at later points in the trajectory, and their expression correlates with the downregulation of Bix/Mix family genes and other transiently responding factors, including *Eomes, Nodal*, and *Vegt.* Going forward it will be of interest to determine if these ventralizing factors play a direct role in downregulating the expression of the endodermal factors that are expressed only transiently. By contrast, *Sox17* responds immediately to Activin and its expression increases linearly through stage 13. *Endodermin* also has a linear response to induction, although the increase in its expression does not commence until state 10.5, possibly reflecting a role for *Sox17* in its activation. The distinct dynamics of early responding endoderm genes allowed the identification of putative new members of the endoderm GRN using *limma* analysis (Fig. 6D-G).

Among the most surprising findings emerging from these studies was the activation by BMP4/7 of genes that are generally characterized as Activin/Nodal targets. Indeed, among the earliest responses to BMP4/7 were Mix/Bix family genes, and similar to their response to Activin, their induction was transient (Fig. 5C). Other unexpected responding genes included *Sox17*, *Eomes* and *Gsc*. As Smad2/3 phosphorylation was not observed in response to BMP4/7, this suggests that the BMP R-Smads are capable of activating expression of these Activin/Nodal targets given a permissive cellular context. In this respect it is worth noting that *Mix1.1* was previously identified in a screen for BMP4 responsive genes [125], supporting our current findings. It is intriguing that the genes exhibiting immediate responsiveness to BMP4/7 are dorsal mesendoderm factors, whereas pan and ventral mesoderm genes, including *Bra* (*T*), *Wnt8*, *Post*, *Msx1* and *Evx1*, are turned on later in the trajectory. This suggests that the initial response to BMP signaling is “dorsal” as it is for Activin, and that more “ventral” attributes are a secondary response.

### The timing of BMP signaling is critical for proper lineage segregation

The level of Bmp4/7 signaling utilized in these experiments was selected to match the level of pSmad1/5/8 levels present in untreated explants at stage 10.5 (Fig. 7A). This allows comparison of the response to the same signal and amplitude but with shifted developmental timing. Receiving the same level of BMP signaling at a slightly earlier time point might have been expected to accelerate transit to the epidermal state. Indeed, the shifted onset of *Ventx2.1* expression is consistent with an accelerated response (Fig. 7E). However, explants also respond to BMP4/7 exposure at stage 9 by inducing expression of mesendodermal factors, including *Vegt* and *Mix1*(Fig. 7G, I), and by suppressing the endogenous BMP-mediated increase in expression of the epidermal regulatory factor *Grhl1* (Fig. 7D). Thus, exposure to BMP4/7 at stage 9 elicits a fundamentally different transcriptional response than does exposure at stage 10.5. This was confirmed by treating explants with exogenous BMP4/7 at stage 10.5, which fails to elicit a mesendoderm response (Fig. S7D).

Together these findings indicate that it is critical to control the timing at which initially pluripotent cells are able to respond to endogenous BMP signaling. While we first detect pSmad1/5/8 at stage 10.5, it is likely that low levels of signaling are initiated by stage 10, as that is when increased expression of *Ventx2.1* and *Id3* is observed (Fig. 4C, D). Thus, cells undergo a fundamental change in competence between stages 9 and 10. Interestingly, expression of BMP inhibitors such as Noggin, Chordin, Follistatin, and Cerberus commences in the presumptive organizer region at late blastula stages [126], indicating that blocking BMP signaling in the marginal zone is also critical at these stages. This raised the question of how BMP signaling is restrained in blastula animal pole cells such that a mesendoderm response is prevented and ectodermal competence is established.

Using our data sets we identified two maternally provided BMP antagonists, *Dand5* and *Gtpbp2* that are expressed at stage 9 but are significantly downregulated by stage 10.5 (Fig. 8B). As *Dand5* displayed significantly higher levels of expression, we examined the consequences of depleting it from initially pluripotent explants. Morpholino-mediated depletion of Dand5 depletion resulted in premature phosphorylation of Smad1/5/8 and expression of *Bra (T)* at stage 13 (Fig. 8C, D), indicating that a key role for *Dand5* at these stages is preventing premature BMP signaling that would generate a mesodermal rather than ectodermal state transition. Interestingly, a role for Dand5 in controlling the spatial response to Activin/Nodal signaling had previously been suggested, restricting this response to the mesodermal mantle [115, 117, 118]. Our findings suggest a second centrally important role for this TGF-beta antagonist in the temporal control of BMP signaling as animal pole cells exit from pluripotency. Moreover, the data sets described here will facilitate future studies into the temporal control of transcriptional responses to inductive cues across multiple embryonic lineages.

## Materials and methods

### Embryological methods

Wild-type *Xenopus laevis* embryos were obtained using standard methods from a daily 2 pm fertilization from a single frog and placed into a 14C incubator at 2:45 pm until 8:30am. Ectodermal explants were manually dissected at early blastula (stage 8–9) from embryos cultured in 1X Marc’s Modified Ringer’s Solution (MMR) [0.1 M NaCL, 2 mM KCl, 1 mM MgSO_4_, 2 mM CaCl_2_, 5 mM HEPES (pH 7.8), 0.1 mM EDTA] from 8:30am-9:45am and then placed in a 20C incubator until 5 pm. Groups of 12–15 explants were collected at 9:45 am, 11am, 12:15 pm, 1:30 pm, 3 pm and 5 pm using sister embryos to confirm approximate stages of 9,10, 10.5, 11, 12, and 13 based on Nieuwkoop and Faber staging [74]. Explants for the neural progenitor lineage were generated using recombinant Noggin protein (R&D Systems) at a final concentration of 100 ng/mL in low calcium magnesium media supplemented with 0.1% bovine serum albumin (BSA) as a carrier for sequencing experiments, or using 20uM K02288 (Sigma) in 0.1X MMR for Westerns. The Noggin dose utilized was the minimum amount required to induce the neural progenitors *Sox3* and *Sox2* at stage 13, as determined by qPCR and in situ hybridization. The K02288 dose utilized was the minimum amount required to effectively block BMP signaling through stage 13, as determined by pSmad158 western blot. Endoderm lineage explants were generated using recombinant Activin protein (R&D Systems) at a final concentration of 160 ng/mL in 1XMMR supplemented with 0.1% BSA. This was the lowest dose that induced endoderm without mesoderm, as determined by qPCR with Bra(T) and Sox17 primers. Mesoderm lineage explants were generated using recombinant BMP4/7 heterodimer protein (R&D Systems) at a final concentration of 20 g/mL in 1XMMR supplemented with 0.1% BSA. This concentration of BMP4/7 was utilized as it induced levels of pSmad158 at stage 10 that were comparable to levels present at stage 10.5 in untreated caps. For morpholino experiments, a previously validated translation-blocking dand5 morpholino [116, 127]. (Gene Tools, Sequence: 'CTGGTGGCCTGGAACAACAGCATGT ') was injected in 4 cells at the eight-cell stage for a total of 40 pmol per embryo.

### RNA isolation, cDNA synthesis, sequencing and qRT-PCR

RNA was isolated from blastula explants (12–15 explants) using Trizol (Life Technologies) followed by LiCl precipitation. 1 uG of purified RNA was used as a template for synthesizing cDNA using a High Capacity Reverse Transcription Kit (Life Technologies) Quantitative (q) RT-PCR was performed using SYBR Premix ExTaq 11 (Takara Bio) and detected using the Bio-Rad CFX96 Connect system. *Brachyury* primers used were Fwd: GAA GCG AAT GTT TCC AGT TC and Rev: ACA TAC TTC CAG CGG TGG TT. Expression was normalized to *Ornitihine Decarboxylase* (*ODC*) *ODC* primers used were Fwd: TGA AAA CAT GGG TGC CTA CA and Rev: TGC CAG TGT GGT CTT GAC AT. The fold change was calculated relative to stage nine samples from the same time course experiment. The results show the mean of three independent biological replicates, with error bars depicting the SEM. An unpaired, two-tailed *t*-test was utilized to determine significance. 500 ng of RNA was used for library prep with TruSeq mRNA library prep kit (Illumina) and sequenced using Next Seq 500 Sequencing (epi,neur, endo) or HiSeq4000(meso).

### Western blot analysis

Blastula explants (20 explants/sample) were collected for specified stage / lineage and lysed in TNE phospho-lysis buffer [50 mM Tris–HCl (pH 7.4), 150 mM NaCL, 0.5 mM EDTA, and 0.5% Triton X-100, 2 mM Sodium Orthovanadate, 20 mM Sodium Fluoride, 10 mM B-Glycerophosphate, 1 MM Sodium Molybdate dihydrate] supplemented with protease inhibitors [Aprotinin, Leupeptin and phenylmethylsulfonyl fluoride (PMSF)] and a PhosStop phosphatase inhibitor and a complete Mini tablet (Roche). SDS-PAGE and western blot analyses were used to detect proteins and modifications using the following antibodies: anti-phospho SMAD2 (Ser465/467, Sigma, 1:500), Smad2 Polyclonal Antibody (Life Technologies 1:500) Anti-phospho Smad1/Smad5/Smad8 (Ser463/465, Sigma, 1:1000), Smad1 (D59D7, Cell Signal, 1:1000), Actin (A2066, Sigma-Aldrich, 1:5000). For chemiluminescence-based detection, horseradish peroxidase (HRP)-conjugated rabbit secondary antibodies were used (Vector Laboratories, 1:20,000). Blots were cut to the appropriate size based on the protein standard ladder before hybridization with antibodies in order to conserve antibody. Results shown are representative of at least three independent experiments. Raw images of blots in the main figures are included as Supplemental Fig. 8 and raw images of blots in supplemental figures are included as Supplemental Fig. 9.

### RNA Seq processing and computational analysis

Read quality was evaluated using FastQC [128]. Mapping to *X. laevis* v9.2 genome downloaded from xenbase was performed using RSEM to get TPM values [129]. Alignment to X. *laevis* v9.2 genome was performed using STAR2.6.0 to get raw counts using standard parameters [130]. Computational Analysis of RNA Sequencing Data was performed using published R Packages. TPM data is an average of three biological replicates of combined data from S and L alleles for each gene, the width of each line represents SEM and graphs were plotted using ggplot2 [131]. A minimum raw read count of 15 was determined computationally using the voom function of the limma package. Based on the plot of the mean variance trend, filtering out genes with expression below 15 provided the best balance between filtering out lowly expressed genes without losing genes relevant to the transcriptome dynamics, thus all analyses are performed on genes with a minimum read count of 15 in any lineage at any stage [108].

Differential expression analysis was done between successive stages for each lineage and between pairs of lineages at corresponding states using DESeq2 with significance defined as *p*_adj_ ≤ 0.05 [132]. No fold change cut-off was used for examining temporal DESeq, in order to capture the greatest amount of dynamic change in the transcriptome over time. Overlapping DESeq genes were visualized using VennDiagram and UpsetR [133, 134]. GO and KEGG enrichment was calculated using the GOSeq R package [135]. Neural GO terms were identified based on their relevance to neural-related processes including, neuron, brain and nervous system development as well as axon formation and synapse firing. Mesoderm GO terms were identified based on their relevance to mesoderm-related processes including mesoderm formation, gastrulation and somitogenesis. DE genes for heatmaps were determined by ranking the genes DE between mesoderm and epidermis, and between endoderm and epidermis separately based on Log2 fold change and only genes with a minimum normalized expression of 10 TPM at the relevant stages were plotted using the pheatmap package [136], expression was depicted using z-scores. All lists of DE genes with padj and Log2FC values are provided as supplementary tables with transcription factors bolded, Gene lists from all Venn Diagrams and UpSet plots are also provided as supplementary tables. Hierarchical clustering was done using the pheatmap package, cluster rows = TRUE, cluster columns = TRUE.

Principal Component Analysis was done with the prcomp function in the default stats package, and visualized using ggfortify [137]. We assessed whether the observed patterns were statistically significant by testing whether the differences between samples of different types was significantly greater than the differences between replicates. We calculated pairwise distances between all pairs of samples in the PCA space and tested whether the distances for between- and within-type pairs differed using a nonparametric KS test. Overall, the between-type distances were far larger than the within-type distances (*p* = 6.27e-03). We also performed this same analysis within each pair of lineages (eg, testing whether the endo-epi distances were larger than the endo-endo and epi-epi distances) and found this pattern to be consistent though low numbers of sample pairs reduced the power of the KS test. The top 2 PCs were determined as the most significant based on the elbow of the PC plot and thus the only two that were plotted. Distances from stage 9 to 13 were calculated using the dist() function. Statistical significance of differences in distance were calculated using the Wilcoxon rank sum, wilcox.test() in R.

Pattern dynamics were determined for linear, quadratic and cubic patterns with limma analysis using the limma voom R package [108]. Potential mesendoderm GRN candidates were selected by examining the 10 genes with most similar differential quadratic and linear dynamics between epidermal and ventral mesoderm. Of these genes, those with minimum expression of 30 TPM, dynamics unique only to the endoderm and/or ventral mesoderm lineages and not already defined as mesendoderm GRN members were identified as possible novel GRN members. Genes graphed were those we were able to corroborate with other genomic studies.

WGCNA was performed using the WGCNA R package [138, 139]. Genes with a TPM > 15 in endoderm or mesoderm at stage 10, 10.5 or 11 were included in the analysis. Analysis was run on Log2 of the TPM. Power was determine using the sft function and TOMType = “signed”, minModuleSize = 30 and mergeCutHeight = 0.25.

## Supplementary Information

**Additional file 1:** **Supplemental Figure 1.** Xenopus blastula explants can be reprogrammed to adopt any lineage. (A-E) RNA Seq TPM expression over time of (A) average of all monotonically decreasing genes with a >25fold decrease between stage 9 and 13 and maximum TPM of 20 at stage 13, (B) epidermal marker *Dlx3*, (C) neural marker *Otx2*, (D) mesoderm marker *Evx1* (E) endoderm marker Endodermin. Graphs are sums of S+L allele. Width of lines represents SEM of three biological replicates.

**Additional file 2:** **Supplemental Figure 2.** Transcription Factor UpSet Plots and Zygotic PCA. (A-E) UpSet plots of transcription factors expressed at a minimum of 10 TPM at (A) stage 10, (B) stage 10.5, (C) stage 11, (D) stage 12, (E) stage 13. X-axes show genes unique to each lineage and overlapping in all different combinations of lineages ordered from largest number of genes to smallest. (F) PCA on only zygotically expressed genes

**Additional file 3: Supplemental Figure 3.** Temporal DESeq UpSet Plots. (A-J) UpSet plots of Differentially Expressed Genes (A) increased between stages 9 and 10, (B) decreased between stages 9 and 10, (C) increased between stages 10 and 10.5, (D) decreased between stages 10 and 10.5, (E) increased between stages 10.5 and 11, (F) decreased between stages 10.5 and 11, (G) increased between stages 11 and 12, (H) decreased between stages 11 and 12, (I) increased between stages 12 and 13, (J) decreased between stages 12 and 13. X-axes show genes unique to each lineage and overlapping in all different combinations of lineages ordered from largest number of genes to smallest.

**Additional file 4: Supplemental Figure 4.** Epidermal and Neural Lineages Diverge at St 10.5 (A) Number of enriched Neural GO Terms in genes significantly higher in the neural lineage (blue) and epidermal lineage (red) at each developmental stage. (B) Heatmap of the top 20 DE genes by Log2FC with a minimum expression of 10TPM between the epidermal and neural lineages at stage 10.5 (C) KEGG enrichment analysis of genes differentially expressed between epidermal and neural lineage at each developmental stage. Genes significantly increased in the epidermal lineage are enriched for TGF-beta genes, as defined by KEGG database from stages 10.5-13.

**Additional file 5: Supplemental Figure 5.** BMP Ventralizes Mesoderm. (A)Western blot analysis of lysates of developing mesoderm (20ng/uL BMP4/7) and endoderm (160ng/uL Activin) explants for pSmad2 and Smad2 with Actin loading control. Gels were cropped to minimize empty space, uncropped gels are Supplemental Figure 9A. (B) PCA of published Activin induced mesoderm data (Satou-Kobayashi et al. 2021) with our ventral mesoderm and endoderm data shows that activin induced mesoderm clusters with our activin induced endoderm rather than BMP4/7 induced mesoderm. (C) Hierarchical clustering of Dorsal/Ventral genes (Ding et al. 2017) shows that endoderm and ventral mesoderm cluster on opposite sides of the heat map, suggesting BMP4/7 effectively ventralizes the mesoderm.

**Additional file 6: Supplemental Figure 6.** Mesendoderm Analysis. (A) Number of differentially expressed genes between the endoderm and ventral mesoderm lineages at each developmental stage (padj ≤ 0.05). (B) KEGG enrichment analysis of genes differentially expressed between ventral mesoderm and endoderm lineage at each developmental stage. Genes significantly increased in the endoderm lineage are enriched for TGF-beta genes, as defined by KEGG database from stages 10-10.5 and genes significantly higher in the ventral mesoderm lineage are enriched for TGFbeta genes for stages 11-12. (C) WGCNA on stages 10,10.5 and 11 in the mesoderm and endoderm lineages identifies 22 gene modules, the blue module demonstrating increasing correlation over time to the endoderm lineage and the brown module demonstrating increasing correlation over time to the mesoderm lineage.

**Additional file 7: Supplemental Figure 7.** Early not Exogenous BMP Causes Mesoderm Formation. (A) Number of differentially expressed genes between the epidermal and ventral mesoderm lineages at each developmental stage (padj ≤ 0.05). (B) Number of enriched Mesoderm GO Terms (solid line) and Epidermis GO Terms (dashed line) in genes significantly higher in the ventral mesoderm lineage (purple) and epidermal lineage (red) at each developmental stage. (C) Western Blot Analysis of lysates for epidermal (WT) and BMP4/7 treated at stage 9 (BMP4/7 20ng/uL) explants collected at stage 10 and epidermal (WT) and BMP4/7 treated at stage 10.5 (BMP4/7 20ng/uL) explants collected at stage 11 for pSmad1/5/8 with Actin loading control. Gel was cropped to show one replicate, uncropped gel is Supplemental Figure 9B. (D) qRT-PCR of animal pole explants examining the fold change from stage 9 to 13 of expression of mesodermal marker Bra(T) for epidermis(WT), treated with BMP4/7(20ng/uL) at stage 9 and treated with BMP4/7 (20ng/uL) at stage 10.5 (***P<0.005).

**Additional file 8: Supplemental Figure 8.** Raw Images of Main Figure Western Blots. (A) Figure 4A Western blot analysis of lysates of developing epidermal (WT) and neural (20uM K02288) explants for pSmad1/5/8 and Smad1 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody, unedited scan showing blot edges provided. (B) Figure 7A Western Blot analysis of lysates for developing epidermal (WT) and ventral mesoderm (BMP4/7 20ng/uL) explants for pSmad1/5/8 and Smad1 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody. Initial scan showing blot edges (top) and high resolution unedited scan of relevant size (bottom) both provided. (C) Figure 8C Western Blot of lysates for stage 10 epidermal (WT), Dand5 MO injected (40pmol/embryo), ventral mesoderm (BMP4/7 20ng/uL), and endoderm (160ng/uL Activin) explants for pSmad1/5/8 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody. Initial scans showing blot edges and high resolution unedited scans of relevant size for all three replicates are provided. Figure 8C is replicate 1.

**Additional file 9: Supplemental Figure 9.** Raw Images of Supplemental Western Blots. (A) Supplemental Figure 5A Western blot analysis of lysates of developing mesoderm (20ng/uL BMP4/7) and endoderm (160ng/uL Activin) explants for pSmad2 and Smad2 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody. Initial scan showing blot edges (top) and unedited high resolution scan of relevant size bands (bottom) both provided. (B) Supplemental Figure 7C Western Blot Analysis of lysates for epidermal (WT) and BMP4/7 treated at stage 9 (BMP4/7 20ng/uL) explants collected at stage 10 and epidermal (WT) and BMP4/7 treated at stage 10.5 (BMP4/7 20ng/uL) explants collected at stage 11 for pSmad1/5/8 with Actin loading control. Blot was cut prior to hybridization with antibody to conserve antibody. Initial scan showing blot edges (top) and unedited high resolution scan of revelant size bands (bottom) both provided. All three replicates are shown, Supplemental Figure 6A is replicate 1.

**Additional file 10. Supplemental Table 1.** List of all Monotonically Decreasing Genes with >25 Fold Decrease from Stage 9 to 13 and their average TPM across 3 biological replicates in all conditions.

**Additional file 11. Supplemental Table 2. **Gene Lists from all Overlapping Categories from UpSet Plots of all Transcription Factors expressed >10 TPM corresponding with Supplemental Figure 2.

**Additional file 12. Supplemental Table 3. **Transcription Factor WGCNA Epidermal Modules.

**Additional file 13. Supplemental Table 4.** List of Genes Differentially Expressed in Temporal DESeq for each lineage with Log2 Fold Change and pvalues, corresponding with Figure 2E.

**Additional file 14. Supplemental Table 5. **List of Genes for all Overlapping Temporal DESeq Groups, corresponding with supplemental figure 3.

**Additional file 15. Supplemental Table 6. **Temporal DESeq Epi Neur Venn Diagram Gene Lists corresponding with Figure 3B.

**Additional file 16. Supplemental Table 7. **List of all Neural GO Terms and their over represented p value from GO Analysis on genes differentially expressed between epidermal and neural lineages corresponding with supplemental figure 4A.

**Additional file 17. Supplemental Table 8. **List of all genes differnetially expressed between epidermal and neural lineages and their Log2 Fold Change and *p*value corresponding with Fig. 3D, genes differentially expressed between endoderm and and mesoderm lineages and their Log2 Fold Change and pvalue corresponding with Fig. 6A, and genes differentially expressed between epidermis and and mesoderm lineages and their Log2 Fold Change and pvalue corresponding with Fig. 7A.

**Additional file 18. Supplemental Table 9. **List of all genes from the venn diagrams of genes temporally differentially expressed in endoderm and mesoderm lineages corresponding with Fig. 5B.

**Additional file 19. Supplemental Table 10.** Endo-Meso St10-11 WGCNA Module Gene Lists.

**Additional file 20. Supplemental Table 11. **List of Genes from Venn Diagrams of Genes Temporally Differentially Expressed in mesoderm and epidermal lineages corresponding with Fig. 7C.

**Additional file 21. Supplemental Table 12. **Lists of epidermal and mesoderm GO Terms and their over represented *p* value in genes differentially expressed between the epidermal and mesoderm lineages corresponding with supplemental figure 7B.

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI repository and are accessible through GEO Series accession number GSE198598.

## Abbreviations

BMP: Bone morphogenetic protein
BSA: Bovine serum albumin
cDNA: Complementary DNA
CNS: Central nervous system
DESeq: Differential expression analysis for sequencing count data
ESC: Embryonic stem cells
hESCS: Human embryonic stem cells
FGF: Fibroblast growth factor
GO: Gene ontology
GRN: Gene regulatory network
HRP: Horse radish peroxidase
KEGG: Kyoto encyclopedia of genes and genomes
KS: Kolmogorov–smirnov
mESCS: Mouse embryonic stem cells
MMR: Marc’s modified ringer’s solution
PCA: Principal component analysis
RT-qPCR: Real time quantitative reverse transcription polymerase chain reaction
TGF-beta: Transforming growth factor beta
TPM: Transcripts per million

# Supplementary material for: Quantitative analysis of transcriptome dynamics provides novel insights into developmental state transitions
**Source:** BMC Genomics. 2022 Oct 23;23:723. doi: 10.1186/s12864-022-08953-3
**Supplement:** Supplementary file 2 — Additional file 2: Supplemental Figure 2. Transcription Factor UpSet Plots and Zygotic PCA. (A-E) UpSet plots of transcription factors expressed at a minimum of 10 TPM at (A) stage 10, (B) stage 10.5, (C) stage 11, (D) stage 12, (E) stage 13. X-axes show genes unique to each lineage and overlapping in all different combinations of lineages ordered from largest number of genes to smallest. (F) PCA on only zygotically expressed genes

**A**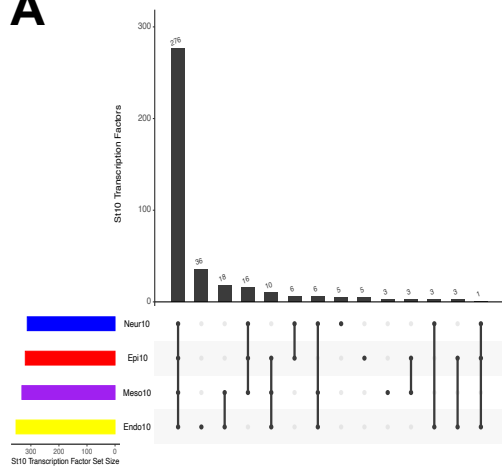**B**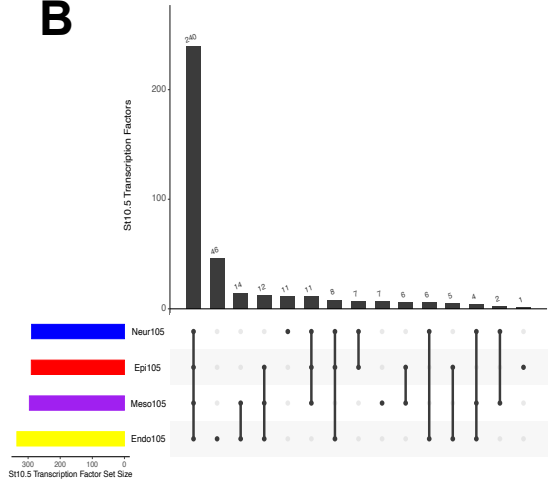**C**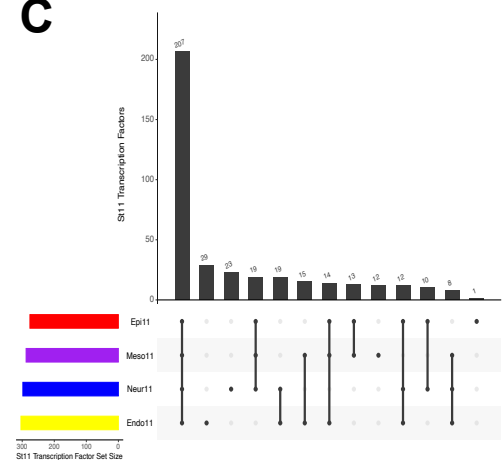**D**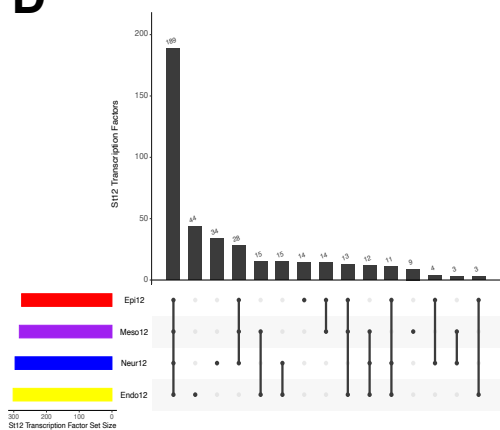**E**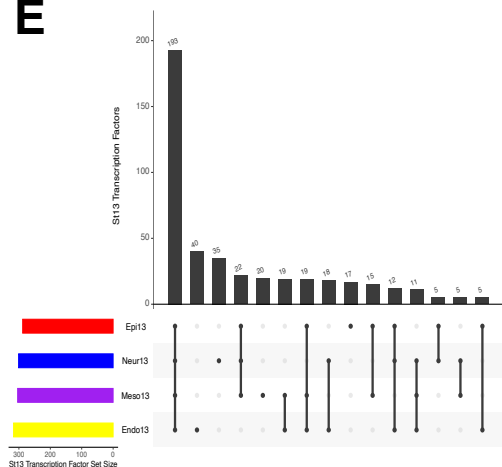**F**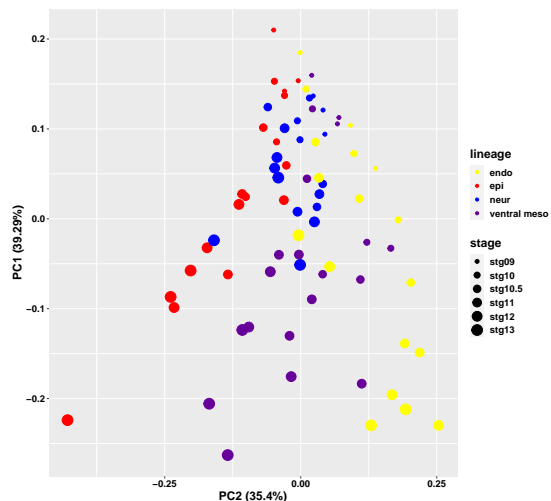

**Supplemental Figure 2. Transcription Factor UpSet Plots and Zygotic PCA.** (A-E) UpSet plots of transcription factors expressed at a minimum of 10 TPM at (A) stage 10, (B) stage 10.5, (C) stage 11, (D) stage 12, (E) stage 13. X-axes show genes unique to each lineage and overlapping in all different combinations of lineages ordered from largest number of genes to smallest. (F) PCA on only zygotically expressed genes.

# Supplementary material for: Quantitative analysis of transcriptome dynamics provides novel insights into developmental state transitions
**Source:** BMC Genomics. 2022 Oct 23;23:723. doi: 10.1186/s12864-022-08953-3
**Supplement:** Supplementary file 4 — Additional file 4: Supplemental Figure 4. Epidermal and Neural Lineages Diverge at St 10.5 (A) Number of enriched Neural GO Terms in genes significantly higher in the neural lineage (blue) and epidermal lineage (red) at each developmental stage. (B) Heatmap of the top 20 DE genes by Log2FC with a minimum expression of 10TPM between the epidermal and neural lineages at stage 10.5 (C) KEGG enrichment analysis of genes differentially expressed between epidermal and neural lineage at each developmental stage. Genes significantly increased in the epidermal lineage are enriched for TGF-beta genes, as defined by KEGG database from stages 10.5-13.

**A**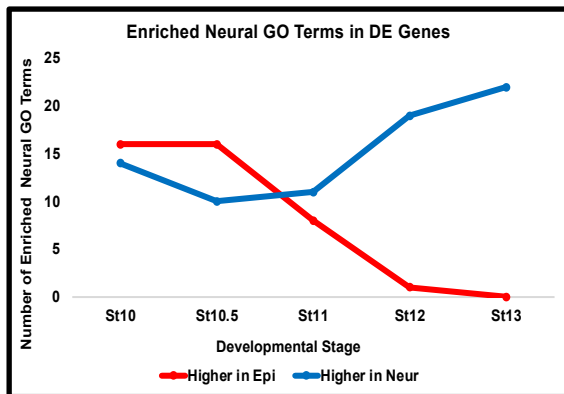**B**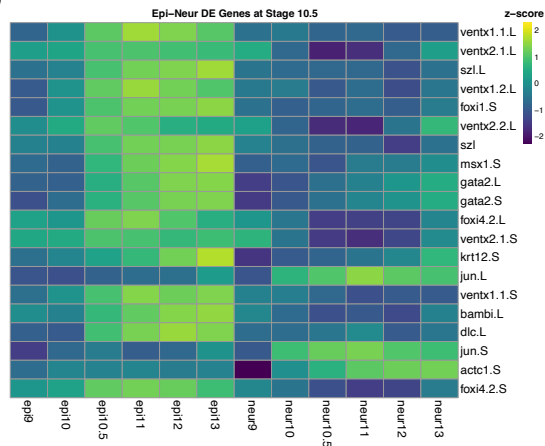**C**

| TGF-beta Kegg Enrichment in DE Genes |    |      |    |    |    |
|--------------------------------------|----|------|----|----|----|
| Stage                                | 10 | 10.5 | 11 | 12 | 13 |
| Epi                                  |    | +    | +  | +  | +  |
| Neur                                 |    |      |    |    |    |

**Supplemental Figure 4. Epidermal and Neural Lineages Diverge at St 10.5** (A) Number of enriched Neural GO Terms in genes significantly higher in the neural lineage (blue) and epidermal lineage (red) at each developmental stage. (B) Heatmap of the top 20 DE genes by Log2FC with a minimum expression of 10TPM between the epidermal and neural lineages at stage 10.5 (C) KEGG enrichment analysis of genes differentially expressed between epidermal and neural lineage at each developmental stage. Genes significantly increased in the epidermal lineage are enriched for TGF-beta genes, as defined by KEGG database from stages 10.5-13.

# Supplementary material for: Quantitative analysis of transcriptome dynamics provides novel insights into developmental state transitions
**Source:** BMC Genomics. 2022 Oct 23;23:723. doi: 10.1186/s12864-022-08953-3
**Supplement:** Supplementary file 6 — Additional file 6: Supplemental Figure 6. Mesendoderm Analysis. (A) Number of differentially expressed genes between the endoderm and ventral mesoderm lineages at each developmental stage (padj ≤ 0.05). (B) KEGG enrichment analysis of genes differentially expressed between ventral mesoderm and endoderm lineage at each developmental stage. Genes significantly increased in the endoderm lineage are enriched for TGF-beta genes, as defined by KEGG database from stages 10-10.5 and genes significantly higher in the ventral mesoderm lineage are enriched for TGFbeta genes for stages 11-12. (C) WGCNA on stages 10,10.5 and 11 in the mesoderm and endoderm lineages identifies 22 gene modules, the blue module demonstrating increasing correlation over time to the endoderm lineage and the brown module demonstrating increasing correlation over time to the mesoderm lineage.

A

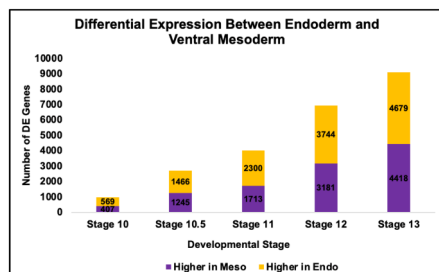

B

**TGF-beta Kegg Enrichment in DE Genes:**

| Stage | 10 | 10.5 | 11 | 12 | 13 |
|-------|----|------|----|----|----|
| Endo  | +  | +    |    |    |    |
| Meso  |    |      | +  | +  |    |

C

### Module-trait relationships

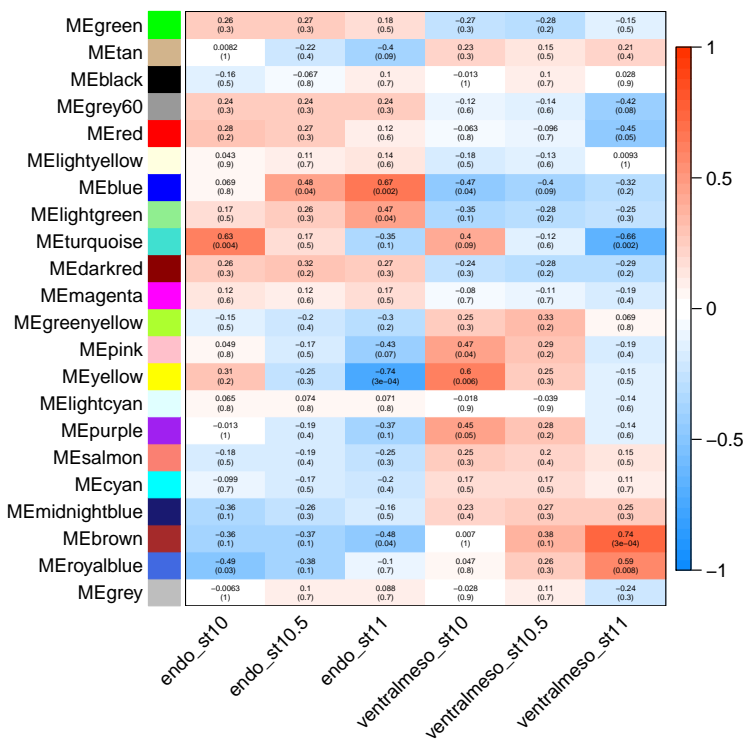

**Supplemental Figure 6. Mesendoderm Analysis.** (A) Number of differentially expressed genes between the endoderm and ventral mesoderm lineages at each developmental stage ( $p_{adj} \leq 0.05$ ). (B) KEGG enrichment analysis of genes differentially expressed between ventral mesoderm and endoderm lineage at each developmental stage. Genes significantly increased in the endoderm lineage are enriched for TGF-beta genes, as defined by KEGG database from stages 10-10.5 and genes significantly higher in the ventral mesoderm lineage are enriched for TGF-beta genes for stages 11-12. (C) WGCNA on stages 10,10.5 and 11 in the mesoderm and endoderm lineages identifies 22 gene modules, the blue module demonstrating increasing correlation over time to the endoderm lineage and the brown module demonstrating increasing correlation over time to the mesoderm lineage.

# Supplementary material for: Quantitative analysis of transcriptome dynamics provides novel insights into developmental state transitions
**Source:** BMC Genomics. 2022 Oct 23;23:723. doi: 10.1186/s12864-022-08953-3
**Supplement:** Supplementary file 8 — Additional file 8: Supplemental Figure 8. Raw Images of Main Figure Western Blots. (A) Figure 4A Western blot analysis of lysates of developing epidermal (WT) and neural (20uM K02288) explants for pSmad1/5/8 and Smad1 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody, unedited scan showing blot edges provided. (B) Figure 7A Western Blot analysis of lysates for developing epidermal (WT) and ventral mesoderm (BMP4/7 20ng/uL) explants for pSmad1/5/8 and Smad1 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody. Initial scan showing blot edges (top) and high resolution unedited scan of relevant size (bottom) both provided. (C) Figure 8C Western Blot of lysates for stage 10 epidermal (WT), Dand5 MO injected (40pmol/embryo), ventral mesoderm (BMP4/7 20ng/uL), and endoderm (160ng/uL Activin) explants for pSmad1/5/8 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody. Initial scans showing blot edges and high resolution unedited scans of relevant size for all three replicates are provided. Figure 8C is replicate 1.

**A**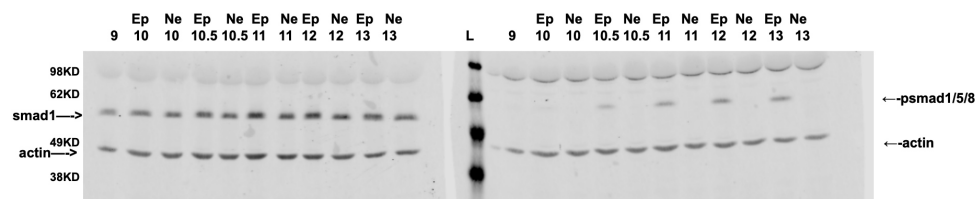**B**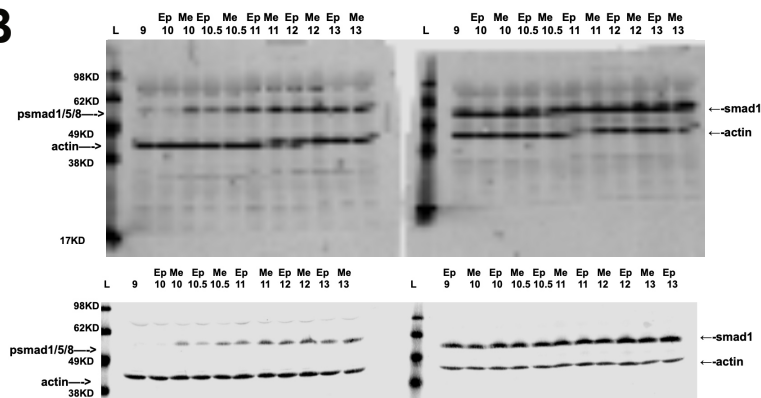**C**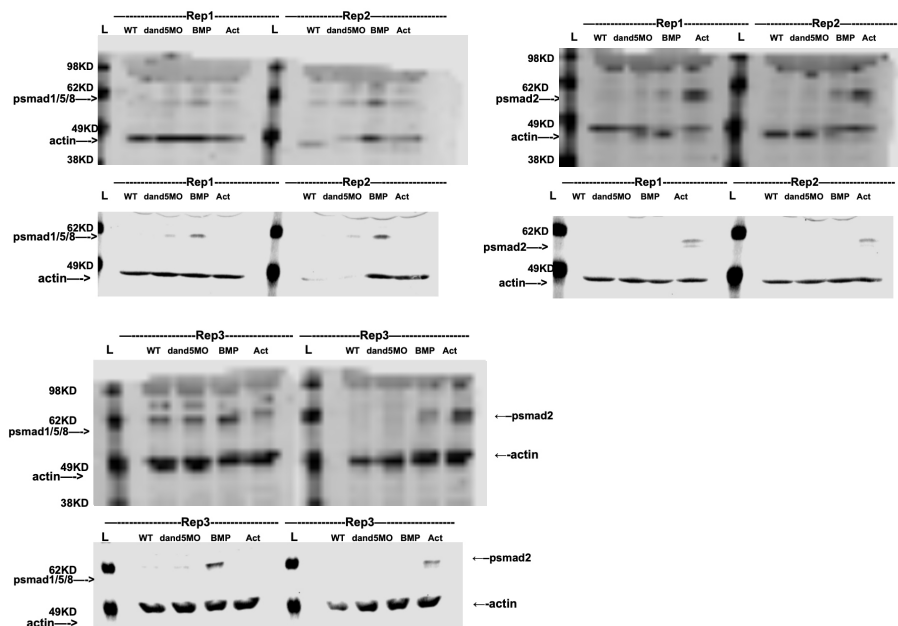

**Supplemental Figure 8. Raw Images of Main Figure Western Blots.** (A) Figure 4A Western blot analysis of lysates of developing epidermal (WT) and neural (20uM K02288) explants for pSmad1/5/8 and Smad1 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody, unedited scan showing blot edges provided. (B) Figure 7A Western Blot analysis of lysates for developing epidermal (WT) and ventral mesoderm (BMP4/7 20ng/uL) explants for pSmad1/5/8 and Smad1 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody. Initial scan showing blot edges (top) and high resolution unedited scan of relevant size (bottom) both provided. (C) Figure 8C Western Blot of lysates for stage 10 epidermal (WT), *Dand5* MO injected (40pmol/embryo), ventral mesoderm (BMP4/7 20ng/uL), and endoderm (160ng/uL Activin) explants for pSmad1/5/8 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody. Initial scans showing blot edges and high resolution unedited scans of relevant size for all three replicates are provided. Figure 8C is replicate 1.

# Supplementary material for: Quantitative analysis of transcriptome dynamics provides novel insights into developmental state transitions
**Source:** BMC Genomics. 2022 Oct 23;23:723. doi: 10.1186/s12864-022-08953-3
**Supplement:** Supplementary file 9 — Additional file 9: Supplemental Figure 9. Raw Images of Supplemental Western Blots. (A) Supplemental Figure 5A Western blot analysis of lysates of developing mesoderm (20ng/uL BMP4/7) and endoderm (160ng/uL Activin) explants for pSmad2 and Smad2 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody. Initial scan showing blot edges (top) and unedited high resolution scan of relevant size bands (bottom) both provided. (B) Supplemental Figure 7C Western Blot Analysis of lysates for epidermal (WT) and BMP4/7 treated at stage 9 (BMP4/7 20ng/uL) explants collected at stage 10 and epidermal (WT) and BMP4/7 treated at stage 10.5 (BMP4/7 20ng/uL) explants collected at stage 11 for pSmad1/5/8 with Actin loading control. Blot was cut prior to hybridization with antibody to conserve antibody. Initial scan showing blot edges (top) and unedited high resolution scan of revelant size bands (bottom) both provided. All three replicates are shown, Supplemental Figure 6A is replicate 1.

**A**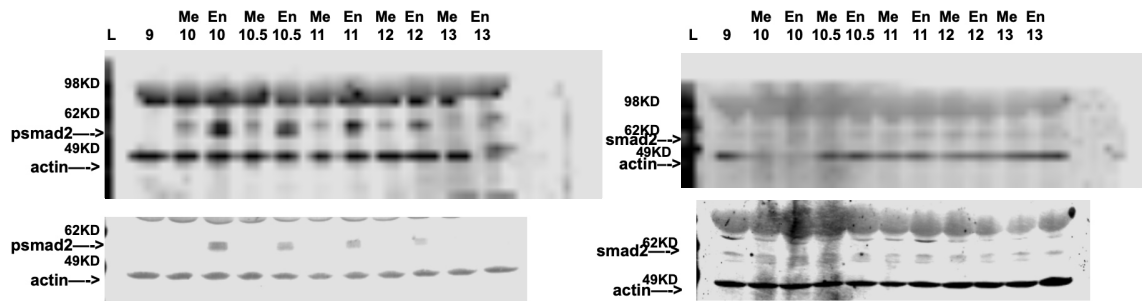**B**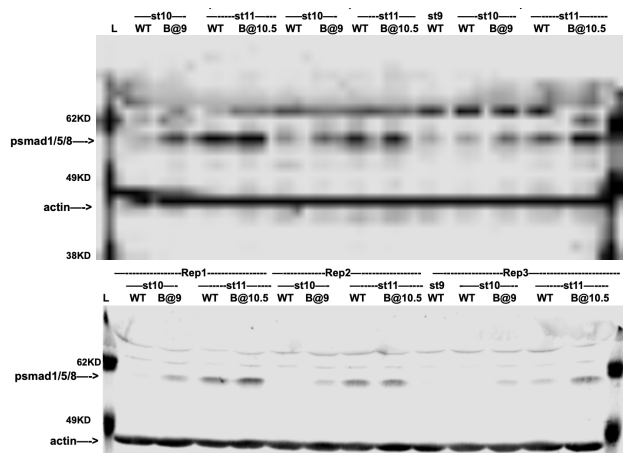

**Supplemental Figure 9. Raw Images of Supplemental Western Blots.** (A) Supplemental Figure 5A Western blot analysis of lysates of developing mesoderm (20ng/uL BMP4/7) and endoderm (160ng/uL Activin) explants for pSmad2 and Smad2 with Actin loading control. Blot was cut prior to antibody hybridization to conserve antibody. Initial scan showing blot edges (top) and unedited high resolution scan of relevant size bands (bottom) both provided. (B) Supplemental Figure 7C Western Blot Analysis of lysates for epidermal (WT) and BMP4/7 treated at stage 9 (BMP4/7 20ng/uL) explants collected at stage 10 and epidermal (WT) and BMP4/7 treated at stage 10.5 (BMP4/7 20ng/uL) explants collected at stage 11 for pSmad1/5/8 with Actin loading control. Blot was cut prior to hybridization with antibody to conserve antibody. Initial scan showing blot edges (top) and unedited high resolution scan of relevant size bands (bottom) both provided. All three replicates are shown, Supplemental Figure 6A is Rep 1.

How the deposited data were processed for this re-analysis (not part of the article)

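RNA was measured in animal cap explants of X. laevis that were left untreated (epidermal) or received Noggin (neural), BMP4/7 (ventral mesoderm) or Activin (endoderm), at stages 9, 10, 10.5, 11, 12 and 13, which are 0, 75, 150, 225, 315 and 435 min after stage 9. Each group has 3 libraries, and ventral mesoderm at stage 11 has 5, so that 74 libraries were used, where the paper counts 72. Groups were taken from the sample labels. The epidermal, neural and endoderm libraries were run on an Illumina NextSeq 500 and the ventral mesoderm libraries on a HiSeq 4000.

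The authors aligned reads to the X. laevis v9.2 genome with STAR 2.6.0 and deposited the count of reads on each gene without normalization. The authors also deposited TPM values from RSEM, which are scaled to gene length and library. The count table holds 45656 genes and the TPM table 51061 entries under 46013 symbols, and TPM of entries that share a symbol were summed. Of the 27424 genes analysed, 26237 have the same symbol in the TPM table, 439 were matched through a synonym in the table of RefSeq genes and 748 have no TPM. L and S homeologs were kept apart in counts of genes and summed for named genes, the mesendoderm GRN and the limma fit, with 37336 summed genes. Columns were assigned by their names. In ventral mesoderm at stage 11 the TPM columns of replicates 2 to 5 resemble, by their values, count columns with other numbers, which leaves group means unchanged.

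Between 11938338 and 23215739 reads per library were counted on genes. Genes with at least 15 counts in at least 1 library were analysed, and values at or under 3 counts were taken as a floor against which no fold is given. Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by the robust quasi-likelihood F test after TMM normalization on the libraries of the 2 groups compared, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p, without a minimum fold change. The paper used DESeq2 with the same threshold but does not state which libraries shared a fit. DESeq2 1.42.0 was therefore run as an alternative, by its Wald test on the same libraries and genes. EdgeR's test gives no standard error. The standard errors beside edgeR fold changes were worked back as the absolute log2 fold change over the square root of F. The 20 comparisons of successive stages and 24 of lineages at the same stage included stage 9, the time at which treatment starts, as a baseline.

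Tests were tested on simulated data drawn from the means, spread and library sizes of real groups, with 200 genes changed. EdgeR recovered 74.5, 73.5 and 47.5% of them at the spread of epidermal stages 9 and 10, of endoderm and ventral mesoderm at stage 12 and of neural stages 12 and 13, with 12, 12 and 3 false calls. DESeq2 recovered 76.5, 75 and 51% with 56, 31 and 29 false calls.

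Replicate numbers come from the sample labels, which give each group the numbers 1 to 3 and ventral mesoderm at stage 11 the numbers 1 to 5. The methods describe embryos of a single frog per day and explants collected through that day, so that a replicate of a lineage would be a single time course. Whether the numbers pair libraries was checked as the correlation of their deviations from group means, and the fit with the replicate number as a block is given beside the fit without it for successive stages.

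PCA was run on TMM-normalized counts, centred and not scaled, with permutation tests of 100000 resamples. Distances between stages 9 and 13 were compared by exact permutation of the stage 13 libraries. Linear and quadratic dynamics of endoderm and ventral mesoderm were tested with limma 3.58.1 (voom). Transcription factors were counted as expressed from 10 TPM and GRN genes from 30 TPM, as in the paper. The maternal class was counted after the paper's description, with a fall of 25-fold and at most 20 TPM at stage 13. Co-variation of transcription factors was set against 10000 random sets matched on expression. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used.

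Named are the genes that the results or single-gene panels of the paper name, with L and S summed, the mesendoderm GRN genes that the text names, at most 3 genes per direction of a comparison of lineages with the largest log2 fold change among called genes of at least 10 TPM, and the first 10 of a ranked list. Any other gene is marked as named after its values were seen. Some genes that the paper names are not reported here.

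Alternatives were DESeq2's Wald test, DESeq2-type size factors, no filter or a filter on the mean count, a minimum log2 fold change, the replicate block, a single fit of all libraries, libraries thinned to equal depth, replicates 1 to 3 of ventral mesoderm at stage 11, each replicate left out, other units and scalings in the PCA, other TPM thresholds and pseudocounts, homeologs summed, rank correlation, and other contrasts and units in limma. The closing section gives their effect.

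GO and KEGG enrichment, the WGCNA runs and the known BMP-responsive genes among the top 20 were not analysed here. Nor was the comparison with a published series of Activin-induced mesoderm and with published dorsal and ventral genes. The programs or lists were not at hand. Western blots, quantitative PCR and in situ images are not sequencing data and were not used here.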

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

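The tests on the TPM values of ventral mesoderm replicate 4 and on the sequencer were chosen only after the result was seen, the others before.

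In ventral mesoderm at stage 11, the group with 5 replicates, replicate 4 had 16360 genes with a TPM above 0 and the other 4 libraries from 32292 to 33932. Its gap to the nearest library was 0.907 of the range of the group, where 0.71 marks a library far from the others. In the remaining libraries of the study this number ran from 28783 to 35882. A lower depth is not seen in the count table, where the column of replicate 4 held 20287207 counts on 28035 genes, within the range of the other columns of the group, although by their values the columns numbered 2 to 5 are not in the same order in the 2 tables. If the low TPM values of this library had been set to 0, hardly any gene of high expression would be affected. Of the 10302 genes with a mean of at least 10 TPM in the other 4 libraries, 4.79% were at 0 in replicate 4, against 0.0877 to 0.145% in the others. Its lowest TPM above 0 was 0.01, as in every other library, which goes against a raised minimum. The TPM of this column may come from far fewer reads than its counts, and no test here tells that apart from another fault of the column. The design gives no biological explanation, as the libraries share lineage, stage and treatment, and none was tested.

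In the same group 4 named genes had a library far from the others. Replicate 3 stood out for pou5f3.3, at 121 TPM with a gap of 0.832 of the range, and replicate 2 for dlx3, at 167 TPM and 0.739, and for foxa2, at 2.27 TPM and 0.797. For otx2 it was replicate 1, at 1.94 TPM and 0.716. Together with the number of genes, 5 of 72 values passed 0.71, where chance gives 3.6, so that the 4 genes need no explanation beyond chance. For otx2 and foxa2 all 5 libraries were at or below 2.27 TPM. Replicate 2 was the outlying library for both dlx3 and foxa2, and other replicates were for pou5f3.3 and otx2. No single library therefore accounts for all 4 genes. Neither a technical nor a biological cause was tested for them.

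The linear or quadratic dynamics of endoderm and ventral mesoderm differed for 6541 genes in limma's test of the interaction of lineage and time. Among 100 splits of the same libraries, drawn with a fixed seed and the real split included, 1 gave as many genes. The other splits gave up to 5095 genes, and many of them 0. Depth differed little, with medians of 16728136 and 18852142 counts. Ligand and sequencer changed together between these lineages. Ventral mesoderm against epidermal explants, also run on different sequencers, gave 963 genes, and endoderm against epidermal explants, run on the same sequencer, 7380, which goes against the sequencer as the source of most of them. A different response to Activin and BMP4/7 remains the hypothesis the design gives, and a difference between batches of explants was not tested for it.

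The comparisons of lineages in Fig. 3D and Fig. S6A start at stage 10, and those of stage 9, the time at which treatment starts, were run here. EdgeR called 1 gene between epidermal and neural, 2 between endoderm and ventral mesoderm and 4 between epidermal and endoderm explants at that stage, and 0 between epidermal and ventral mesoderm explants, with 2475 at an unadjusted p under 0.05. Besides the genes given at the claims, those of epidermal against endoderm explants, named after their values were seen, were arhgef40.L (listed at 0 counts in the 3 endoderm libraries, edgeR adjusted p = 0.047), slc7a8.L (log2 fold change 4.66, edgeR adjusted p = 0.044), strip2.L (log2 fold change 6.07, edgeR adjusted p = 0.044) and fads2.L (log2 fold change 4.77, edgeR adjusted p = 0.047). As many genes were called by 3 of the 4 splits of the libraries that part as many same-numbered pairs for epidermal against neural explants, and by 1 of 4 for endoderm against ventral mesoderm and 1 of 4 for epidermal against endoderm explants, a share that 4 splits cannot bring under 0.05.

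A fixed difference between the batches of explants may underlie the stage 9 differences. Of the genes that DESeq2's Wald test called at stage 9, 63.4 to 67.9% over the 4 comparisons kept their direction at all 5 later stages, against 32.6 to 37.0% of the other genes. The sequencer of the ventral mesoderm libraries was a weaker candidate explanation. Pairs of lineages that include ventral mesoderm had 398, 898 and 487 such genes, whereas pairs run on the other sequencer had 308, 2336 and 2664. A very early response to the ligands is the biological explanation the design gives, and it cannot be told apart here from a difference between batches.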

How the results depend on the processing

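The alternatives were set before the data were examined, apart from 5 that were chosen after seeing the data: the replicate block on PC2, the comparison of stages 9 and 10.5 for dand5 and gtpbp2, blocks with crossed numbers in ventral mesoderm at stage 11, blocks within each lineage in the limma fit, and a maternal class with at least 30 TPM at stage 9 and without the neural lineage. Of the tests in this part, that of the 20 genes of highest variance and that of the crossed numbers were chosen only after the result was seen. Counts of genes were taken as unchanged within 1.5 times the value reported at the claim. All the alternatives set in advance were run. For each change below the cause was not tested.

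DESeq2-type size factors in edgeR moved the share of genes called higher by at most 4.74 percentage points and left all 48 counts of genes and percentages derived from them within these bounds. Of its other results 41 of 42 were unchanged and 1 weaker, which was otx1 between epidermal and neural explants at stage 13. Leaving out the genes that fell 25-fold in all 4 lineages left unchanged 14 of 14 values of the PCA and the distances. Also unchanged were the lists of ligand-responsive genes with a minimum of 5 or 20 TPM, the maternal class with CPM, with a pseudocount of 0.1 TPM, without a maximum at stage 13, with at least 10 TPM at stage 9 and with the added variant without the neural lineage, the ratio of distances in the full gene expression space, the co-variation with a pseudocount of 0.1 or with unmatched random sets, the GRN genes at 15 TPM or with a higher value than at stage 9, and the limma counts with log2(TPM + 1), with minutes, and for endoderm against epidermal explants.

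With DESeq2's Wald test 48 of 64 such values changed, and in all 44 comparisons it called more genes than edgeR. In the epidermal lineage it called 2883 from stage 9 to 10, 2123 from stage 10 to 10.5, 801 from stage 10.5 to 11, 1709 from stage 11 to 12 and 2059 from stage 12 to 13. In the neural lineage it called 2584 from stage 9 to 10, 2145 from stage 10 to 10.5, 85 from stage 10.5 to 11, 486 from stage 11 to 12 and 60 from stage 12 to 13. In the ventral mesoderm lineage it called 2009 from stage 9 to 10, 2072 from stage 10 to 10.5, 1021 from stage 10.5 to 11, 2105 from stage 11 to 12 and 3343 from stage 12 to 13. In the endoderm lineage it called 2894 from stage 9 to 10, 4007 from stage 10.5 to 11, 3826 from stage 11 to 12 and 3579 from stage 12 to 13. Epidermal against neural explants differed in 308 at stage 9, 277 at stage 10, 838 at stage 10.5, 2037 at stage 11 and 3615 at stage 13. Endoderm against ventral mesoderm explants differed in 487 at stage 9, 982 at stage 10 and 2729 at stage 10.5. Epidermal against ventral mesoderm explants differed in 398 at stage 9, 343 at stage 10, 284 at stage 10.5, 624 at stage 11, 1191 at stage 12 and 2520 at stage 13. Epidermal against endoderm explants differed in 2336 at stage 9, 3611 at stage 10 and 4153 at stage 10.5. The rise in genes between epidermal and neural explants from stage 10.5 to 12 was 509%, and ventral mesoderm had 30.3% fewer differentially expressed genes than the epidermal lineage between stages 9 and 10, or 49.6% fewer among those that decreased. Of the neural genes 60.0% were shared with the epidermal lineage between stages 9 and 10, 52.5% between stages 10 and 10.5, and 49.7% of the increasing ones. The genes of ventral mesoderm or endoderm between stages 12 and 13 that changed in both were 20.7%, the genes of the epidermal and ventral mesoderm lineages alone numbered 125, 95 and 53 at the 3 earliest steps, and the genes higher after BMP4/7 numbered 49 at stages 10 or 10.5 and 211 at stages 11 or 12. Of the other results, mostly named genes, 31 of 42 kept their direction and their side of the threshold, and 10 stronger and 1 moved.

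The replicate number as a block changed 43 of 66 values. The epidermal lineage had 9894 from stage 9 to 10, 9325 from stage 10 to 10.5, 7468 from stage 10.5 to 11, 7619 from stage 11 to 12 and 7156 from stage 12 to 13. The neural lineage had 6978 from stage 9 to 10, 8270 from stage 10 to 10.5, 1508 from stage 10.5 to 11 and 5786 from stage 11 to 12. The ventral mesoderm lineage had 5433 from stage 9 to 10, 8671 from stage 10 to 10.5, 689 from stage 10.5 to 11, 8615 from stage 11 to 12 and 7160 from stage 12 to 13. The endoderm lineage had 7654 from stage 9 to 10, 10623 from stage 10 to 10.5, 9270 from stage 10.5 to 11, 9294 from stage 11 to 12 and 8900 from stage 12 to 13. For epidermal against neural explants it gave 0 (with 2149 at an unadjusted p under 0.05) at stage 9, 22 at stage 10 and 1195 at stage 11. For endoderm against ventral mesoderm explants it gave 0 (with 2304 at an unadjusted p under 0.05) at stage 9, 115 at stage 10 and 1890 at stage 11. For epidermal against ventral mesoderm explants it gave 7 at stage 10.5, 83 at stage 11 and 1183 at stage 13. For epidermal against endoderm explants it gave 0 (with 4053 at an unadjusted p under 0.05) at stage 9, 814 at stage 10 and 1355 at stage 10.5. Between successive stages same-numbered replicates deviated together, which a block removes. Between lineages they did not, with mean correlations of 0.0563 for epidermal against neural, -0.0126 for endoderm against ventral mesoderm, -0.00531 for epidermal against ventral mesoderm and -0.0323 for epidermal against endoderm explants, so that the block there takes up degrees of freedom and a call lost under it is not thereby weaker. The rise in endoderm from the earliest step to the next was 38.8%, and ventral mesoderm had 37.4% fewer decreasing genes than the epidermal lineage. The neural share common with the epidermal lineage was 81.1% and 74.2% at the 2 earliest steps and 73.1% for increasing genes. Endoderm shared 79.8% of the ventral mesoderm genes between stages 9 and 10, and 35.1% of the genes of either lineage between stages 12 and 13. Genes of the epidermal and ventral mesoderm lineages alone numbered 314, 514 and 103, and genes higher after BMP4/7 2 and 124. The log2 fold change of grhl1 from untreated to BMP4/7-treated explants at stage 10.5, negative without the block, was 0.13 with it. Of the other results 36 of 46 were unchanged and 4 weaker, 4 stronger, 1 moved and 1 reversed. With replicates 4 and 5 of ventral mesoderm stage 11 paired with replicates 2 and 3 of stage 10.5, chosen after seeing the data, the block gave 5664 genes from stage 10.5 to 11.

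A single fit of all 74 libraries changed 40 of 58 values and reversed 1. The number in the epidermal lineage was 1408 from stage 9 to 10, 615 from stage 10 to 10.5, 111 from stage 10.5 to 11, 1786 from stage 11 to 12 and 3648 from stage 12 to 13. The number in the neural lineage was 114 from stage 11 to 12 and 650 from stage 12 to 13. The number in the ventral mesoderm lineage was 2142 from stage 9 to 10, 1700 from stage 10 to 10.5, 790 from stage 10.5 to 11, 1713 from stage 11 to 12 and 2800 from stage 12 to 13. The number in the endoderm lineage was 2150 from stage 10 to 10.5 and 1340 from stage 10.5 to 11. Comparing epidermal with neural explants gave 37 at stage 9, 34 at stage 10, 142 at stage 10.5, 1182 at stage 11, 6020 at stage 12 and 7582 at stage 13. Comparing endoderm with ventral mesoderm explants gave 133 at stage 9 and 639 at stage 10. Comparing epidermal with ventral mesoderm explants gave 354 at stage 9, 92 at stage 10, 62 at stage 10.5, 439 at stage 11, 889 at stage 12 and 2947 at stage 13. Comparing epidermal with endoderm explants gave 606 at stage 9. In endoderm the rise to the step from stage 10 to 10.5 was 29.1%. The reduction in ventral mesoderm against the epidermal lineage reversed to -52.1% for all genes and was 1.17% for decreasing ones. The neural lineage shared 59.8% and 47.9% of its genes with the epidermal lineage at the 2 earliest steps and 52.8% of its increasing genes, and 42.8% of the shared genes decreased. Endoderm shared 48.3% of the ventral mesoderm genes between stages 9 and 10 and 17.0% of the genes of either lineage between stages 12 and 13, and the genes of the epidermal and ventral mesoderm lineages alone numbered 189, 65 and 19. Of the other results 33 of 42 were unchanged and 1 weaker, 7 stronger and 1 moved.

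Without a filter on low counts 23 of 51 values changed. Within the epidermal lineage there were 149 from stage 10 to 10.5, 3 from stage 10.5 to 11, 26 from stage 11 to 12 and 37 from stage 12 to 13. Within the neural lineage there were 876 from stage 10 to 10.5, 1 from stage 10.5 to 11 and 69 from stage 11 to 12. Within the ventral mesoderm lineage there were 452 from stage 9 to 10, 33 from stage 10 to 10.5 and 15 from stage 10.5 to 11. Epidermal and neural explants differed in 9 at stage 9, 43 at stage 10, 211 at stage 10.5 and 1310 at stage 11. Endoderm and ventral mesoderm explants differed in 333 at stage 10. Epidermal and ventral mesoderm explants differed in 4 at stage 9, 20 at stage 10, 25 at stage 10.5, 87 at stage 11 and 611 at stage 12. Epidermal and endoderm explants differed in 71 at stage 9. The rise between epidermal and neural explants from stage 10.5 to 12 was 1990%, and the reduction in ventral mesoderm against the epidermal lineage 40.5%. Of the other results 37 of 46 were unchanged and 7 weaker and 2 stronger.

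A filter on the mean count of a group changed 3 of 48 values. For epidermal and neural explants the count was 0 (with 2117 at an unadjusted p under 0.05) at stage 9. For epidermal and ventral mesoderm explants the count was 11 at stage 11. For epidermal and endoderm explants the count was 0 (with 4561 at an unadjusted p under 0.05) at stage 9.

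Asking for an absolute log2 fold change of at least 1 as well changed 4 of 57 values. In the endoderm lineage it called 2149 from stage 10 to 10.5 and 1335 from stage 10.5 to 11. The shared epidermal and neural genes that decreased were then 51.1%, and the genes of ventral mesoderm or endoderm between stages 12 and 13 that changed in both 8.39%.

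With replicates 1 to 3 of ventral mesoderm at stage 11, 2 of 4 values changed. The ventral mesoderm lineage had 4 from stage 10.5 to 11. For epidermal against ventral mesoderm explants it gave 18 at stage 11.

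Thinning every library to 11938338 counts changed 6 of 48 values, each a count of at most 5 genes. The number in the epidermal lineage was 5 from stage 12 to 13. The number in the neural lineage was 1 from stage 11 to 12. Comparing epidermal with neural explants gave 3 at stage 9. Comparing endoderm with ventral mesoderm explants gave 1 at stage 9. Comparing epidermal with ventral mesoderm explants gave 1 at stage 9. Comparing epidermal with endoderm explants gave 2 at stage 9. Depth therefore had little part in the counts of genes. On data simulated from epidermal stages 9 and 10, from endoderm and ventral mesoderm at stage 12 and from neural stages 12 and 13, edgeR recovered 41.8, 27 and 2.63% of changes of 1 on the log2 scale, and 93.5, 98.4 and 94.8% of changes of 3, so that small changes can be missed.

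Each replicate was left out in turn, in 6 fits per comparison and 8 for those of ventral mesoderm at stage 11. In the epidermal lineage these fits gave from 10 to 1117 genes for stages 9 to 10 and from 0 to 380 genes for stages 12 to 13. In the neural lineage these fits gave from 23 to 1171 genes for stages 9 to 10 and from 7 to 28 genes for stages 10 to 10.5. In the ventral mesoderm lineage these fits gave from 0 to 447 genes for stages 9 to 10, from 0 to 33 genes for stages 10.5 to 11, from 23 to 855 genes for stages 11 to 12 and from 0 to 965 genes for stages 12 to 13. In the endoderm lineage these fits gave from 882 to 1397 genes for stages 9 to 10, from 1729 to 2440 genes for stages 10 to 10.5, from 147 to 1966 genes for stages 10.5 to 11, from 684 to 1267 genes for stages 11 to 12 and from 744 to 1682 genes for stages 12 to 13. For epidermal against neural explants they gave from 0 to 8 at stage 9, from 6 to 19 at stage 10, from 21 to 102 at stage 10.5, from 282 to 755 at stage 11, from 1772 to 3183 at stage 12 and from 346 to 6376 at stage 13. For endoderm against ventral mesoderm explants they gave from 1 to 3 at stage 9, from 99 to 242 at stage 10, from 701 to 1461 at stage 10.5, from 2034 to 2943 at stage 11, from 4027 to 5416 at stage 12 and from 5350 to 7095 at stage 13. For epidermal against ventral mesoderm explants they gave from 0 to 3 at stage 9, from 0 to 10 at stage 10, from 0 to 29 at stage 10.5, from 3 to 137 at stage 11, from 17 to 548 at stage 12 and from 23 to 1456 at stage 13. For epidermal against endoderm explants they gave from 0 to 8 at stage 9, from 260 to 1231 at stage 10, from 1034 to 2284 at stage 10.5, from 1909 to 2415 at stage 11 and from 3920 to 6153 at stage 12. Over all comparisons 71 of these fits called no gene, with 538 to 5179 genes at an unadjusted p under 0.05. The rise in endoderm between the 2 earliest steps ran from 1.27 to 276%. The percent increase in differentially expressed genes, epidermal against neural: stage 12 against stage 10.5, ran from 2669 to 17024%. The percent reduction in differentially expressed genes, ventral mesoderm against epidermal lineage, stages 9 to 10, ran from -2100 to 100%, and the percent reduction in decreasing genes, ventral mesoderm against epidermal lineage, stages 9 to 10, from -4200 to 100%, negative values being a reversed direction. The neural distance between stages 9 and 13 ran from 0.523 to 0.701 of that of the other lineages, and 2 of the 24 fits had a permutation p above 0.05. The GRN genes of ventral mesoderm at stage 10 ran from 8 to 16. For grhl1 the log2 fold change ran from -0.058 to 1.07 from stage 10 to 10.5 of the epidermal lineage and from -0.41 to 0.75 from untreated to BMP4/7-treated explants at stage 10.5, and that of id3 from -0.72 to 0.024 from epidermal to neural explants at stage 13, all reversing in sign in at least 1 fit. Of the 432 other values 374 were unchanged, 39 weaker, 9 stronger, 5 moved and 5 reversed.

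In the PCA, counts without normalization changed 7 of 14 values. Here PC1 and PC2 explained 74.0% of the variance. The correlation of PC1 with time was 0.772 over all lineages, 0.942 in the neural lineage, 0.957 in the ventral mesoderm lineage and 0.736 in the endoderm lineage. The R2 of PC2 was 0.0205 in the neural lineage and 0.262 in the ventral mesoderm lineage. On log2 CPM PC1 and PC2 explained 51.2% of the variance. The correlation of PC1 with time was 0.975 over all lineages, 0.982 in the epidermal lineage, 0.973 in the neural lineage, 0.981 in the ventral mesoderm lineage and 0.981 in the endoderm lineage. The R2 of PC2 was 0.795 in the epidermal lineage and 0.893 in the endoderm lineage. After scaling each gene to unit variance as well, PC1 and PC2 explained 44.7% of the variance. The correlation of PC1 with time was 0.977 over all lineages, 0.980 in the epidermal lineage, 0.978 in the neural lineage and 0.985 in the endoderm lineage. The R2 of PC2 was 0.773 in the epidermal lineage, 0.864 in the ventral mesoderm lineage and 0.934 in the endoderm lineage. With TPM PC1 and PC2 explained 85.9% of the variance. The correlation of PC1 with time was 0.0108 over all lineages, 0.489 in the epidermal lineage, 0.223 in the neural lineage, 0.851 in the ventral mesoderm lineage and 0.467 in the endoderm lineage. The R2 of PC2 was 0.902 in the neural lineage and 0.744 in the endoderm lineage. With the replicate number as a block on PC2, chosen after seeing the data, the R2 was 0.824 in the endoderm lineage and unchanged in the other 3.

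The shorter neural distance between stages 9 and 13 reversed with TPM, where it was 1.45, 1.38 and 1.3 times the epidermal, ventral mesoderm and endoderm distance and 1.37 times that of the other 3 lineages. That reversal lay within the spread between neural libraries, at 39823 ± 19321 (SD over 3 stage 13 libraries). With scaled log2 CPM the neural distance was 0.936 of that of the other 3 lineages and no longer below the threshold of the permutation test. Without the 20 genes of highest variance PC1 and PC2 explained 70.5% of the variance. The correlation of PC1 with time was 0.943 in the epidermal lineage, 0.961 in the neural lineage and 0.967 in the endoderm lineage. The R2 of PC2 was 0.848 in the ventral mesoderm lineage and 0.818 in the endoderm lineage. The neural distance was then 0.8 of that of the other 3 lineages, also above the threshold, so that these genes carry part of the difference. A Wilcoxon test on all 9 distances of a lineage, which are not independent, passed for each lineage alone at the ratios of 0.625, 0.680 and 0.618, where the exact permutation test with 3 libraries against 3 cannot pass. Jackknife standard errors of the values at the claims were 2.72 for the percent of variance in PC1 and PC2 and 0.0515 for the correlation of PC1 with time.

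Summing L and S homeologs gave a share of transcription factors expressed in all 4 lineages of 78.0, 68.7, 60.9, 53.5 and 54.3% at stages 10 to 13 and 32, 37, 26, 37 and 36 factors in endoderm alone. With a minimum of 5 TPM the share was 79.0, 68.4, 58.2, 53.7 and 53.7%. A minimum of 20 TPM gave 62.3, 54.6, 46.0 and 36.8% at stages 10, 10.5, 11 and 13, and 10 TPM in every replicate 63.2% at stage 10 and 47.2% at stage 11. The maternal class held 49 genes with a pseudocount of 1 TPM, 82 with homeologs summed and 503 with the criteria on the mean over lineages.

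In ventral mesoderm at stage 10 7 GRN genes reached 60 TPM, 5 reached 30 TPM in every replicate and 0 were also called higher than in the epidermal lineage, a comparison in which edgeR called no gene and 2418 had an unadjusted p under 0.05. Rank correlation turned the co-variation of the Activin-responsive factors in neural explants to 0.00852, from a value also close to 0. The median over genes gave 0.677 for the blue module in endoderm and 0.498 for the brown module in ventral mesoderm at stage 11, and linear TPM 0.274 for the latter. Over the 8 other GRN counts 60 TPM moved 2, 30 TPM in every replicate 3 and the comparison with the epidermal lineage 4.

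In the limma fit ventral mesoderm against epidermal explants gave 959 genes with a different linear term, 6 with a different quadratic term and 963 in all, and the linear term of pygm was 0.66. The opposite sign comes from the order of the comparison, and in both the slope was higher in ventral mesoderm. With log2(TPM + 0.1) 710 genes had a different quadratic term, and with blocks within each lineage, chosen after seeing the data, 1797. The share of linear terms higher in endoderm, 45.7% at the claim, was 62.9% with log2(TPM + 1), 62.8% with log2(TPM + 0.1) and 57.3% without a filter, so that its prevailing direction depends on the scaling. Of the 4 named genes in this fit, 1 was weaker with each TPM scale, 1 in endoderm against epidermal explants and 2 in ventral mesoderm against epidermal explants.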

Differences from the paper's values

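No test of this part was chosen only after its result was seen. Alternatives named below were all set before the data were examined, and where none is named for a value, none of those run for it came within 1.5 times of the paper's. Of the adjusted p given for single genes, the range marked as elsewhere covers the alternatives that keep all libraries, DESeq2's Wald test among them.

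The lists of Supplemental Table 5 hold the paper's 2866, 2132, 812, 1715 and 2045 genes for the 5 steps of the epidermal lineage, where edgeR called 567, 0, 0, 0 and 0, with 4400, 3095, 4791 and 5178 at an unadjusted p under 0.05 where none passed. For the neural lineage they hold the paper's 2553, 2158, 88, 493 and 52 genes against 896, 464, 0, 0 and 0 here, with 1512, 2537 and 1199 at an unadjusted p under 0.05 at the last 3 steps. For ventral mesoderm it is the paper's 1972, 2046, 1021, 2102 and 3338 genes against 220, 0, 2, 351 and 1053, with 4278 at an unadjusted p under 0.05 between stages 10 and 10.5. For endoderm, apart from stages 10 to 10.5, it is the paper's 2880, 4006, 3819 and 3562 genes against 1814, 2169, 2190 and 2070. Each of these lists was within 1.5 times of the number from DESeq2's Wald test, with 2883, 2123, 801, 1709 and 2059 genes in the epidermal, 2584, 2145, 85, 486 and 60 in the neural, 2009, 2072, 1021, 2105 and 3343 in the ventral mesoderm and 2894, 4007, 3826 and 3579 in the endoderm lineage, and that test called 96.6 to 100% of the genes listed at each step. A single fit of all libraries came within that bound at the 5 steps of ventral mesoderm and from stage 11 to 12 of the epidermal lineage, with 2142, 1700, 790, 1713 and 2800 and 1786 genes, and the replicate block from stage 10.5 to 11 of ventral mesoderm, with 689. Without a filter on low counts, with the filter on the mean count, DESeq2-type size factors, an absolute log2 fold change of at least 1, thinned libraries, replicates 1 to 3 of stage 11 or any library left out, none of these lists was reached.

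The text gives the paper's 52 genes for stages 12 to 13 of the neural lineage, against 0 with edgeR, with 1199 at an unadjusted p under 0.05, and 60 with DESeq2's Wald test, the sole alternative to close the gap. Increasing genes of that lineage between stages 9 and 10 were the paper's 1161 against 420. Both DESeq2's Wald test, with 1194, and the single fit, with 801, were within 1.5 times. In Supplemental Table 5 the number in the text is that of the increasing genes of the epidermal lineage, and the paper's number for the neural lineage is 1182.

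Of the neural genes between stages 9 and 10, the paper's 60% also changed in the epidermal lineage, against 30.3% here. DESeq2's Wald test gave 60.0%, the replicate block 81.1% and the single fit 59.8%, all within 1.5 times, whereas an absolute log2 fold change of at least 1 gave 28.9%. Between stages 10 and 10.5 it was the paper's 53% against 0%, edgeR having called 0 epidermal genes, with 4400 at an unadjusted p under 0.05. Here too DESeq2's Wald test (52.5%), the replicate block (74.2%) and the single fit (47.9%) closed the gap.

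Between epidermal and neural explants at stage 10 the paper has 261 genes and edgeR 10. Fig. 3D shows about 830, about 2000 and about 3600 genes at stages 10.5, 11 and 13, read by eye, against 64, 733 and 1325. With DESeq2's Wald test, which alone closed these gaps, the 4 numbers were 277, 838, 2037 and 3615. Between endoderm and ventral mesoderm Fig. S6A shows about 980 and about 2700 genes at stages 10 and 10.5, read by eye, against 190 and 1426. DESeq2's Wald test gave 982 and 2729, and the single fit closed the gap at stage 10.5, with 2081 genes. Between untreated and BMP4/7-treated explants at stage 10 the paper has 332 genes and edgeR 0, with 2418 at an unadjusted p under 0.05, and of the alternatives only DESeq2's Wald test, with 343, came within 1.5 times.

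The reduction with BMP4/7 in genes changing between stages 9 and 10 was the paper's 32% and 61.2% with edgeR. It came within 1.5 times with DESeq2's Wald test (30.3%), no filter (40.5%), an absolute log2 fold change of at least 1 (44.0%) and the replicate block (45.1%), and not with the other alternatives. Genes of the epidermal and ventral mesoderm lineages alone were the paper's 97 between stages 10 and 10.5 and the paper's 55 between stages 10.5 and 11, against 0 and 0 with edgeR, which called no epidermal gene at these steps, with 4400 and 3095 at an unadjusted p under 0.05. DESeq2's Wald test gave 95 and 53, and the single fit closed the gap at the earlier step, with 65. Of the 20 genes that differ most between epidermal and neural explants at stage 10.5, the paper's 3 and 5 with edgeR were higher in neural explants. This gap was not closed by DESeq2's Wald test (7), the replicate block (6) or the single fit (6).

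The paper states that most transcription factors are expressed in all lineages at each stage. With 10 TPM this held at stages 10, 10.5 and 11, but not at stages 12 and 13, with 44.3 and 42.5%. It held there with a minimum of 5 TPM, at 53.7 and 53.7%, and with homeologs summed, at 53.5 and 54.3%. The lists of Supplemental Table 2 themselves hold the paper's 258 of 588 factors in all 4 lineages at stage 12 and the paper's 265 of 632 at stage 13, so that the difference there is from the paper's statement and not from its lists. The paper places otx1 in neural explants alone at stage 13, where endoderm had a mean of 10.4 TPM with homeologs summed, above the threshold of 10. Factors responsive to BMP are said to group together in mesoderm and epidermis. By another measure than the paper's, their mean correlation was 0.0213 and 0.0173 there. Both means lay within the spread of matched random sets (one-sided permutation p = 0.27 and 0.35). As 27.3 and 22.1% of their pairs reached a correlation of 0.8, such a mean does not exclude groups among the factors.

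Some rankings of the paper's counts differ with edgeR. The paper has the numbers in the epidermal lineage rise after stage 11. EdgeR called 0 genes at each step from stage 10.5 on, with 3095, 4791 and 5178 at an unadjusted p under 0.05. DESeq2's Wald test had the rise. With the replicate block the numbers were 7468, 7619 and 7156, highest at the middle of these steps. Little change is stated for mesoderm between the 2 earliest steps. There edgeR went from 220 to 0 genes, with 4278 at an unadjusted p under 0.05, and DESeq2's Wald test from 2009 to 2072. With the replicate block the number rose from 5433 to 8671, by 59.6%, more than the 38.8% in endoderm. The neural number, which the paper has fall there, rose by 18.5% with the block. A decline is stated in endoderm from stage 10.5 to 13, and edgeR called 2169, 2190 and 2070 genes, whereas DESeq2's Wald test called fewer at each step. Most of the increasing neural genes are said to increase in the epidermal lineage, against 24.1% with edgeR and 49.7% with DESeq2's Wald test, and 73.1% with the replicate block and 52.8% with the single fit. Of the genes of endoderm and ventral mesoderm between stages 12 and 13, 11.0% were common to both with edgeR and 20.7% with DESeq2's Wald test, less than the share that the paper states, and 35.1% with the replicate block, more than that share. The divergence of epidermal and neural explants up to stage 12 is ascribed almost wholly to the epidermal lineage, and 61.5% of the genes had changed more there, or 62.3% with DESeq2's Wald test. The dampening by BMP4/7 is ascribed almost wholly to decreasing genes, and with the replicate block the reduction was larger for increasing than for decreasing genes, as given at the claim.

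Some genes the paper names were not called here. Actc1.S, which the paper lists among the 20 most differentially expressed genes, was at 7.05 TPM in neural explants, under the minimum of 10 TPM, and edgeR did not call it, whereas DESeq2's Wald test did (adjusted p from 2.8e-05 to 0.085 over these 2 tests). Jun.L and jun.S, at ranks 9 and 12 with edgeR, were at ranks 22 and 30 with DESeq2's Wald test. The paper has grhl1 rise sharply around stage 10 of the epidermal lineage, and its step from stage 10 to 10.5 was not called (edgeR adjusted p = 0.53, 0.35 to 0.68 elsewhere). It has grhl1 lower with BMP4/7 from stage 10.5, where it was not called either (edgeR adjusted p = 0.98, 0.98 to 0.99 elsewhere), and at stage 13 DESeq2's Wald test and the replicate block called it and edgeR without a block did not (edgeR adjusted p = 0.13, 0.012 to 0.18 elsewhere), unless replicate 1 of ventral mesoderm was left out.

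Of the early genes the paper lists for BMP4/7, edgeR called none. The values of msx1, ventx1.1 and bix1.2 are for stage 10, with homeologs summed. There no alternative called msx1 (edgeR adjusted p = 0.58, 0.39 to 0.69 elsewhere) or ventx1.1 (edgeR adjusted p = 0.55, 0.088 to 0.86 elsewhere). With homeologs apart, at stages 10 or 10.5, DESeq2's Wald test called ventx1.1.S and the replicate block called bix1.2.L. DESeq2's Wald test and the single fit called brachyury (edgeR adjusted p = 0.53, 0.0027 to 0.73 elsewhere), bix1.2 (edgeR adjusted p = 0.22, 1.8e-10 to 0.37 elsewhere), mixer (edgeR adjusted p = 0.52, 0.0058 to 0.69 elsewhere) and mix1 (edgeR adjusted p = 0.55, 0.0018 to 0.72 elsewhere), and DESeq2's Wald test and the fit without a filter called sox17b (edgeR adjusted p = 0.21, 0.00011 to 0.31 elsewhere). Vegt at stage 11 was called by DESeq2's Wald test, the replicate block and the single fit (edgeR adjusted p = 0.12, 5.6e-11 to 0.21 elsewhere), and wnt8a at stage 12 by DESeq2's Wald test and the single fit (edgeR adjusted p = 0.084, 1e-06 to 0.12 elsewhere). Of the fits that left out 1 library, those without replicate 1 of ventral mesoderm called brachyury, bix1.2, mixer, sox17b and vegt, the one without replicate 2 of the epidermal lineage called wnt8a, and no other called any gene of this paragraph.

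For ventx2.1 with Activin at stage 12, stated as induced, edgeR did not call the difference from untreated explants and the fits without a filter and without replicate 1 of the epidermal lineage did (edgeR adjusted p = 0.054, 0.037 to 0.3 elsewhere). That is with homeologs summed, and ventx2.1.S alone was at rank 963 of the genes that edgeR called higher with Activin at stages 11 or 12. The paper names bix1.3 and mix1 among genes high in mesoderm that set the BMP4/7 response apart, and at stage 13 their log2 fold change from endoderm to ventral mesoderm was -1.38 and -0.72, higher in endoderm (edgeR adjusted p = 0.016, 0.00059 to 0.15 elsewhere for bix1.3 and edgeR adjusted p = 0.42, 0.28 to 0.53 elsewhere for mix1).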

Other observations

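The tests on the crossed replicate numbers were chosen only after the result was seen, the others of this part before.

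Few genes were called between stages 12 and 13 of the neural lineage. Within the same-numbered pairs of neural libraries, 5300, 915 and 867 genes with at least 5 CPM changed 2-fold or more for replicates 1, 2 and 3, against 1805 to 3603 in the 9 pairs of the other lineages, with a median of 2515. Replicate 1 exceeded every other pair, whereas replicates 2 and 3 lay under all of them. At stage 13 the library of replicate 1 differed 2-fold or more from replicates 2 and 3 in 6936 and 5646 genes, and at stage 12 in 1991 and 1782. Little change within 2 of the replicates and the difference of the third from them may each contribute to the low number of called genes. A halt of gene expression dynamics in this lineage, the biological explanation of the design, is open with 1 replicate against 2.

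In ventral mesoderm at stage 11 the replicate numbers may join 2 sets of explant batches. With the numbers as deposited, the replicate block gave 689 genes between stages 10.5 and 11, and with replicates 4 and 5 of stage 11 paired with replicates 2 and 3 of stage 10.5, chosen after seeing the data, 5664. Deviations of stage 10.5 replicate 2 correlated at 0.731 with those of stage 11 replicate 4 and at 0.0800 with those of replicate 2. Deviations of stage 12 replicates 2 and 3 correlated at 0.730 and 0.648 with those of the same numbers at stage 11, and at 0.0330 and -0.144 with those of replicates 4 and 5, which goes against a simple exchange of columns at stage 11. The pairing with stage 10.5 was found and tested on the same libraries.

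Some genes of later epidermal stages had counts in replicate 1 of the epidermal lineage at stage 9. Of 67 genes with at most 2 counts in replicates 2 and 3 and a mean of at least 500 counts at stage 13, 50.7% had at least 3 counts in replicate 1. The choice of genes fixes their low counts in replicates 2 and 3, so that these give no comparison. In the stage 9 libraries of the other lineages the share reached 41.8% in neural, 17.9% in ventral mesoderm and 29.9% in endoderm explants, so that replicate 1 stood apart much less than the choice of genes makes it seem. Carry-over from a late epidermal library would make these counts rank with the stage 13 level. Spearman's rho across genes was 0.288 with the stage 13 mean, 0.628 with that of stage 11 and 0.734 with that of stage 10, which goes against carry-over from stage 13.

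The number of called genes was set against other splits of the same libraries that part as many same-numbered pairs as the real one, 4 splits for 3 libraries against 3 and 8 where ventral mesoderm at stage 11 takes part. Between successive stages the real split alone gave as many genes, 1 of 4 splits in 10 comparisons and 1 of 8 in 2, and the other such splits called 0 genes there. In the remaining 8 comparisons edgeR called no gene and all 4 of 4 splits are equal. Between lineages it was 1 of 4 in 19 comparisons and 1 of 8 in 2, with at most 4 genes in any other split. For epidermal against neural explants at stage 9 it was 3 of 4, and for epidermal against ventral mesoderm explants at stages 9 and 10, where no gene was called, 4 of 4. With so few splits none of these shares can be under 0.05. Splits that keep at least 1 same-numbered pair on the same side, which were not used for this comparison, called up to 121 genes between successive stages and up to 164 between lineages.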
